# Single-cell transcriptome analyses reveal microglia types associated with proliferative retinopathy

**DOI:** 10.1172/jci.insight.160940

**Published:** 2022-12-08

**Authors:** Zhiping Liu, Huidong Shi, Jiean Xu, Qiuhua Yang, Qian Ma, Xiaoxiao Mao, Zhimin Xu, Yaqi Zhou, Qingen Da, Yongfeng Cai, David J.R. Fulton, Zheng Dong, Akrit Sodhi, Ruth B. Caldwell, Yuqing Huo

**Keywords:** Angiogenesis, Ophthalmology, Molecular pathology, Mouse models, Retinopathy

## Abstract

Pathological angiogenesis is a major cause of irreversible blindness in individuals of all age groups with proliferative retinopathy (PR). Mononuclear phagocytes (MPs) within neovascular areas contribute to aberrant retinal angiogenesis. Due to their cellular heterogeneity, defining the roles of MP subsets in PR onset and progression has been challenging. Here, we aimed to investigate the heterogeneity of microglia associated with neovascularization and to characterize the transcriptional profiles and metabolic pathways of proangiogenic microglia in a mouse model of oxygen-induced PR (OIR). Using transcriptional single-cell sorting, we comprehensively mapped all microglia populations in retinas of room air (RA) and OIR mice. We have unveiled several unique types of PR-associated microglia (PRAM) and identified markers, signaling pathways, and regulons associated with these cells. Among these microglia subpopulations, we found a highly proliferative microglia subset with high self-renewal capacity and a hypermetabolic microglia subset that expresses high levels of activating microglia markers, glycolytic enzymes, and proangiogenic *Igf1*. IHC staining shows that these PRAM were spatially located within or around neovascular tufts. These unique types of microglia have the potential to promote retinal angiogenesis, which may have important implications for future treatment of PR and other pathological ocular angiogenesis–related diseases.

## Introduction

Proliferative retinopathies (PRs), which are primarily characterized as pathological retinal angiogenesis, are the leading cause of irreversible blindness in individuals of all age groups, including retinopathy of prematurity (ROP) in childhood, proliferative diabetic retinopathy (PDR) in middle-age adults, and age-related macular degeneration in the elderly (1–3). Accumulating evidence implicates mononuclear phagocytes (MPs), such as microglia, infiltrated monocytes, and monocyte-derived macrophages, in the regulation of pathological ocular neovascularization (4–7). Among the MPs, microglia are the resident myeloid cells of the CNS, encompassing both brain and retina (8–11). Although the CNS is thought to be immune privileged, it possesses unique capabilities due to the presence of resident microglia and their interplay with infiltrated monocytes and other cell types (12, 13). As the primary and unique immune cell population in the CNS, microglia function as key effectors and regulators of the microenvironment in the CNS (14). In response to a disruption of retinal homeostasis caused by various physiological and pathological factors such as injury, hypoxia, neuroinflammation degeneration, and/or aging, microglia undergo several specific activation processes (15, 16). These include rapid cell division, proliferation, and migration to pathologic sites; endocytosis and phagocytosis of cellular debris; and the generation of cytokines/chemokines or proangiogenic factors that stimulate other retinal cells in their vicinity, thereby promoting pathological retinal neovascularization (RNV) (17, 18). Indeed, we recently identified a metabolic link between microglia/macrophage activation and the stimulation of adjacent endothelial cells in the retinal angiogenic niche (19), emphasizing the critical role of this cell population in PRs.

The state of microglia (either resting or activated) is recognized as a hallmark of health and disease. Numerous studies have demonstrated that myeloid cells, particularly microglia, contribute to the onset and progression of RNV (20, 21). However, those studies relied on analysis of bulk cell populations associated with pathological RNV based on a subset of specific surface markers. Consequently, the heterogeneity, complexity, and diversity of the activated state and the niche specificity of MPs reacting to environmental changes in PRs remain undefined.

In this regard, single-cell genomics has enabled a more detailed and unbiased characterization of diverse immune cell populations at different states in vivo (8, 22, 23). Thus, comprehensive transcriptomic analysis using single-cell RNA-Seq (scRNA-Seq) has become a powerful and efficient tool to systematically define microglial heterogeneity in disease. Here, we combined scRNA-Seq analysis with IHC, genetic perturbation, and ex vivo functional analysis to comprehensively profile microglia populations in pathological RNV. In a mouse model of oxygen-induced retinopathy (OIR), we identified several unique PR-associated microglia (PRAM) subtypes. Further analysis unraveled the spatial location of PRAM adjacent to pathological neovascularization tufts. We elucidated detailed gene signatures, signaling pathways, transcription factor regulons, transcriptional dynamics, and metabolic characteristics in PRAM. Collectively, our study provides a comprehensive perspective that defines the contributions of retinal microglia to PR at the single-cell level.

## Results

### scRNA-Seq analysis of single cells isolated from retinas of OIR and room air (RA) control mice.

Recent studies have highlighted the critical role of immune cells, including microglia, monocytes, and macrophages, in the development of PRs (5, 6). Nonetheless, the transcriptomic and signaling heterogeneity of immune cells associated with disease progression remains poorly defined. Taking an unbiased approach, we therefore set out to better define the heterogeneity of microglia and other retinal myeloid cells in the pathogenesis of PRs. To this end, we used the 10X Genomics platform to perform scRNA-Seq on MPs from the mouse retina of OIR pups at P17 (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.160940DS1). The mouse OIR retina is a well-accepted model for studying the pathological retinal angiogenesis that occurs in infants with ROP and in adults with PDR (24–26). In OIR, neonatal mice are exposed to 75% oxygen from P7 to P12, followed by exposure to RA from P12 to P17, during which mice develop a maximal neovascular response (Supplemental Figure 1B). A previous study has shown that there is a drastic increase (~170%) in the number of CD11b^+^ (a pan-myeloid cell marker) and F4/80^+^ (a marker for macrophage/microglia) cells during maximal neovascularization at P17 in the OIR retina as compared with the control retina exposed to RA only (6). Consistent with previous reports, IHC staining for F4/80 demonstrated a marked increase in the number of F4/80^+^ cells in OIR retinas at P17 (in areas of neovascularization) as compared with non-OIR control (RA) retinas (Supplemental Figure 1C).

Retinas from RA and OIR mice were dissociated, and all live cells expressing both CD11b and F4/80, which include microglia, monocytes, and macrophages, were collected using FACS for subsequent scRNA-Seq (Supplemental Figure 1D). Post hoc analysis of the collected cells showed a significant increase in the number of CD11b^+^F4/80^+^ cells during OIR (Supplemental Figure 1, D and E), consistent with the results of IHC staining of OIR retinas in vivo (Supplemental Figure 1C). scRNA-Seq libraries of CD11b^+^F4/80^+^ cells were prepared using the 10X Genomics platform and sequenced to an average sequencing depth of 89,257 raw reads per cell. Data from a total of 2,708 cells, including 1,449 cells from 16 RA retinas and 1,259 cells from 16 OIR retinas at P17, were obtained. 

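The authors deposited 1 count matrix per condition, each from retinas of pups at P17 pooled before sorting. The RA matrix held 12810892 UMIs, with a median of 8607 UMIs (range 500 to 75868) and 2645 genes per cell. The OIR matrix held 9835402 UMIs, with a median of 5254 UMIs (range 501 to 79812) and 1921 genes per cell. The sample labels give 80000 reads per cell, below the depth the paper states, and 2000 cells aimed for. Cells with over 20% mitochondrial UMIs (125 RA, 55 OIR) were left out, as were the 2% of cells with the most genes in each library (29 RA, 26 OIR). These filters kept 1295 RA cells with a median of 9064 UMIs and 1178 OIR cells with a median of 5416 UMIs. Scrublet called doublets in 0.276% of RA cells and 0.159% of OIR cells. Since each condition has 1 pooled library, cells are not replicates and no test between conditions was made. The 95% intervals in parentheses cover counting error alone, not differences between mice, litters or library preparations. For levels and ratios each UMI is taken as independent, so differences between cells are not covered either. Levels are UMIs summed over the cells of a group, scaled to the total UMIs of that group (CPM), and ratios are log2.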

We used graph-based clustering to identify the major subpopulations of cells within the combined RA and OIR single-cell data set, where the relative position of each point reflects the genetic similarity of the cell to others in the population. The majority of cells were found to be CD45^+^ myeloid cells, including microglia, monocytes, and macrophages, while a minority of cells were photoreceptor cells and other cell types (Supplemental Figure 2).

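Clustering of the 2473 kept cells gave 11 clusters, and a cluster was taken as CD45 positive when at least 25% of its cells held a Ptprc UMI (the narrower set). The CD45-positive clusters held 1640 cells, or 66.3% (64.4% to 68.2%), with 69.1% (66.5% to 71.6%) of RA cells and 63.2% (60.4% to 66.0%) of OIR cells. Rods made up 14.7% of RA cells and 13.1% of OIR cells, cones 8.26% and 6.28%, and endothelial cells or pericytes 1.31% and 1.36%. The remaining cells outside the CD45-positive clusters were 17 cells led by haemoglobin genes and a cluster of 257 cells just under the limit. In that cluster 23.0% of cells held a Ptprc UMI, yet 92.2% held a C1qa UMI, and the median depth was 2624 UMIs. It held 5.71% (4.51% to 7.12%) of RA cells and 15.5% (13.5% to 17.7%) of OIR cells. For this reason a wider set with a Ptprc limit of 10% was added after seeing the data, which took in 1897 cells, 74.8% of RA cells and 78.8% of OIR cells. Among the alternatives, keeping only cells with at least 2000 UMIs moved the share of CD45-positive cells most, to 86.2%.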

### Identification of myeloid subpopulations in retinas.

To investigate the transcriptomic heterogeneity of retinal myeloid cells, we filtered out the CD45^–^ cells and performed further analysis on the myeloid cell populations. 

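The 1640 CD45-positive cells were integrated and clustered again on 2963 of 3000 anchor genes, because the genes named in the conclusions were left out. Genes that vary along with them stayed in, so clusters could still be drawn along the same programs. A resolution of 0.8 gave 11 clusters of 17 to 335 cells. The wider set of 1897 cells gave 11 clusters of 57 to 602 cells at a resolution of 0.7. Each library contributed cells to every cluster of both sets. Without integration the clusters resembling resting microglia held 525 RA cells and 0 of 816 OIR cells (at most 0.451%), while the macrophage-like cluster held 74 RA and 91 OIR cells and the monocyte-like cluster 53 and 88.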

The t-distributed stochastic neighbor embedding (tSNE) plots revealed RA and OIR myeloid cells (Figure 1A) and displayed 11 transcriptionally distinct clusters (Figure 1, A–C) after data integration and removal of batch effects. Through analysis of differential gene expression, we generated a list of marker genes (Supplemental Tables 1 and 2) for each cluster. Expression of these genes uniquely or in different combinations signified individual cluster identities (Figure 1, C and D). Based on the list of marker genes for each cluster (Supplemental Tables 1 and 2) and known markers for microglia, monocytes, and macrophages, we annotated the 11 clusters into distinct cell types or states. This included 9 microglia clusters, 1 macrophage cluster, and 1 monocyte cluster (Figure 1, B and C, and Supplemental Figure 3).

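Clusters were named from the marker genes in Supplemental Tables 1 and 2, apart from the genes reported here, by a score fixed after seeing the data, and a name such as cluster 9-like marks the best match. The CD45-positive cells gave 9 clusters of microglia (774 RA and 566 OIR cells), 1 macrophage-like cluster of 160 cells and 1 monocyte-like cluster of 140 cells. Among the microglia were 1 cluster each resembling clusters 0, 2 and 7, and 2 clusters resembling cluster 5. Of the remaining microglial clusters 3 had no match and 1 of 61 cells was led by rod genes. No cluster resembling cluster 1 appeared. Clusters resembling clusters 3, 8, 9 and 10 appeared in the wider set and not in the narrower set, with 200, 57, 65 and 58 cells, so their values come from that set, whose limit was chosen after seeing the data. The cluster 3-like cells were named by the median of the list alone (0.95), with 0 of its genes among their top 10, so this match is weak. That list includes the glycolytic gene Gpi1, so raised glycolytic genes in this class are in part built in by its naming. Stress genes (Rrad, Ddit3, Sertad1) led the cluster 0-like cells, Egr3 and Tnf the cluster 2-like cells, lens crystallin and glycolytic genes the cluster 3-like cells, and Gclm, Prdx1 and Hmox1 the cluster 9-like cells. In the cluster 3-, 9- and 10-like cells, median depth was 2466, 2733 and 2488.5 UMIs, against 9967.5 UMIs in the resting-like cells. Malat1, a nuclear transcript, reached 2.77%, 0.243% and 0.871% of its resting-like level in the OIR cells of these 3 clusters.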

All cells in the myeloid cell subset expressed the myeloid cell lineage markers *Ptprc* (CD45), *Itgam* (CD11b), and *Adgre1* (F40/80) (Figure 2A). 

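A Ptprc UMI was found in 87.1% (85.4% to 88.7%) of the 1640 CD45-positive cells, an Itgam UMI in 87.6% and an Adgre1 UMI in 80.5%. The median depth of these cells was 9967.5 UMIs, against 1259 UMIs in the 345 rods, where the shares were 0.580%, 0.290% and 0%, the last being 0 of 345 cells. With every cell thinned to 3200 UMIs, which left out 41 RA and 118 OIR cells as too shallow, the shares were 66.2%, 71.7% and 54.4% of 1481 cells. Summed levels were 387 CPM for Ptprc, 455 CPM for Itgam and 283 CPM for Adgre1. Thinning moved the Ptprc share most, and in the wider set it was 78.4%.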

Projection of cells using tSNE plots separated the monocyte and macrophage groups from the microglia subpopulations (Figure 1B), while the latter contained different subsets of resting and activated microglia. 

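Levels of P2ry12, Tmem119, Siglech and Serinc3 were summed by cluster in the wider set. In RA cells they came to 4485 CPM in the cluster 0-like, 4249 CPM in the cluster 2-like and 5576 CPM in the cluster 7-like microglia. In OIR cells they came to 3275, 3162 and 4180 CPM, against 308 CPM in the cluster 9-like microglia and 356 CPM in rods. OIR cells made up 28.1% (23.8% to 32.8%) of the cluster 0-like cells, 37.2% (33.3% to 41.2%) of the cluster 2-like cells and 28.4% (18.5% to 40.1%) of the cluster 7-like cells. When anchor genes differing over 2-fold between the libraries were left out, OIR cells made up 30.8% and 42.0% of the cluster 0- and 2-like cells, and no cluster 7-like cluster appeared. Within all microglia the 4 genes were lower in OIR than in RA, with ratios of -0.81 for P2ry12, -0.52 for Tmem119, -0.98 for Siglech and -0.45 for Serinc3.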

Cells in 4 clusters (0, 1, 2 and 7), mostly from control RA retina (Figure 1, A–C), expressed high levels of resting microglia markers (i.e., homeostatic genes), such as *P2ry12*, *Tmem119*, *Siglech*, and *Serinc3* (11, 22) (Figure 2B). Cells in clusters 5, 9, and 10, which primarily appeared in the OIR retinas, expressed high levels of microglial activation markers, such as *Lpl*, *Cst7*, *Spp1*, and *Cstb* (8, 22) (Figure 2C). 

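Lpl, Cst7, Spp1 and Cstb were compared within the OIR library between each activated-like cluster of the wider set and the resting-like clusters. Their median ratio was 2.35 (2.16 to 2.54) in the 58 cluster 9-like cells, 0.21 (-0.32 to 0.62) in the 42 cluster 10-like cells and 0.18 (0.03 to 0.30) in the 108 cluster 5-like cells. The cluster 5-like value changed most without integration, to -0.42, where only 17 OIR cells were resting-like. It was below 0 in 8 alternatives. By gene, cluster 9-like cells had ratios of 3.90 for Spp1, 2.65 for Cstb, 2.05 for Lpl and 1.62 for Cst7. Spp1 was found in 31.0% of the cluster 9-like OIR cells at a mean of 3294 CPM, and in the monocyte-like OIR cells it reached 2705 CPM.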

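For the same comparison of Lpl, Cst7, Spp1 and Cstb within the OIR library, the median ratio over resting-like microglia was 1.25 (0.98 to 1.49) in the 137 cluster 3-like cells. It was 2.02 (1.84 to 2.17) in the 37 cluster 8-like cells. With doublets left out it was -1.03, but in a redrawn cluster that held 0.756% of OIR cells against 3.99%. Summed levels were 1903 CPM in the cluster 3-like cells, 2891 CPM in the cluster 8-like cells, 5364 CPM in the cluster 9-like cells and 701 CPM in the resting-like cells. Lens crystallin UMIs in the cluster 3-like cells came mostly from 10 of its 200 cells, which held 98.3% of them.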

Two clusters (3 and 8; Figure 1, A and B) contained intermediate levels of microglial activation markers (Figure 2C), consistent with an intermediate state between resting and activated microglia. 

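In the wider set H2-Aa reached 588 CPM in the macrophage-like cells and 1591 CPM in the monocyte-like cells, and H2-Ab1 reached 539 and 1474 CPM. Few cells carried these transcripts: 12.6% of the macrophage-like and 17.6% of the monocyte-like cells held an H2-Aa UMI, against 0.290% of rods. Across all microglia H2-Aa was 25.0 CPM. Ccr2 was 14.2 CPM in the macrophage-like cells and 318 CPM in the monocyte-like cells, where 54.2% of cells held a UMI (37.5% after thinning). Ly6c2 had 0 UMIs among the 2610336 UMIs of the macrophage-like cells and reached 150 CPM in the monocyte-like cells. Median depth was 12460.5 UMIs in the macrophage-like cells and 8625 UMIs in the monocyte-like cells.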

Markers of monocyte-derived macrophages, such as *H2-Aa* and *H2-Ab1* (11, 22), were mainly expressed in cells of cluster 4 (Supplemental Figure 3), while monocyte markers such as *Ccr2* (22) and *Ly6c2* (11) were expressed by cells in cluster 6 (Figure 2D).

### Identification of hyperglycolytic microglia associated with retinopathy.

Our next goal was to further characterize the 9 microglial clusters. RA and OIR conditions did not cause a great difference in the numbers of macrophages and monocytes in clusters 4 and 6 (Figure 1, A–C). In contrast, OIR remarkably distinguished the microglia in clusters 3, 5, 9, and 10 (Figure 1, A–C), and we defined the cells in these clusters as PRAM. 

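The macrophage-like cluster held 69 of 895 RA cells, or 7.71% (6.05% to 9.66%), and 91 of 745 OIR cells, or 12.2% (9.95% to 14.8%). The monocyte-like cluster held 52 RA cells, or 5.81% (4.37% to 7.55%), and 88 OIR cells, or 11.8% (9.58% to 14.3%). Without anchor genes differing over 2-fold between the libraries, the shares were 7.82% and 13.0% for macrophage-like cells and 5.81% and 11.1% for monocyte-like cells. Of the alternatives, leaving out doublets moved the monocyte-like OIR share most, to 9.25%. In the wider set the shares were 7.84% and 10.6%, and 5.37% and 9.70%.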

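In the wider set, whose limit was chosen after seeing the data, the cluster 3-, 5-, 9- and 10-like microglia together held 101 of 969 RA cells, or 10.4% (8.57% to 12.5%), and 345 of 928 OIR cells, or 37.2% (34.1% to 40.4%). OIR cells made up 77.4% (73.2% to 81.2%) of them. By cluster, the shares in RA and OIR were 6.50% and 14.8% for cluster 3-like, 1.65% and 4.53% for cluster 10-like, and 0.722% (0.291% to 1.48%) and 6.25% (4.78% to 8.00%) for cluster 9-like cells. With 7 RA and 58 OIR cells, the cluster 9-like cluster is mostly 1 library, so its larger OIR share and a feature of that library are not separated. The profile was not confined to OIR, since the 7 RA cells also had raised glycolytic genes and Igf1 (given below). They were grouped with the OIR cells by likeness, so this does not settle what the cells are. The cluster 5-like cells of the narrower set held 3.58% (2.46% to 5.01%) of RA cells and 22.0% (19.1% to 25.2%) of OIR cells, or 1.55% and 11.6% in the wider set. Without anchor genes differing over 2-fold between the libraries, the 4 clusters together held 10.4% and 35.2%, the cluster 9-like cluster 3.30% and 10.8%, and no cluster 3-like cluster appeared. Skipping integration moved the OIR share of cluster 9-like cells most, to 22.2%, and dropping the filter on the number of genes moved the RA share most, to 7.33%. The paper groups these clusters as PRAM because their cells come mainly from OIR retinas.

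**Figure D1:**
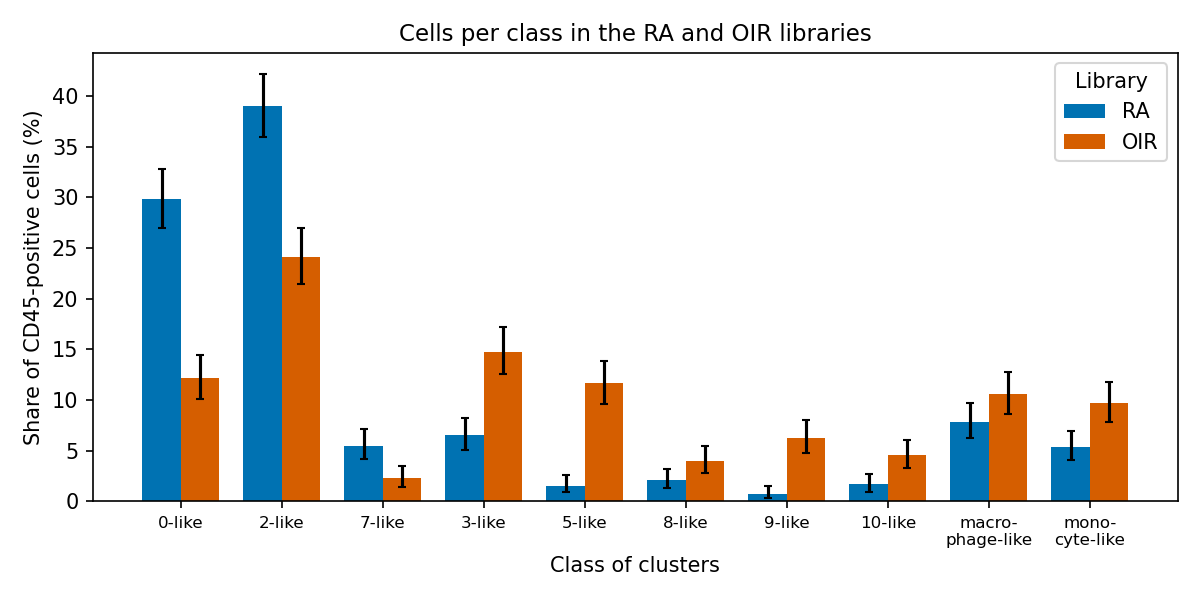
Share of the RA and the OIR CD45-positive cells in each cluster of the wider set (Ptprc limit of 10%, chosen after seeing the data), with 95% binomial intervals that cover counting error alone.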

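Pgam1, Pkm, Gapdh, Aldoa, Tpi1, Eno1, Ldha and Pgk1 were compared between 566 OIR and 774 RA microglia. All 8 genes were higher in OIR, with a median ratio of 1.77 (1.72 to 1.82) and ratios from 1.25 for Aldoa to 2.19 for Pgk1. The median over the 3244 genes compared was 0.09, and no draw of 10000 lists of genes of like level had a higher median. One microglial cluster was led by rod genes, and with it left out the median was 1.65. Cluster by cluster, the median ran from 1.34 to 1.95. The wider set moved the value most, to 2.00. The difference was not confined to microglia: the median of OIR over RA was 1.52 (1.42 to 1.69) in macrophage-like cells, 1.25 (1.15 to 1.38) in monocyte-like cells and 0.70 (0.62 to 0.82) in rods.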

A comparison of the expression profiles and key marker genes of myeloid cells in RA retinas to those in OIR retinas demonstrated significant upregulation of glycolytic molecules, including *Pgam1*, *Pkm*, *Gapdh*, *Aldoa*, *Tpi1*, *Eno1*, and *Ldha* in OIR groups (Figure 3A). The increased expression of glycolytic genes was even more prominent when comparing cells of clusters 0, 1, and 2 (the major resting clusters) with cells of cluster 9 (the most activated cluster from the OIR retinas) (Figure 3B). Furthermore, pathway enrichment analysis of upregulated genes in OIR microglia compared with RA microglia, and in cluster 9 compared with clusters 0, 1, 2 of OIR microglia using 3 well-annotated databases, revealed significant involvement of genes in pathways of glycolysis, HIF-1 signaling, and MYC targets, lending further support to a hyper-glycolytic phenotype in subsets of OIR microglia (Figure 3C).

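Within the OIR library, the 58 cluster 9-like cells of the wider set had a median ratio of 2.28 (2.16 to 2.34) over the 358 resting-like cells for the 8 glycolytic genes. The ratios ran from 1.68 for Ldha to 2.51 for Pgk1, and the median over the 2857 genes compared was -0.20. Within the RA library the median was 2.05, from 7 cluster 9-like cells. Between the libraries, cluster 9-like cells were higher in OIR by a median of 1.65. Taking as cells only those with a Ptprc UMI moved the value most, to 1.30. The OIR cluster 9-like cells had a median of 2430.5 UMIs, against 8633 UMIs in the resting-like cells, and held 4 Malat1 UMIs in total, or 17.9 CPM against 7346 CPM. Among genes with at least 3 UMIs in both groups and 50 CPM in at least 1, those with the largest ratios were Hbb-bs (6.97), Mmp12 (6.59), Uchl1 (6.54), Adam8 (5.88) and Lgals3 (4.92), and those with the lowest were Malat1 (-8.68), Il1b (-7.06), Cd83 (-5.92), Rcan1 (-5.90) and Cxcl2 (-5.67).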

The scRNA-Seq data reveal a gradual increase in the expression of critical genes involved in the glycolysis pathway from resting clusters 0, 1, 2, and 7 to OIR intermediate activated microglia (clusters 3, 5, 8, and 10) and OIR most-activated microglia (cluster 9) populations (Figure 3D and Supplemental Figure 4). 

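Summed over the 8 glycolytic genes in OIR cells, levels were 4758 CPM in the cluster 0-like, 5186 CPM in the cluster 2-like and 5491 CPM in the cluster 7-like microglia. They were 4862 CPM in the cluster 10-like, 6474 CPM in the cluster 5-like, 13295 CPM in the cluster 3-like and 13451 CPM in the cluster 8-like cells. As median ratios over the resting-like cells, these were -0.05 (-0.37 to 0.13) for cluster 10-like, 0.37 (0.29 to 0.46) for cluster 5-like, 1.40 (1.34 to 1.47) for cluster 3-like and 1.51 (1.43 to 1.59) for cluster 8-like cells. The cluster 8-like value moved most, to -0.46, when doublets were left out, in a redrawn cluster that held 0.756% of OIR cells. In RA cells the same 4 clusters had 2823, 2466, 2743 and 3184 CPM, and the resting-like clusters 1574 to 1830 CPM.

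**Figure D2:**
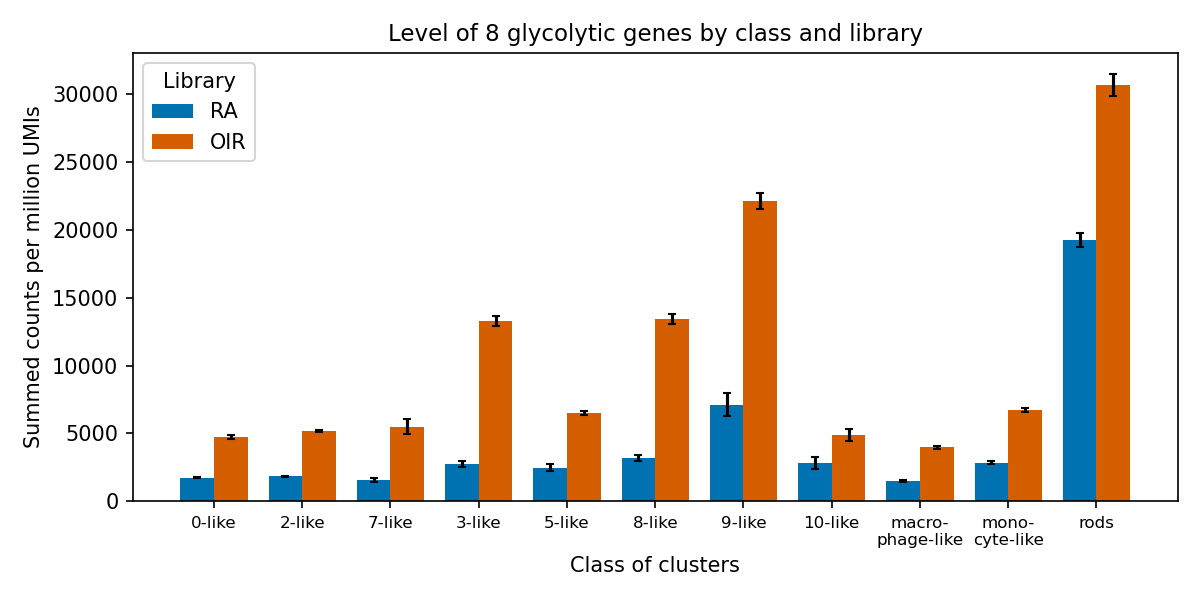
Summed level of 8 glycolytic genes in RA and OIR cells of each cluster of the wider set, and in rods, with 95% Poisson intervals that cover counting error alone.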

The increased expression of glycolytic molecules was verified by quantitative PCR (qPCR) in CD11b^+^ cells isolated from OIR retinas (Figure 3E). Of note, the difference in glycolytic gene expression was remarkable among microglia of different OIR clusters. OIR microglia of cluster 9 expressed the highest levels of glycolytic genes among the OIR microglial clusters (Supplemental Figure 4), suggesting that cluster 9 may represent a unique population that is highly enriched with hyperglycolytic microglia.

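The cluster 9-like cells had the highest level of the microglial clusters in both libraries, 22135 CPM in OIR and 7099 CPM in RA. Rods, which are not myeloid, had 30696 and 19247 CPM. Compared with all other OIR microglia, the median ratio of the 8 genes in cluster 9-like cells was 1.83. A Pkm UMI was found in 98.3% of the cluster 9-like OIR cells, before thinning and without a background share, so this share does not exclude free RNA. From the level of cluster 9 among the OIR microglial clusters, the paper proposes that this cluster is enriched in hyperglycolytic microglia.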

We next performed a gene regulation network analysis using the single-cell regulatory network inference and clustering (SCENIC) package (27, 28). This analysis revealed differential expression of various transcription-factor networks in the microglia of different subpopulations (Supplemental Figure 5). Since almost all enzymes of the glycolytic cascade are regulated by HIF-1 (29), the principal regulator of the transcriptional response to hypoxia, as well as by MYC (30), a vital regulator of metabolic reprogramming in both normal cells and cancer cells (31), we hypothesized that HIF-1 and MYC might mediate the upregulation of glycolytic genes in OIR microglia. Indeed, we found that regulons driven by both HIF-1 and MYC transcription factors were upregulated in OIR microglia, especially in cluster 9 (Figure 3, F and G). In addition, we performed pathway enrichment analysis at the single-cell level and used the pathway activity score to perform cluster analysis. 

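Of the transcripts for the 2 factors, Hif1a had a ratio of -0.03 (-0.19 to 0.12) and Myc a ratio of 1.22 (0.83 to 1.62) between OIR and RA microglia. In the cluster 9-like cells over resting-like cells within OIR, Hif1a was lower, at -1.37 (-2.45 to -0.48). Myc had 1 UMI in the cluster 9-like cells, a ratio of -2.49 (-7.81 to 0.03). Regulon activity was not analysed here.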

Metabolic pathway analysis revealed that cluster 9 microglia showed increased metabolism of fatty acids, amino acids, glutathione, and oxidative phosphorylation (OXPHOS), in addition to glycolysis (Supplemental Figure 6), indicating that other regulatory mechanisms beyond HIF-1– and MYC-mediated glycolysis might be involved in the activation of multiple metabolic pathways in cluster 9 cells.

### Identification of a highly proliferative microglia subpopulation associated with retinopathy.

We and others have consistently shown a dramatic increase in the number of macrophages/microglia near neovascular tufts (NV tufts) during OIR (6) (Supplemental Figure 1C). Thus, we searched for highly proliferative subpopulations of microglia in OIR groups. 

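In OIR cells the 6 genes Mki67, Cdk1, Pclaf, Ube2c, Cdkn2c and Pcna were compared between the 164 cluster 5-like and the 208 resting-like cells. Their median ratio was 5.26 (4.89 to 5.71), from 2.21 for Pcna to 9.37 for Pclaf. The class was named by other cell cycle genes, so a high median follows in part from how it was made. The Pclaf value rests on few resting-like UMIs, and in the wider set, with 7 of them, it was 7.56 (6.50 to 8.88). In RA cells the median of the 6 genes was 6.57 (5.84 to 7.08), from 32 cluster 5-like cells. The OIR median moved most, to 3.20, without anchor genes differing over 2-fold between the libraries, and was 5.33 in the wider set. Among genes with at least 3 UMIs in both groups and 50 CPM in at least 1, the largest ratios were those of Top2a (8.36), Pf4 (7.93), Birc5 (7.53), Ccnb1 (6.74) and Ms4a7 (6.66), of which Top2a, Birc5, Pf4 and Ms4a7 are also marker genes used for naming clusters. Among the lowest were Fam214b (-1.97), Slc25a36 (-1.87), Lncpint (-1.84) and Mafk (-1.81). Across all microglia the 6 genes were higher in OIR than in RA by a median of 3.15 (2.96 to 3.36), with more cluster 5-like cells in OIR.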

When we compared cells of the resting microglia in clusters 0, 1, and 2 to active microglia in cluster 5, we found that proliferation-related genes were among the most highly upregulated genes in cluster 5 and primarily appeared in the OIR retina (Figure 4A). Pathway enrichment analysis of upregulated genes in cluster 5 cells compared with resting microglia (clusters 0, 1, and 2) revealed significant involvement in DNA replication and cell cycle control–related pathways (Figure 4, B and C). These upregulated genes, such as *Mki67*, *Cdk1*, *Pclaf*, *Ube2c*, *Cdhn2c*, and *Pcna*, were uniquely expressed at a high level in cluster 5 but not in any other clusters (Figure 4D). 

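Over both libraries of the wider set, Mki67 reached 769 CPM in the cluster 5-like cells, where 69.1% of cells held a UMI (56.1% after thinning to 2100 UMIs). It was 52.1 CPM in the macrophage-like cells, 36.7 CPM in the monocyte-like cells and 23.7 CPM in the cluster 10-like cells. The 6 genes together reached 2661 CPM in the OIR cluster 5-like cells, 612 CPM in the cluster 10-like cells, 297 CPM in the cluster 3-like cells and 283 CPM in the macrophage-like cells. In the resting-like OIR cells they came to 123 CPM.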

Pathway analysis at the single-cell level showed similar results (Supplemental Figure 6). In addition, cell cycle analysis of the scRNA-Seq data demonstrated that almost all cells of cluster 5 are in the G2M phase (Figure 4E), supporting the notion that cluster 5 is a subpopulation of highly proliferative OIR microglia. 

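Phases were assigned with the 97 cell cycle genes of Seurat, of which 42 S and 52 G2M genes were found. The cluster 5-like class was itself named by cell cycle genes, so a large share outside G1 is in part built in. Of the 196 cluster 5-like cells, 50.0% (42.8% to 57.2%) were in G2M, 38.8% in S and 11.2% in G1. By library, 53.7% (45.7% to 61.5%) of OIR and 31.2% (16.1% to 50.0%) of RA cells were in G2M. After thinning, which left out 14 RA and 74 OIR cells, G2M held 53.7% of 108 cells. Of the 700 resting-like cells 3.86% were in G2M, and 10.6% after thinning. In the wider set 74.8% (66.2% to 82.2%) of 123 cluster 5-like cells were in G2M and 0 in G1 (at most 2.95%). The share moved most without integration, to 83.5%, and was lowest, 36.3%, with at least 2000 UMIs per cell. The paper reads the marker genes and the phases together and proposes that cluster 5 is a highly proliferative subpopulation of OIR microglia.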

In line with the pathway enrichment analysis, cell growth and metabolism-related regulons such as E2f1 (32), Ezh2 (33), and Tfdp1 were upregulated in activated microglia of cluster 5 of OIR retinas (Figure 4F and Supplemental Figure 5). Furthermore, in accordance with recent findings in tumor-associated T cells that genes regulating chromatin modification are coexpressed in proliferative subpopulations of T cells (34), we also observed that gene signatures associated with chromatin modification (i.e., *Ezh2*, *Hdac2*, *Hdac3*, *Hat1*, and *Hdac1*) were predominantly detected in cells of cluster 5 (Figure 4G), suggesting that chromatin modification–mediated epigenetic regulatory mechanisms might underlie the upregulation of proliferative markers and cell cycle–related genes during PR.

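Ezh2, Hdac2, Hdac3, Hat1 and Hdac1 had a median ratio of 1.06 (0.69 to 1.51) in the cluster 5-like cells over resting-like cells within OIR. By gene, Ezh2 had 2.83 (2.33 to 3.35), Hat1 1.90 (1.53 to 2.29), Hdac2 1.06 (0.59 to 1.53), Hdac3 0.67 (0.17 to 1.18) and Hdac1 0.37 (0.01 to 0.72). Within RA the median was 0.58 (-0.31 to 1.33). Leaving out anchor genes differing over 2-fold between the libraries moved the OIR value most, to 0.63.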

### Inflammatory status of various microglia populations.

We and others have previously demonstrated the upregulation of inflammatory cytokines in the OIR model. However, scRNA-Seq analysis revealed significant heterogeneity in the expression levels of primary inflammatory cytokines (Figure 5A) in both resting and activated microglia. For instance, among 4 populations of resting microglia, microglia of cluster 2 appeared to express relatively high mRNA levels of *Il1b*, *Tnf*, *Ccl2*, and *Ccrl2*, compared with cells of clusters 0, 1, and 7 (Figure 5A). Similarly, compared with activated OIR microglia in clusters 3, 5, 9, and 10, OIR microglia in cluster 8 produced a significant amount of *Il1b*, *Tnf*, *Ccl2*, and *Ccrl2* mRNA (Figure 5A). 

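Within OIR, the cluster 2-like cells had ratios over the other resting-like cells of 1.77 for Il1b, 1.76 for Tnf, 0.63 for Ccl2 and 2.12 for Ccrl2. Within RA the ratios were 2.29, 1.97, 1.58 and 2.43. In the wider set they were smaller, at 1.34, 0.88, 0.13 (0.06 to 0.21) and 1.46 within OIR. Summed levels of the 4 genes in the wider set were 9620 CPM in the OIR cluster 2-like cells, 5508 CPM in the cluster 0-like cells and 3945 CPM in the cluster 7-like cells. In RA they were 6670, 2312 and 2494 CPM.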

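Among the cells of the wider set, the 37 OIR cluster 8-like cells had ratios over the other activated-like OIR cells of 1.13 (1.03 to 1.23) for Il1b, 1.12 (1.02 to 1.21) for Tnf, -0.52 (-0.63 to -0.41) for Ccl2 and 1.16 (1.02 to 1.30) for Ccrl2. The UMIs of those other cells were summed, and the cluster 5-like cells supplied most of them. Over the resting-like cells their median ratio was 0.37 (0.29 to 0.42), with Ccl2 at -0.30. This median moved most without integration, to -0.18, where only 17 OIR cells were resting-like. The 4 genes together came to 9586 CPM in the OIR cluster 8-like cells and 9529 CPM in the OIR cluster 5-like cells.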

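Between 208 OIR and 492 RA resting-like cells, the ratios were 0.52 (0.46 to 0.57) for Il1b, 0.78 (0.72 to 0.83) for Tnf, 1.15 (1.10 to 1.20) for Ccl2 and 0.87 (0.80 to 0.95) for Ccrl2, with a median of 0.82 (0.77 to 0.87). Taking only cells with a Ptprc UMI moved the median most, to 0.67. With 1 library per condition, these intervals do not cover differences between mice or between preparations of the tissue.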

When we divided each RA and OIR microglia into 2 groups and performed the statistical analysis, we found that the resting microglia populations of OIR microglia in clusters 0, 1, 2, and 7 expressed statistically higher levels of *Il1b*, *Tnf*, *Ccl2*, and *Ccrl2* than RA resting microglia in clusters 0, 1, 2, and 7 — the major populations of both RA and OIR microglia (Figure 5B). 

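Within OIR, activated-like over resting-like cells had ratios of -0.40 for Il1b, -0.45 for Tnf, 0.36 (0.30 to 0.42) for Ccl2 and -0.54 for Ccrl2, with a median of -0.42 (-0.47 to -0.37). Within RA the ratios were -1.08, -1.42, 0.39 (0.23 to 0.53) and -1.63, with a median of -1.25 (-1.41 to -1.09). In the narrower set activated-like means the cluster 5-like cells alone. In the wider set, which adds the cluster 3-, 8-, 9- and 10-like cells, the median was -0.44 within OIR, with Ccl2 at 0.14, and -0.66 within RA, with Ccl2 at -0.51. The OIR median moved most, to -1.44, as a mean over cells of the value per 10000, in which cells of low depth weigh as much as the others.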

Activated microglia in both OIR and RA retinas displayed reduced expression of *Il1b*, *Tnf*, *Ccl2*, and *Ccrl2* compared with OIR and RA resting microglia, respectively (Figure 5B). 

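Tnf and Ccrl2 were compared between 382 OIR and 121 RA activated-like cells of the wider set, with ratios of 0.88 (0.77 to 1.00) and 1.11 (0.93 to 1.29). Il1b had a ratio of 0.89 and Ccl2 of 1.62. In the narrower set, with 164 OIR and 32 RA cells, the 4 ratios were 1.74, 1.96, 1.21 and 1.12 in the same order.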

There was no significant difference in the expression of *Tnf* and *Ccrl2* between activated OIR and RA microglia. The pathway enrichment score calculated using additional genes in the cytokines and inflammatory response pathways revealed similar heterogeneity and trend (Figure 5, C and D). Furthermore, the results of pathway enrichment analysis suggested that several inflammatory pathways, such as TLR signaling, TNF signaling, NF-κB signaling, and hallmark inflammatory response pathways, were all downregulated in OIR activated microglia (cluster 3, 5, 8, 9, 10) compared with OIR resting microglia (clusters 0, 1, 2, 7) subpopulations (Figure 5E). 

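By cluster within OIR, the median ratio of Il1b, Tnf, Ccl2 and Ccrl2 over resting-like cells was -4.52 in the cluster 9-like cells, -3.28 (-3.88 to -2.89) in the cluster 10-like cells and -2.59 (-2.76 to -2.44) in the cluster 3-like cells. In the cluster 5-like cells it was -0.11 (-0.14 to -0.05). The cluster 3-, 9- and 10-like cells are also those with low Malat1, and 10 immediate-early genes fell in them alongside, by medians of -2.38, -4.68 and -2.84. The cluster 10-like cells had low inflammatory genes without raised glycolytic genes. In the cluster 8-like cells both medians were above the resting-like level, with Ccl2 below it, but each of these changed sign in at least 1 alternative. The paper sets the low inflammatory genes of activated clusters beside their glycolytic genes and proposes that metabolism is disconnected from inflammation in them.

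**Figure D3:**
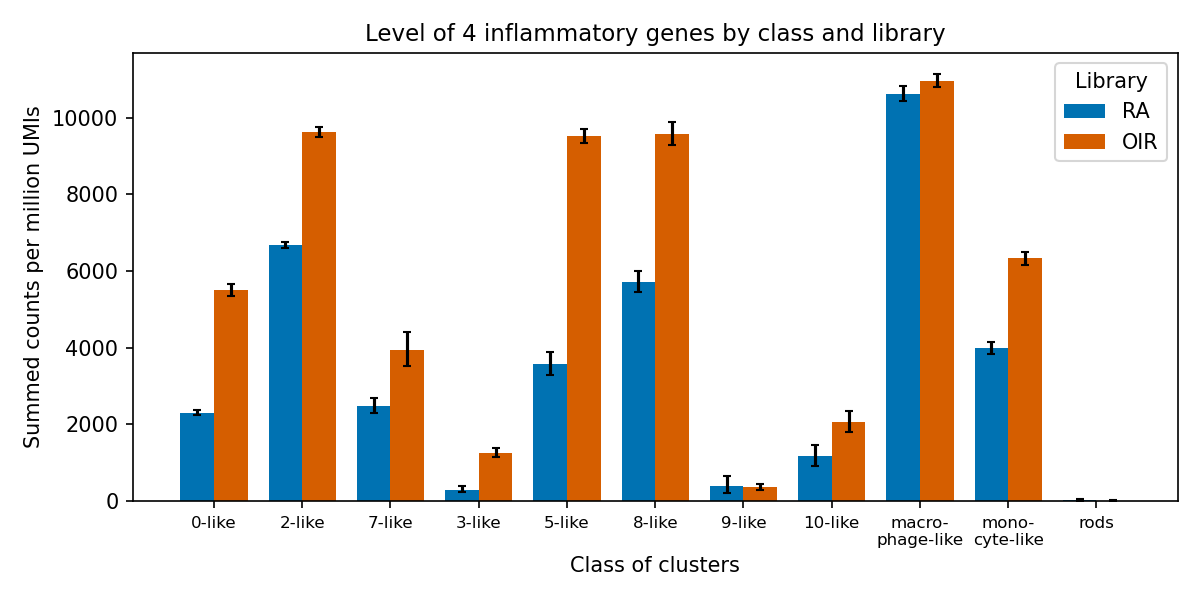
Summed level of Il1b, Tnf, Ccl2 and Ccrl2 in RA and OIR cells of each cluster of the wider set, and in rods, with 95% Poisson intervals that cover counting error alone.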

Surprisingly, these results suggest that cellular metabolism may be disconnected from the inflammatory response in cells of activated microglia clusters in OIR retinas, evidenced by low expression of genes involved in inflammation-related pathways and significant enrichment of genes involved in the cellular metabolism–related pathways, especially glycolysis (Figure 5E and Supplemental Figure 6). Consistent with this notion, a recent study showed that MYC-driven glycolysis negatively regulates proinflammatory responses in inflammatory macrophages (35). A similar effect was observed by us in inflammatory microglia. We found that knockdown of *Myc* by siRNA transfection led to significant upregulation of inflammatory factors *Il1b*, *Il6*, and *Ccl2* in LPS-treated N9 microglial cells (Figure 5F).

### Unique microglia populations near pathological NV tufts.

The unique profile of gene expression in the PRAM population prompted us to examine these activated microglia populations in greater detail. To examine the spatial location of these unique microglia populations, we performed multiple immunofluorescence staining assays based on the molecular characteristics of the PRAM population using whole-mounted retina from both RA and OIR mice. We focused on markers of glycolytic and proliferating PRAM and microglial markers to locate clusters 9 and 5. Retinal staining for PKM2, together with IBa1, a classical microglial marker, showed modest expression of PKM2 in the microglia of the RA retina. In contrast, we observed prominent staining for PKM2 in IBa1^+^ microglia in the OIR retina (Figure 6A).

We next examined the distribution of IBa1^+^ and PKM2^+^ cells in OIR retinas stained for NV tufts using isolectin B4. This showed that microglia that coexpress these markers are within or in close proximity to NV tufts (Figure 6A). Similarly, when we probed for the spatial distribution of FABP5 — another PRAM-specific gene in cluster 9 — using immunofluorescence staining, we observed a dramatic upregulation of this protein on microglia near the NV tufts (Figure 6B).

We also characterized the subpopulation of proliferating cells (cluster 5) in the OIR retina identified through scRNA-Seq. Utilizing double immunofluorescence staining with a proliferation marker (Ki67) and microglia marker (F4/80 or CD11b), we confirmed the presence of mitotically active microglia in OIR tissue (Figure 6C). Ki67^+^ nuclei were localized to the pathological NV tufts, partially in microglia/macrophages, as evidenced by its colocalization with F4/80 (Figure 6D). In contrast, Ki67^+^ microglia/macrophages were barely observed in RA retinas, in agreement with the scRNA-Seq data.

### IGF1 is the major growth factor underlying the proangiogenic effects of the highly glycolytic microglia subpopulation.

Since hyperglycolytic microglia were associated with OIR, we next asked whether glycolytic reprogramming induces microglia to generate specific angiogenic factors that would facilitate pathological retinal angiogenesis. 

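Across microglia of both conditions, Tgfb1 was 372 CPM in RA and 362 CPM in OIR, a ratio of -0.04 (-0.13 to 0.04). Igf1 was 22.1 CPM in RA and 103 CPM in OIR. Vegfa was 1.74 CPM in RA (14 UMIs) and 8.21 CPM in OIR (41 UMIs), a ratio of 2.24 (1.34 to 3.23). In the macrophage-like cells Tgfb1 was 306 and 400 CPM and Igf1 102 and 210 CPM. Vegfa had 0 UMIs there in RA and 32 UMIs (23.5 CPM) in OIR, or 8.35-fold more with RA set to the floor of 3 UMIs.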

Growth factor expression profiles revealed that *Igf1* and *Tgfb1*, but not *Vegfa*, were highly expressed in retinal microglia/macrophages (Figure 7, A and B). This is consistent with a previous study showing that VEGF is barely detectable in retinal macrophages (36). 

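Igf1 in microglia had a ratio of 2.23 (1.98 to 2.48), from 178 RA and 517 OIR UMIs. An Igf1 UMI was found in 14.6% of RA and 27.0% of OIR cells, and after thinning in 6.91% and 18.0%, which left out 36 RA and 106 OIR cells. Median depths were 10344 and 8147 UMIs, and 0 of 154 OIR rods held a UMI. With the cluster led by rod genes left out the ratio was 1.98, and in the wider set 2.41. Within OIR, cluster 9-like cells had 889.5 CPM (770 to 1022), a ratio of 3.02 (2.78 to 3.26) over all other microglia, whereas cluster 8-like cells had 404 CPM and cluster 10-like cells 247 CPM. The 7 RA cluster 9-like cells had 844 CPM (578 to 1192). The cluster 9-like ratio moved most, to 0.02, with a Ptprc limit of 25% and no integration, where the matching cluster of 142 cells was larger and held other cells.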

Intriguingly, further differential gene expression analysis showed that *Igf1* expression was abundant in OIR compared with RA microglia populations, especially in cluster 9. In line with these observations, immunofluorescence staining showed increased expression of IGF1 in retinal microglia/macrophages within the NV tufts of mice with OIR (Figure 7, C and D). Furthermore, the ELISA also revealed that IGF1 secretion by retinal microglia isolated and cultured from OIR mice was increased by 1.5-fold when compared with that of the RA group (Figure 7E). 

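Counts at the 3′ end give 1 value for Pkm and do not separate its isoforms. In OIR, Pkm was 3813 CPM in the cluster 9-like cells and 751 CPM in the resting-like cells, a ratio of 2.34 (2.23 to 2.46). In rods it was 5298 CPM.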

To explore whether the increased glycolysis in cluster 9 microglia underlies the upregulation of *Igf1*, we used F4/80 antibody–conjugated magnetic beads to isolate mouse retinal microglia (MRM)/macrophages from OIR mice deficient in myeloid *Pkm2*, a key regulator of glycolytic reprogramming in macrophages (37, 38), which was enriched in cluster 9 microglia of OIR retinas. Myeloid-specific *Pkm2*-KO mice (*Pkm2*^Mye-KO^) were generated by intercrossing *Lysm*-Cre mice with *Pkm2*^fl/fl^ mice (Supplemental Figure 7A). qPCR analysis showed that the mRNA expression of both *Pkm2* and *Igf1* were markedly reduced in microglia/macrophages from *Pkm2*^Mye-KO^ OIR mice, compared with expression levels in *Pkm2*^WT^ (*Pkm2*^fl/fl^) OIR mice (Figure 7F). These data confirm the effective deletion of *Pkm2* in the microglia/macrophages of *Pkm2^Mye-KO^* mice and imply that PKM2-driven reprogrammed glycolysis in microglia/macrophages is critical for microglia/macrophage activation and subsequent upregulation of IGF1 production, thereby inducing pathological neovascularization. Indeed, by isolectin B4 staining of the retinal blood vessels, we observed a significant reduction in the area of NVs in the retinas of *Pkm2*^Mye-KO^ mice as compared with WT groups (6.72% ± 0.67% versus 12.67% ± 1.33% of total retina area; Supplemental Figure 7B), consistent with the results in our previous study obtained using WT mice of a different genetic background (19).

Functionally, we further evaluated the angiogenic effect of microglia-derived IGF1 using 2 different ex vivo models of angiogenesis. To this end, primary cultured retinal microglia were transfected with small interfering RNA (siRNA) to *Igf1* (si*Igf1*) or control siRNA (si*Ctrl*) for 48 hours and then cocultured with aortic rings or choroid explants in transwells (Figure 7G). Coculture with retinal microglia induced the sprouting of both aortic rings and choroidal explants as compared with the single aortic ring/choroidal explant culture alone. These proangiogenic effects were reduced when retinal microglia were pretreated with si*Igf1* (Figure 7, H and I). These results suggest that microglia-mediated vessel sprouting and angiogenesis are at least partially dependent on the secretion of the proangiogenic factor IGF1.

### Dynamic transcription transition of microglia in OIR.

RNA velocity analysis uses the relative abundance of mature (spliced) and newly synthesized (unspliced) transcripts to predict the direction and speed of individual cell transitions between clusters or states in scRNA-Seq data (39). We performed RNA velocity analysis to investigate the heterogenous activation and transition states of microglia in OIR (Figure 8 and Supplemental Figure 8). The RNA velocity vector field was computed using scVelo and overlaid onto the uniform manifold approximation projection (UMAP) (Figure 8, A and B). As shown in Figure 8B, RNA velocity vectors in cluster 9 cells point to cluster 3, while vectors in cluster 3 further point to cluster 7 and eventually toward cluster 0, suggesting a continuous cell state transition trajectory. Conversely, arrows in cluster 10 cells point toward the highly proliferating cluster 5 cells, suggesting that cluster 10 cells could be the source for cycling microglia in OIR. Vectors in clusters 0 and 2 point away from other clusters, indicating their terminal state status. CellRank, a recently developed automatic cell fate mapping algorithm, identified cluster 9 as the initial state or root cells of the differentiation trajectory and discovered only a single lineage (Supplemental Figure 8C). Using the initial and terminal states identified by CellRank, we inferred trajectories between clusters using directed partition-based graph abstraction (PAGA) (Figure 8C). This analysis confirmed that retinal microglia in OIR were ordered along a differentiating trajectory from an activated state returning to a resting state as follows: cluster 9 → cluster 3 → cluster 7 and cluster 1 → cluster 0. The directed PAGA analysis also suggests that cluster 5 proliferating cells probably can directly convert to cluster 0 or cluster 2 resting microglia. These findings support the notion that cluster 9 was the most activated microglia subpopulation, while cluster 3, which expressed intermediate levels of microglial activation markers, may correspond to an intermediate activated state and will eventually restore to resting state if OIR was spontaneously recovered. Understanding the process and adaptive mechanism of retinal blood vessel remodeling and regression after an ischemic injury is critical for the treatment and prognosis of neovascular retinal diseases, since patients with ROP often spontaneously recover (1, 25, 26). By comparing the dynamics of the resting/activating microglia marker genes among the microglia subpopulations corresponding to the different activation states, we noticed that activated microglia markers in clusters 3 are upregulated. However, at the same time, the microglial resting/homeostatic genes, such as *P2ry12*, *Tmem119*, *Siglech*, and *Serinc3*, are still partially preserved (Figure 2). 

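In the cluster 3-like OIR cells the 4 resting genes had a median ratio of -0.65 over the resting-like OIR cells, against -3.69 (-4.34 to -3.14) in the cluster 9-like cells, -3.26 in the cluster 10-like cells and -1.92 in the cluster 8-like cells. Summed levels were 2139 CPM in the OIR and 2612 CPM in the RA cluster 3-like cells. For P2ry12 the OIR cluster 3-like cells had 683 CPM and the cluster 9-like cells 53.6 CPM.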

The latent time (dynamic model) and diffusion pseudotime (similarity based) computed by scVelo based on CellRank-identified initial and terminal states demonstrated increased latent time and pseudotime from clusters 3, 5, 9, and 10 toward clusters 0, 1, and 2 (Supplemental Figure 8D). We also performed differential trajectory analysis using the slingshot package (Supplemental Figure 9, A–C). By setting OIR microglia as root, slingshot analysis identified a single trajectory from OIR toward RA microglia (Supplemental Figure 9A). There is a clear difference in the differential distribution of pseudotime between OIR and RA microglia, with a majority of RA microglia having longer pseudotimes (Supplemental Figure 9B). CellRank identified 543 lineage driver genes (FDR < 0.05) whose relative expression levels correlate best with the probability of reaching terminal states. Figure 8D shows a heatmap of 50 linage driver genes whose relative expression levels are ordered along latent time, including cell proliferation–related genes (i.e., *Cdk1* and *Mki67*), glycolytic genes (i.e., *Gapdh*, Ldha, and *Pgk1*), ribosome genes (i.e., *Rpl35* and *Rps27*), as well as transcription factors (i.e., *Btf3*, *Nr4a1*, *Egr1*, and *Egr2*) that might play an essential role in the activation process of microglia in OIR. As shown in Supplemental Figure 8E, the gene trend plots predicted the expression trajectory of cluster-specific marker genes for cluster 9 (*Gapdh* and *Aldoa*), cluster 5 *(Birc5* and *Top2a*), cluster 10 (*Mrc1*), and clusters 0, 1, and 2 (*Ccl4*, *Icam1*, and *Klf6*).

Together, the RNA velocity and pseudotime analyses provide insight into the activation and maturation trajectories of microglia in OIR. To determine if the predicted differentiation trajectories are biologically meaningful, we compared the retinal microglia data from our study with a scRNA-Seq data set of more than 76,000 microglia throughout a mouse’s lifespan (22). Using the reference mapping approach in the Seurat package, we compared the OIR and RA microglia with brain microglia from E14.5, P4, P5, and P30 (Figure 9, A and B, and Supplemental Figure 10). Interestingly, clusters 9, 10, 3, and 5 were mapped to distinct populations in different stages of brain development, while clusters 7, 8, 0, 1, and 2 were clumped together to form a tight cluster. Using the cluster-specific marker genes identified by Hammond et al. (22), we calculated the gene signature enrichment AUC score using the AUCell package (Figure 9D). Both reference mapping (Figure 9, B and C) and gene signature enrichment analysis (Figure 9D) suggest that cluster 10 microglia belong to the *Ms4a*-expressing microglia predominantly from E14.5 compared with those from any other age (Figure 9E). This subpopulation of microglia is also defined by *Mrc1* and *Ccr1* expression. 

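Of the genes that name these 2 brain populations, the OIR cluster 9-like retinal cells had ratios over resting-like cells of 4.15 (3.94 to 4.37) for Fabp5 and 2.70 (2.39 to 3.00) for Mif. A Fabp5 UMI was found in 86.2% of the cluster 9-like OIR cells, against 26.0% of the resting-like OIR cells (89.2% and 13.3% after thinning, with 21 and 13 cells left out), and in 0.649% of OIR rods. Fabp5 was 1689 CPM in the 7 RA cluster 9-like cells and 1761 CPM in those of OIR. Brain data were not analysed here.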

Cluster 9 microglia are similar to 2 metabolically active microglia subpopulations that are more abundant in the brain of E14.5 and P4/P5 mice: the *Fabp5*^+^*Mif*^+^ microglia almost exclusively found in E14.5 and the *Spp1*^+^ axon tract–associated microglia (ATM) mainly found in P4/P5 mice (Figure 9, D and E). The *Fabp5*^+^*Mif*^+^ and *Spp1*^+^*Igf1*^+^ subpopulations of brain microglia share many marker genes such as *Fabp5*, *Mif*, *Spp1*, *Igf1*, *Gapdh*, *Ldha*, *Tpi1* and *Pkm*; however, they are expressed at different levels (22). Pathway analysis showed that the metabolic profile of *Fabp5*^+^*Mif*^+^ microglia tilted more significantly toward glycolysis (22), which is similar to the OIR retinal microglia in cluster 9. Cluster 5 is similar to the proliferating microglia that are abundant in E14.5 but gradually decrease in frequency during brain development and become a minor microglia population by age P30 and beyond (Figure 9, D and E). Hammond et al. suggest that the expansion of microglia is fueled by these metabolically active and proliferative microglia populations in early brain development (22). The preactivated and resting retinal microglia (clusters 7, 8, 1, 2, and 0) are similar to the *Ccl4*^+^*Ccl3*^+^ brain microglia, which are present in P4/P5 mice but significantly increased in numbers in the older brain (Figure 9, B and C). Cluster 3 microglia are similar to a population that increases in its frequency from early development to P30 mice (Figure 9, B and C). Overall, these comparative analyses, thus, support the velocity and peusdotime analysis results that those activated microglia in clusters 10, 9, and 5 are the microglia precursor cells that drive the expansion and metabolic activation of inflammatory microglia in OIR.

## Discussion

The transitional state and functional changes of immune cells are frequently associated with the onset and progression of numerous neurological diseases, including retinal disorders. Nonetheless, the differential roles of tissue-resident microglia, as well as infiltrating blood-derived immune cells, have been debated. Accumulating evidence has revealed that the embryonic origin of microglia, infiltrated monocytes, and macrophages are different in the CNS of adult mice (9, 40, 41). Moreover, recent studies have demonstrated that resident microglia constitute the predominant retinal MP population in both normal and OIR retinas (7, 10, 11). The specific role of resident microglia in retinal diseases has, therefore, attracted considerable attention. Microglia have been reported to contribute to various diseases of the CNS, including Alzheimer’s disease (AD) (8), other degenerative diseases of the brain (23), retinal degenerative disease (42), and RNV (7). However, defining the specific role of microglia in the retina has proven to be difficult, as it remains technically challenging, in part due to the phenotypic overlap between microglia and macrophages. For example, both microglia and macrophages express the cell surface markers CD11b, CD45, F4/80, and IBa1. A standard method to target microglia is to utilize cell-specific reporter mice such as *Cx3cr1*^GFP-CreERT2^, *Cx3cr1*^YFP-CreERT2^, or *Cx3cr1*^CreERT2^ Rosa26-tdTomato mice. Nonetheless, this method is not without its critics, since retinal macrophages have also been reported to express considerable levels of *Cx3cr1* (43, 44), as we also demonstrate in this study. 

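Cx3cr1 in the macrophage-like cells of the wider set was 1382 CPM in RA and 565 CPM in OIR, with a UMI in 100% of 76 and 99.0% of 98 cells. In the monocyte-like cells it was 605 and 475 CPM.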

Surprisingly, our data show that the mRNA expression level of *Cx3cr1* correlated negatively with microglia activation, and its expression was barely detectable in the most activated microglia, indicating that the use of *Cx3cr1* as a microglia marker and proxy for the activation status of microglia under certain pathologies should be evaluated with caution. 

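Within OIR the ratio of Cx3cr1 between activated-like and resting-like microglia was -0.79 (-0.92 to -0.65), and in the wider set -0.94. As a mean over cells of the value per 10000 it moved most, to -1.19. By cluster of the wider set, Cx3cr1 was 884 CPM in the resting-like, 579 CPM in the cluster 5-like, 548 CPM in the cluster 8-like, 325 CPM in the cluster 3-like, 137 CPM in the cluster 10-like and 121 CPM (79.5 to 176) in the cluster 9-like OIR cells. A UMI was found in 32.8% of the cluster 9-like OIR cells. Across all microglia the ratio of OIR over RA was -1.42 (-1.47 to -1.36).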

Most importantly, the traditional techniques (marker-based approaches) of combining microglial cellular surface markers with FACS at the bulk cell level are incapable of accurately analyzing distinct microglial subpopulations implicated in retinal homeostasis and disease. The introduction of scRNA-Seq technologies, particularly the 10X Genomics platform, has revolutionized our ability to study microglia. Individual cells are characterized by their transcriptome rather than cell-surface markers, resulting in unprecedented resolution for identifying novel and sometimes rare cell populations.

In the current study, we utilized high-throughput scRNA-Seq to investigate cellular diversity in the OIR model, a well-recognized mouse model for PR. We found that retinal microglia were highly heterogeneous and composed of diverse subtypes during OIR. Moreover, our study uncovered a variety of unique microglia subpopulations associated with OIR, termed PRAM, and defined their molecular, metabolic, and functional characteristics, as well as their transcriptional dynamics, during activation. Using immunofluorescence staining, we revealed that PRAM are spatially localized near the sites of RNV, indicating their involvement in PR. Further analysis of the genetic signature of PRAM uncovered the upregulation of several metabolic pathways, in particular glycolysis, which may reflect higher demand for energy to support their activation and renewal during OIR. Among the PRAM subpopulations, the combination of volcano plot, tSNE, and clustering with metabolic pathway activities revealed that cluster 9 is a unique subset of PRAM that expresses the highest level of activated microglia marker genes, as well as glycolysis-related genes. We, therefore, anticipated that these highly metabolic and activated PRAM might generate proangiogenic factors that facilitate the abnormal growth of retinal vessels during OIR. In line with this hypothesis, IGF1 was markedly upregulated at both the mRNA and protein levels. Conversely, significant upregulation of other proangiogenic growth factors, such as *Vegfa* and *Hgf*, which have been proposed as potential mediators of RNV and choroidal neovascularization (CNV) (45), did not occur in these PRAM. 

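In the 58 OIR cluster 9-like cells Vegfa had 4 UMIs, a ratio of 1.59 (-0.43 to 3.18) over resting-like cells, and Hgf had 0 UMIs, or at most 16.5 CPM. Tgfb1 had a ratio of -0.69 (-1.12 to -0.30). Across microglia Hgf had 13 UMIs in RA and 6 in OIR, a ratio of -0.43 (-2.11 to 1.07).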

Importantly, ex vivo functional analysis demonstrated the robust angiogenic effects of retinal microglia-derived IGF1 on both aortic and choroidal vessel sprouting. These findings support the recent observation that IGF1 is upregulated following hypoxia in microglia and plays a vital proangiogenic role in Basigin-2–mediated choroid-retinal endothelial cell tube formation in vitro (46), as well as in the OIR mouse model in vivo (47). The induction of IGF1 in OIR is dependent on PKM2-mediated glycolysis. *Pkm2* is one of the top metabolic gene markers in cluster 9. Retinal microglia isolated from *Pkm2*^Mye-KO^ mice expressed a lower level of *Igf1* mRNA, compared with WT microglia. Congruent with these observations, we have previously demonstrated in a mouse model of OIR that pathological neovascularization was dramatically decreased in *Pkm2*^Mye-KO^ mice compared with control mice (19).

We also discovered a highly proliferative microglia subset, cluster 5, mainly found in the pathological NV tufts of the OIR retina. This subset shares a characteristic molecular signature supporting microglial activation, cell cycle, DNA replication, purine and glucose metabolism, and chromatin modifications. Using FACS and IHC, we assessed the number of CD11b^+^F4/80^+^ cells in the RA and OIR retinas and detected a substantial increase of MPs in the OIR retina, particularly within the areas of RNV tufts at P17. Our findings strongly suggest that the origin of the increased CD11b^+^F4/80^+^ cells in the OIR retina is at least partly attributed to increased cell proliferation. Although the association between retinal microglia proliferation and RNV is disputed (48, 49), our results show a correlation between the number of PRAM and the severity of PR. Thus, it remains to be determined whether inhibition of microglia proliferation could attenuate disease progression and whether targeting the microglia-proliferation pathway can be adopted as a preventive or therapeutic strategy against the pathology of PR and other pathological angiogenesis–related diseases.

It is generally accepted that activation of immune cells is associated with metabolic reprogramming, which is required for energy generation and biosynthesis. For example, macrophages and DCs activated with proinflammatory stimuli undergo a metabolic switch from OXPHOS to glycolysis (50), similar to the Warburg effect in cancer cells. 

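In the resting-like clusters together, the 8 glycolytic genes had a median ratio of OIR over RA of 1.45 (1.39 to 1.54). The inflammatory genes had a median of 0.99 (0.88 to 1.10) in the cluster 0-like and 0.69 (0.64 to 0.73) in the cluster 2-like cells, while no cluster 1-like cluster appeared. The glycolytic genes were also higher in OIR rods.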

In line with this concept, we indeed noticed the enhancement of both glycolysis and the inflammatory response in the OIR microglia of the major subpopulations (clusters 0, 1, and 2) compared with RA microglia of those clusters. Nevertheless, in contrast to the prevailing notion postulated in the literature that proinflammatory immune cells are hyperglycolytic, an important observation in our study was that, under in vivo conditions, activated microglia from OIR retinas exhibit an imbalance between the gene expression profiles of proinflammatory factors and the upregulation of the glycolysis pathway. These data reflect the metabolic heterogeneity and complexity of different microglia subtypes in the context of OIR. This concept expands our knowledge of the complexity of retinal immunometabolism in disease onset and progression and provides an impetus for further investigation into the relationship between a proinflammatory response and metabolic reprogramming in immune cells.

RNA velocity and cell fate mapping analyses discovered a single lineage transition trajectory from activated microglia to resting microglia and identified the hyperglycolytic cluster 9 as the root cells of the trajectory. Both latent time calculated by RNA velocity and pseudotime calculated by cell-to-cell similarity indicated that clusters 5, 9, and 10 have shorter differentiation times than the rest of the clusters, suggesting that these microglia are precursors. The results from a comparative analysis with published scRNA-Seq data of microglia in the embryonic, early postnatal, and aged mouse brains supported the computational predictions. Reference mapping and label-transfer techniques identified distinct brain microglia subpopulations corresponding to clusters 5, 9, and 10. The corresponding *Fabp5*^+^*Mif*^+^ (cluster 9), *Ms4a7*^+^*Mrc1*^+^ (cluster 10), and *Birc5*^+^*Ube2c*^+^ (cluster 5) brain microglia populations are significantly more abundant in the E14.5 sample, suggesting their early lineage status. Although the frequency of these brain microglia precursors decreases as mice age, they frequently reemerge under pathological conditions. For example, embryonic *Mrc1*^+^ microglia precursors (cluster 10) preferentially expand during pathological states in development (51). *Birc5*^+^ proliferative microglia are frequently present in activated microglia called disease-associated microglia (DAM) (22), while *Spp1* and *Lpl*, which are both markers of cluster 9, are frequently upregulated in DAM. Therefore, it is likely that, in the OIR model, activated retinal microglia such as cluster 9 cells were reprogrammed to an immature state or that residential immature microglia such as cluster 10 were expanded in OIR.

In summary, our results demonstrate a heterogeneity of retinal microglia in response to the microenvironment of pathological angiogenesis. We identify and characterize microglia types and identify genetic markers, spatial localization, signaling pathways, and transcriptional dynamics associated with these types of cells. Suppression of specific PRAM activation/populations represents a potential therapeutic strategy for the treatment of ROP and other ocular disorders associated with microglia-driven RNV (e.g., PDR) or CNV (e.g., age-related macular degeneration).

## Methods

### Animals.

Floxed *Pkm2* (*Pkm2*^fl/fl^) mice from The Jackson Laboratory (stock no. 024048) were crossed with *Lysm*-Cre transgenic mice to obtain *Pkm2*^flox/+^;*Lysm*-Cre heterozygous breeders and, ultimately, *Pkm2*^fl/fl^;*Lysm*-Cre homozygous KO mice (*Pkm2*^Mye-KO^) and littermate control mice (*Pkm2*^fl/fl^, *Pkm2*^WT^). All mice were on a C57BL/6J background.

### Mouse model of OIR.

The OIR model was described previously (24). Briefly, 7-day-old (P7) mouse pups along with their foster/nursing mothers were exposed to 75% oxygen for 5 days to induce vaso-obliteration. At P12, the mice were returned to RA (21% oxygen) to induce RNV, which was maximal at P17. Age-matched mice kept in RA served as the RA controls. Underdeveloped neonatal mice with very low body weight (less than 5 grams at P17) were excluded.

### FACS.

FACS was performed according to protocols described previously with some modifications (11). Whole retinal cells dissected from the retinas of RA and OIR mice were resuspended in HBSS (Thermo Fisher Scientific), 5% FBS (MilliporeSigma), 10 mM HEPES (MilliporeSigma), 0.7 mg/mL calcium chloride (CaCl_2_; MilliporeSigma), 1.5 mg/mL Collagenase A (10103586001, Roche), and 0.1 mg/mL DNase I (10104159001, Roche) for 30 minutes at 37°C. Following incubation, each retina was gently dissociated and processed into a single-cell suspension and then resuspended in PBS (Thermo Fisher Scientific) containing 5% normal mouse serum (Thermo Fisher Scientific) and 5% normal rat serum (Thermo Fisher Scientific). Cells were stained for viability (7-AAD, 420403, BioLegend), incubated with Fc block (553141, BD Biosciences), and then stained with PerCP-Cy5.5 anti–mouse CD11b (2 μg/mL, 561114, BD Biosciences), PE anti–mouse F4/80 (3 μg/mL, 565410, BD Biosciences), and the matching control isotype IgGs (BD Biosciences) for 30 minutes at 4°C. The cells were then washed with FACS buffer (138 mM NaCl, 2.67 mM KCl, 8.06 mM Na_2_HPO_4_, 1.47 mM KH_2_PO_4_, 0.1% BSA, 0.02% NaN_3_, pH 7.4), centrifuged at 400*g* for 5 minutes at 4°C, and resuspended in FACS buffer. Cells were sorted into 50 μL of ice-cold FACS buffer supplemented with 5% FBS (Thermo Fisher Scientific) using the FACSAria II SORP (BD Biosciences) at the Georgia Cancer Center — Flow Cytometry Core Facility, gating for live CD11b^+^F4/80^+^ cells. Further analysis was performed using FACSDiva 8.0 (BD Biosciences).

### scRNA-Seq and analysis.

Donor CD11b^+^F4/80^+^ cells sorted by FACS were processed for scRNA-Seq libraries using the Chromium Controller (10X Genomics) and the Chromium 3′ Single Cell mRNA-Seq V3 reagents. The scRNA-Seq libraries were sequenced using an Illumina NextSeq500 sequencer. The raw data were processed using the Cell Ranger package (10X Genomics). The Cell Ranger pipeline outputs were analyzed using Seurat v4.0 (52). Quality control measures were implemented in Seurat to filter out cells expressing a high number of genes (top 2 percentile, assuming a 2% doublet rate) and/or with a higher percentage of mitochondrial genes (>20%). OIR and RA data sets were then integrated using the canonical correlation analysis–based (CCA-based) integration approach in Seurat to remove batch effects. In total, 3,000 anchor genes were identified using Seurat FindIntegrationAnchors function after normalization. The IntegrateData function merged the 2 data sets. Subsequent analyses such as PCA, UMAP, tSNE, and clustering were performed in the integrated assay using the 3,000 anchor genes. Differential expression analysis was performed using the Seurat FindMarkers or FindAllMarkers functions using log_2_ normalized and scaled data before integration. Cell type was assigned to each cluster based on the top makers identified in each cluster. Several clusters of nonimmune cells that do not express CD45, which likely belong to nerve, endothelial, blood vessel, and photoreceptor cells, were excluded from downstream analysis. Cell cycle scores were calculated using a gene signature containing 97 cell cycle–related genes (34, 53).

### RNA velocity analysis and cell fate mapping.

RNA velocity analysis was performed using the Python package scVelo (54), which uses a likelihood-based dynamical model to relate pre-mRNA abundance to the abundance of mature mRNA. The BAM files were preprocessed using the velocyto command line tool with default parameters specific to the 10X Genomics scRNA-Seq data (39). RNA velocity of microglia (excluding clusters 5 and 6, which represent circulating monocytes and macrophages) was estimated using scVelo, and the velocity vector fields were visualized on UMAP embedding from the Seurat object. The automatic cell fate mapping was performed using CellRank (55). First, the terminal and initial states were determined using the cr.tl.terminal_states and cr.tl.initial_states functions, respectively. The fate maps were computed to define the probability that each cell would transition toward the identified terminal states. The latent time and diffusion map pseudotime was calculated using scVelo based on the CellRank-identified initial and terminal states. Subsequently, the individual fate maps were aggregated to cluster-level fate maps by the directed PAGA (55). The lineage driver genes, whose expression levels correlate with lineage probability, were identified using the cr.tl.lineage_drivers function. Gene expression trends along latent time were calculated using a general additive model (GAM) with the cr.pl.gene_trends function. Heatmaps of the 50 lineage driver genes whose expression levels correlated with the lineage were plotted using the cr.pl.heatmap function.

### Slingshot pseudotime trajectory analysis.

OIR and RA microglia were analyzed for differential pseudotime trajectory inference using the slingshot package (56). The postprocessing Seurat integrated object was saved as a single-cell experiment object and analyzed using slingshot directly with the sample names serving as the cluster identifier. The OIR microglia were selected as the start cluster when ordering cells along the pseudotime trajectory.

### Pathway and gene signature enrichment analysis.

The pathway enrichment analysis of differentially expressed genes between clusters or groups was performed using clusterProfiler v4.0 R package (57). The single-cell level pathway analysis was performed using AUCell v1.16.0 R package (27). Metabolic pathway gene sets were downloaded from the WikiPathway collection and used to calculate the pathway activity score, represented as the AUC score, indicating whether a critical subset of the input gene set is enriched within the expressed genes for each cell. The AUC score matrix was imported into Seurat to generate violin, tSNE, and UMAP plots. Heatmaps of metabolic activities of single cells were generated by the ComplexHeatmap package. The cnetplot, which depicts the linkages of genes and biological concepts was generated using clusterProfiler.

### Gene regulatory network analysis.

To carry out transcription factor network inference analysis, the scRNA-Seq data were analyzed using the SCENIC work-flow (SCENIC v1.2.4, R package) as described (27). After filtering genes either expressed at deficient levels or expressed in too few cells, 9,408 genes in the RcisTarget mm9 motif database were used to derive the coexpression networks with GENIE3 v1.16.0. The gene regulatory networks (regulons) were constructed and scored using RcisTarget v1.14.0 and AUCell v1.16.0, respectively. Regulons annotated as ‘‘extended’’ include target genes harboring motifs linked to the respective transcription factor by lower confidence annotations (27); when a pass-filter standard regulon is available, the extended regulon is not used. Regulon-specific scores were calculated for each cluster using the regulon_specificity_socre function. The regulon scoring matrix was imported into Seurat to generate violin, tSNE, and UMAP plots. ComplexHeatmap was used to generate heatmaps of regulon activities.

### Analysis of brain microglia data sets.

The scRNA-Seq data sets of microglia of E14.5, P4/P5, and P30 consisting of 22 individual samples from Hammond et al. (22) were downloaded from Gene Expression Omnibus (GEO; GSE121654). The raw count matrix data were first processed using a code published by Green et al. (51) ( https://github.com/michael-r-odea/Green_ODea_2022/commit/a9b732d2bf40a8527ac2d1800f53876bb9be1a24). A cleaned and filtered Seurat object consisting of only microglia was downsampled so that each age group had the same number of cells as the P30 group, which had the least number of cells. Each sample was normalized using SCTransform function and integrated using Seurat IntegrateData. Then, the integrated brain microglia object was used as a reference data set. The OIR/RA retinal microglia Seurat object was used as a query data set for projecting the query onto the reference UMAP embedding. The anchor genes were identified by FindTranferAnchors function. The predicted cluster names and reference UMAP projection was computed using MapQuery function. The cluster-specific gene signatures were derived by filtering the marker gene list published by Hammond et al. (cutoff values: adjusted *P* < 0.05, log_2_ fold change >1, and percentage of cells [pct] >0.15; ref. 22). The gene signature enrichment analysis was performed using the AUCell package described above. The UMAP plots of gene signature AUC scores were generated in Seurat after importing AUC scores into the Seurat object. The bar plot of UMI count in brain microglia of different age groups and upon injury was generated using the web tool developed by Hammond et al. (22) (https://www.microgliasinglecell.com).

### Isolation and culture of MRM.

MRM were isolated and cultured according to the protocol described previously by us (19).

### ELISA analysis.

MRM were isolated and cultured from RA and OIR mice at P17. The secretion of IGF1 from cultured retinal microglia was detected using Mouse/Rat IGF-I/IGF-1 Quantikine ELISA Kit (R&D systems, MG100) according to the manufacturer’s instructions.

### RNA interference.

MRM or N9 microglial cells (Otwo Biotech, Shenzhen, HTX1877) were transfected with control nontargeting siRNA, specific mouse *Igf1* siRNAs (Santa Cruz Biotechnology, sc-37194), or specific mouse *Myc* siRNA (Ribobio, Guangzhou, siG13821152313) using Lipofectamine RNAiMax reagent (Invitrogen, 13778-150) or HiPerFect transfection reagent (Qiagen) according to the manufacturer’s instructions. Briefly, siRNAs and Lipofectamine RNAiMax /HiPerFect reagents were dissolved in Opti-MEM and incubated for 20 minutes at room temperature. The siRNA transfection reagent complexes were added to microglia and incubated at 37°C for 6 hours. The complexes were then removed, and fresh complete media were added to the cells. The cells were cultured for an additional 48 hours before use in experiments.

### Aortic ring and choroidal sprouting assays.

Aortic ring and choroidal sprouting assays were performed as described previously (19). MRM were transfected with si*Ctrl* or si*Igf1* for 48 hours. Coculture was performed with a transwell system, with the aortic/choroidal explant cultured at the bottom of the well before adding pretreated MRM to the top of the transwells. Aortic/choroidal explant sprouting was imaged using a Zeiss LSM 780 Inverted Confocal Microscope (Carl Zeiss). The sprouting area was quantified with Adobe Photoshop.

### Fluorescence immunostaining in whole-mount retinas.

Eyes were enucleated and fixed in 4% paraformaldehyde for 2 hours at room temperature. The intact retinas were collected, blocked, and permeabilized in PBS containing 10% goat serum, 3% BSA, 1% Triton X-100, and 0.2% Tween 20 for 1 hour. Samples were then incubated with primary antibodies against rabbit PKM2 (1:100, 4053, Cell Signaling Technology), rabbit Ki67 (1:200, RM-9106, Thermo Scientific), rabbit Fabp5 (1:200, 2.5 μg/mL, RD181060100, BioVendo), rabbit Igf1 (10 μg/mL, AF791, R&D Systems), rat F4/80 (1:100, ab6640, Abcam), rabbit IBa1 (1:400, 019-19741, Sakura Finetek), goat IBa1 (1:400, ab48004, Abcam), rat CD11b (5 μg/mL, 561114, BD Biosciences), and Alexa Fluor 488–, Alexa Fluor 594–, or Alexa Fluor 647–labeled *Griffonia simplicifolia* isolectin B4 (10 μg/mL; catalogs 121411, 121413, and I32450, respectively; Invitrogen) overnight at 4°C, followed by incubation with fluorescence-conjugated cross-adsorbed secondary antibody (1:500, Molecular Probes, Invitrogen) for 1 hour, and then counterstained with DAPI (Invitrogen). Retinas were ﬂat mounted on microscope slides in a mounting medium (Vectashield; Vector Laboratories) and examined by confocal microscopy (Zeiss 780; Carl Zeiss). For all immunoﬂuorescence experiments, parallel groups of tissues were stained with IgG isotype and secondary antibody as negative controls.

### qPCR analysis.

Total RNA of cells was extracted using Trizol Reagent (Invitrogen). The resultant sample of total RNA was utilized as a template for reverse transcription using the iScript cDNA synthesis kit (Bio-Rad, 170-8891). qPCR was performed on a StepOne Plus System (Applied Biosystems) using Power SYBR GreenMaster Mix (Invitrogen, 4367659) with the respective gene-specific primers listed in Supplemental Table 3. Quantification of relative gene expression was calculated with the efficiency-corrected 2^–ΔΔCT^ method using *18S* ribosomal RNA as the internal control. Data were presented as fold change relative to control groups.

### Data availability.

The scRNA-Seq data generated in this study have been deposited to the GEO and assigned the identifier GSE199792.

### Statistics.

Data are presented as mean ± SEM unless otherwise specified. Statistical analysis was performed using GraphPad Prism 8.0. Statistical comparisons were made using a 2-tailed unpaired Student’s *t* test, nonparametric Mann–Whitney *U* test, the Wilcoxon rank-sum test in R, or 1-way ANOVA followed by Bonferroni’s post hoc tests when appropriate. Two-sided *P* values were calculated, and *P* < 0.05 denoted significance.

### Study approval.

Animals were used in this study according to the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and in accordance with the protocol approved by the IACUC at Augusta University.

## Author contributions

ZL, RBC, HS, and YH designed the research; ZL, JX, QY, QM, XM, ZX, YZ, QD, and YC performed the experiments; ZL, HS, and YH analyzed the data; ZL, HS, and YH wrote the manuscript; ZL, ZD, DF, AS, RBC, HS, and YH participated in the experimental design and revised the manuscript; and ZL, RBC, and YH provided financial support.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

## Figures and Tables

**Figure 1:**
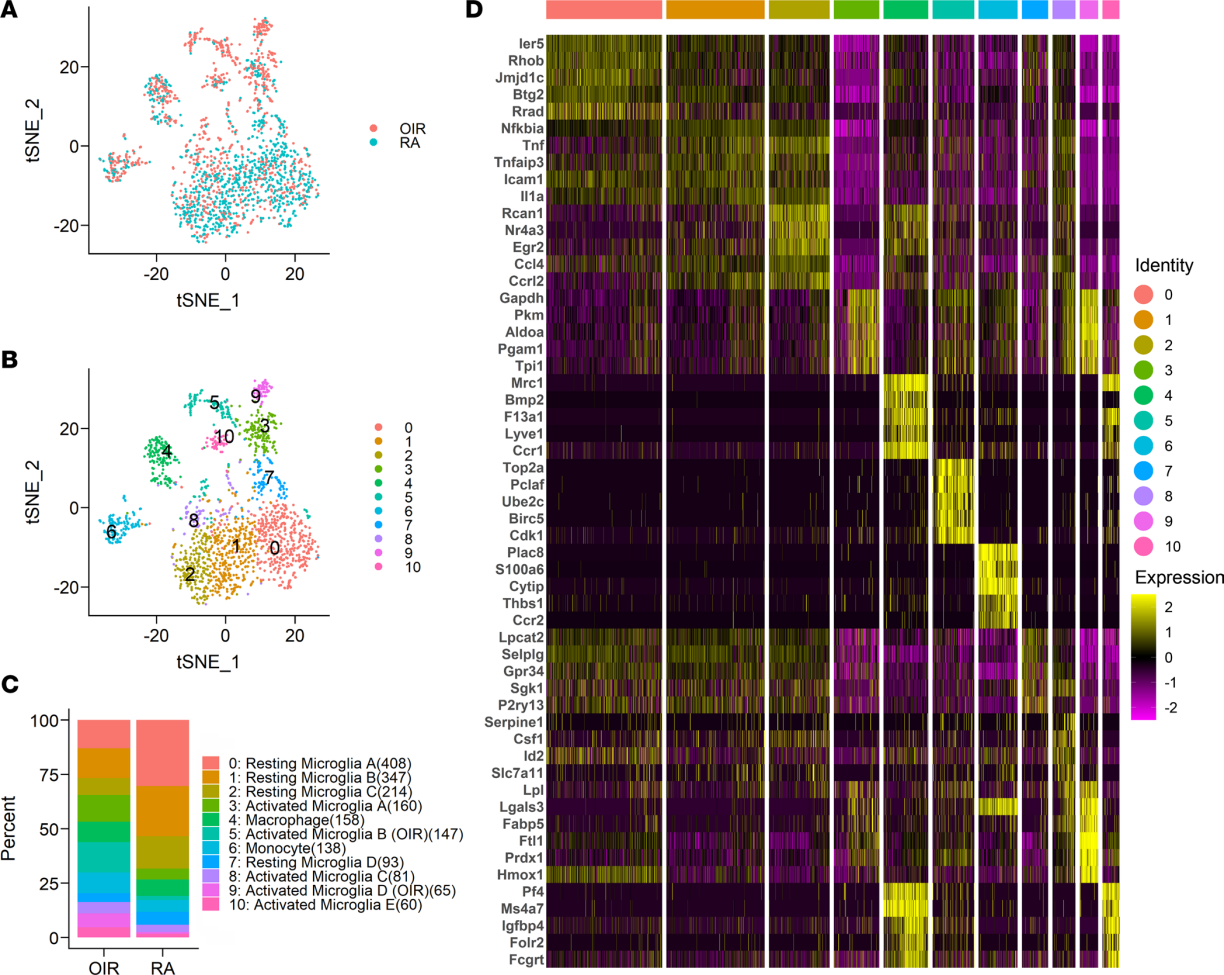
Clustering of retinal immune cells during OIR by scRNA-Seq. (**A**) Identification of immune cells during OIR in tSNE plot. Cells are color coded by sample identity, with mononuclear phagocytes from RA control retinas in blue-green and OIR retinas in orange-red. (**B**) Cells are color coded by cluster and identified by an unsupervised graph-based algorithm. (**C**) Bar graph showing the percentage of RA or OIR cells out of the total CD11b^+^F4/80^+^ cells in each cluster identified in **B**. Assigned cell identity using the relative abundance of established markers. The number in the parentheses is the number of cells in each cluster. (**D**) Heatmap showing the top 5 marker genes (or all marker genes if less than 5) for each of the 11 clusters.

**Figure 2:**
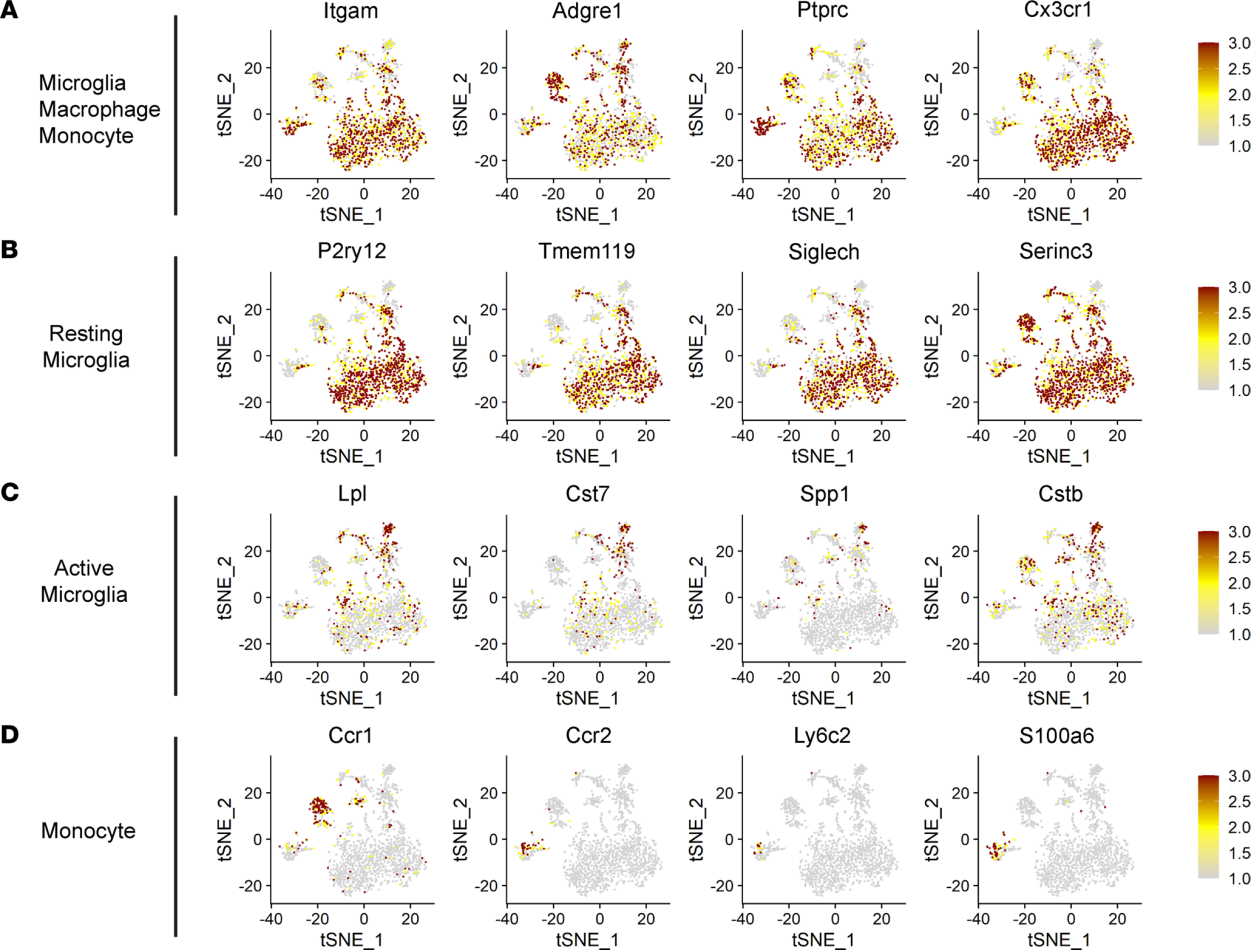
Identification of retinal immune cells during OIR by scRNA-Seq. (**A**) tSNE plots colored for expression of canonical microglial/mononuclear phagocyte genes. (**B**) tSNE plots colored for expression of genes upregulated explicitly in resting microglial clusters. (**C**) tSNE plots colored for expression of genes upregulated explicitly in activated microglial clusters. (**D**) tSNE plots colored for expression of genes upregulated explicitly in monocyte clusters.

**Figure 3:**
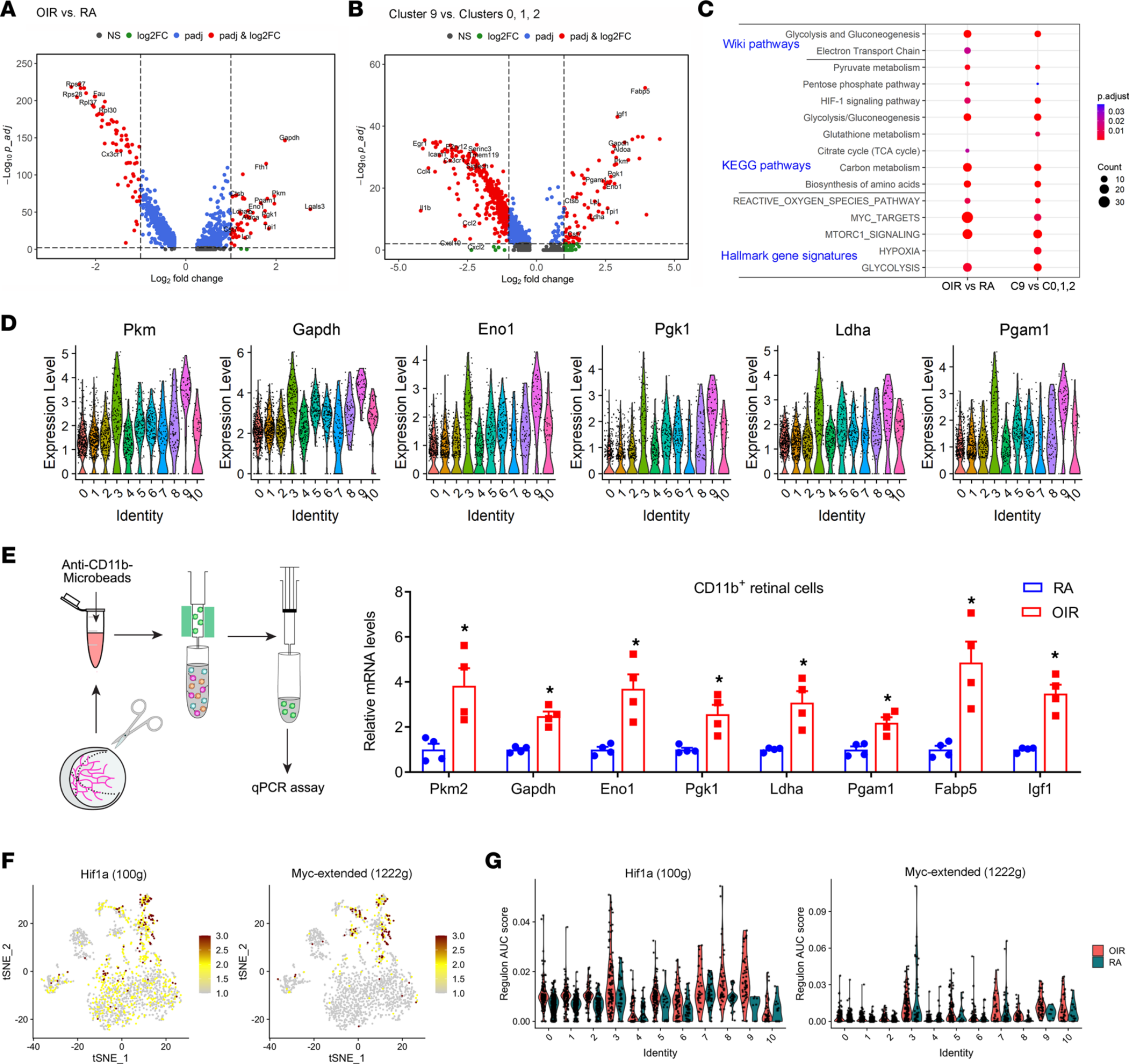
scRNA-Seq revealed elevated metabolic activities in OIR microglia. (**A**) Volcano plot showing differentially expressed genes between OIR and RA microglia. Each dot represents a gene. Genes with absolute average log_2_ fold change > 1 and adjusted *P* < 0.01 are highlighted in red. Representative upregulated and downregulated genes are labeled in each panel. *P* values were determined using the Wilcoxon rank-sum test with Bonferroni correction using all genes in the data set. (**B**) Volcano plot showing differentially expressed genes between cluster 9 and cluster 0, 1, and 2 microglia. (**C**) Dot plot showing pathway enrichment results from 3 independent pathway databases. The lists of upregulated genes in OIR versus RA microglia and cluster 9 versus clusters 0, 1, and 2 were used as inputs for the analysis. The cutoff thresholds for gene inclusion are: average log_2_ fold change > 0.585, adjusted *P* < 0.05, and expression in at least 15% of OIR or cluster 9 cells. (**D**) Violin plots showing differential expression of 6 glycolysis-related genes among the 11 clusters of CD11b^+^F4/80^+^ cells. Each dot represents 1 cell, and the violin shows the distribution of probability density at each value. (**E**) qPCR analysis of gene expression in microglia isolated from RA or OIR retinas in mice at P17 using anti-CD11b MicroBeads (*n* = 4). Data are mean ± SEM. *P < 0.05 versus RA by Student’s *t* test or nonparametric Mann–Whitney *U* test. (**F**) tSNE plot showing regulon activities of Hif1a and Myc extended regulon activity scores among the 11 clusters of CD11b^+^F4/80^+^ cells. The number in the parentheses indicates the number of genes in the regulon. (**G**) Violin plots showing differential activities of Hif1a and Myc extended regulon activity scores among the 11 clusters of CD11b^+^F4/80^+^ cells.

**Figure 4:**
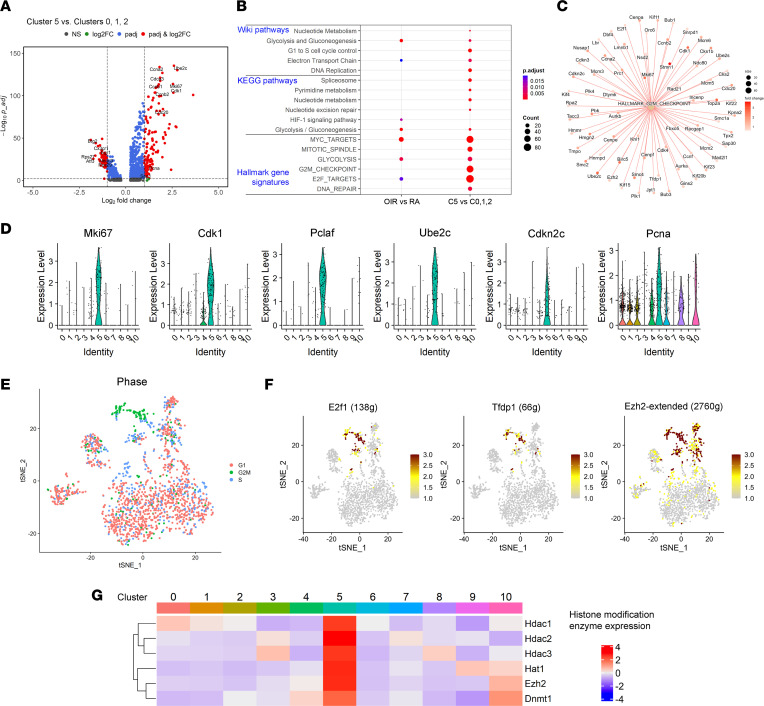
scRNA-Seq reveals a highly proliferative microglia cluster associated with OIR. (**A**) Volcano plot showing differential gene expression between cluster 5 cells to cluster 0, 1, and 2 cells. Each dot represents a gene. Genes with absolute average log_2_ fold change > 1 and adjusted *P* < 0.01 are highlighted in red. Representative upregulated and downregulated genes are labeled in each panel. *P* values were determined using the Wilcoxon rank sum test with Bonferroni correction using all genes in the data set. (**B**) Dot plot showing pathway enrichment results from 3 independent pathway databases. The lists of upregulated genes in cluster 5 versus clusters 0, 1, and 2 are used as inputs for the analysis. The cutoff thresholds for gene inclusion are: average log_2_ fold change > 0.585, adjusted *P* < 0.05, and expression in at least 15% of cluster 5 cells. (**C**) Cnetplot showing a list of genes in Hallmarks G2M checkpoint signatures upregulated in cluster 5 as compared with resting microglia (clusters 0, 1, and 2). (**D**) Violin plots of 6 unique marker genes representing cluster 5. (**E**) tSNE plot of cell cycle scores calculated based on a group of 97 cell cycle–related genes. (**F**) tSNE plot showing E2f1, Tfdp1, and Ezh2 extended regulon activity scores among the 11 clusters of CD11b^+^F4/80^+^ cells. (**G**) Heatmap showing average expression of several histone modification enzymes among the 11 clusters of CD11b^+^F4/80^+^ cells.

**Figure 5:**
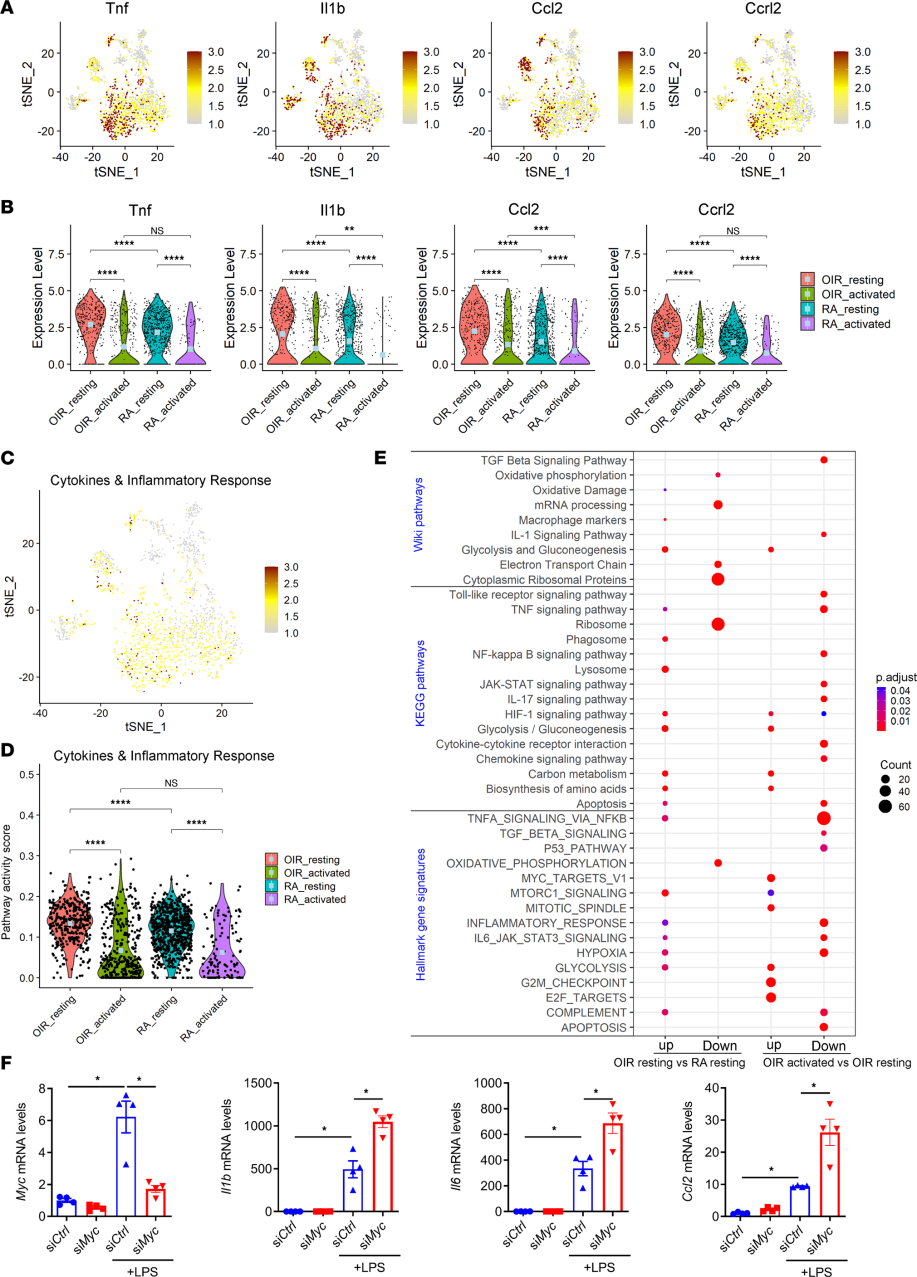
scRNA-Seq revealed heterogeneity of inflammatory gene expression in resting and activated microglia. (**A**) tSNE plots colored for 4 inflammatory genes. (**B**) Violin plots of 4 inflammatory genes. *P* values were determined by the Wilcoxon rank-sum test in R. **P < 0. 01, ***P < 0. 001, ****P < 0.0001. Light blue dots indicate the mean. (**C**) tSNE plots showing cytokine and inflammatory pathway activity scores calculated using the AUCell package. (**D**) Violin plots showing cytokine and inflammatory pathway activity scores. *P* values were determined by the Wilcoxon rank-sum test in R. ****P < 0.0001. Light-blue dots indicate the mean. (**E**) Dot plot showing pathway enrichment results from 3 independent pathway databases. The lists of upregulated and downregulated genes in OIR versus RA resting microglia (clusters 0, 1, 2) and OIR versus RA-activated microglia (clusters 5, 9, and 10) are used as inputs for the analysis. The cutoff thresholds for gene inclusion are: absolute average log_2_ fold change > 0.585, adjusted *P* < 0.05, and expression in at least 15% of OIR or RA microglia. (**F**) qPCR analysis of inflammatory cytokine genes in negative control siRNA and *Myc* siRNA–transfected N9 microglial cells after LPS stimulation (10 ng/mL) for 6 hours (*n* = 4). Data are mean ± SEM. *P < 0.05 by 1-way ANOVA followed by Bonferroni test.

**Figure 6:**
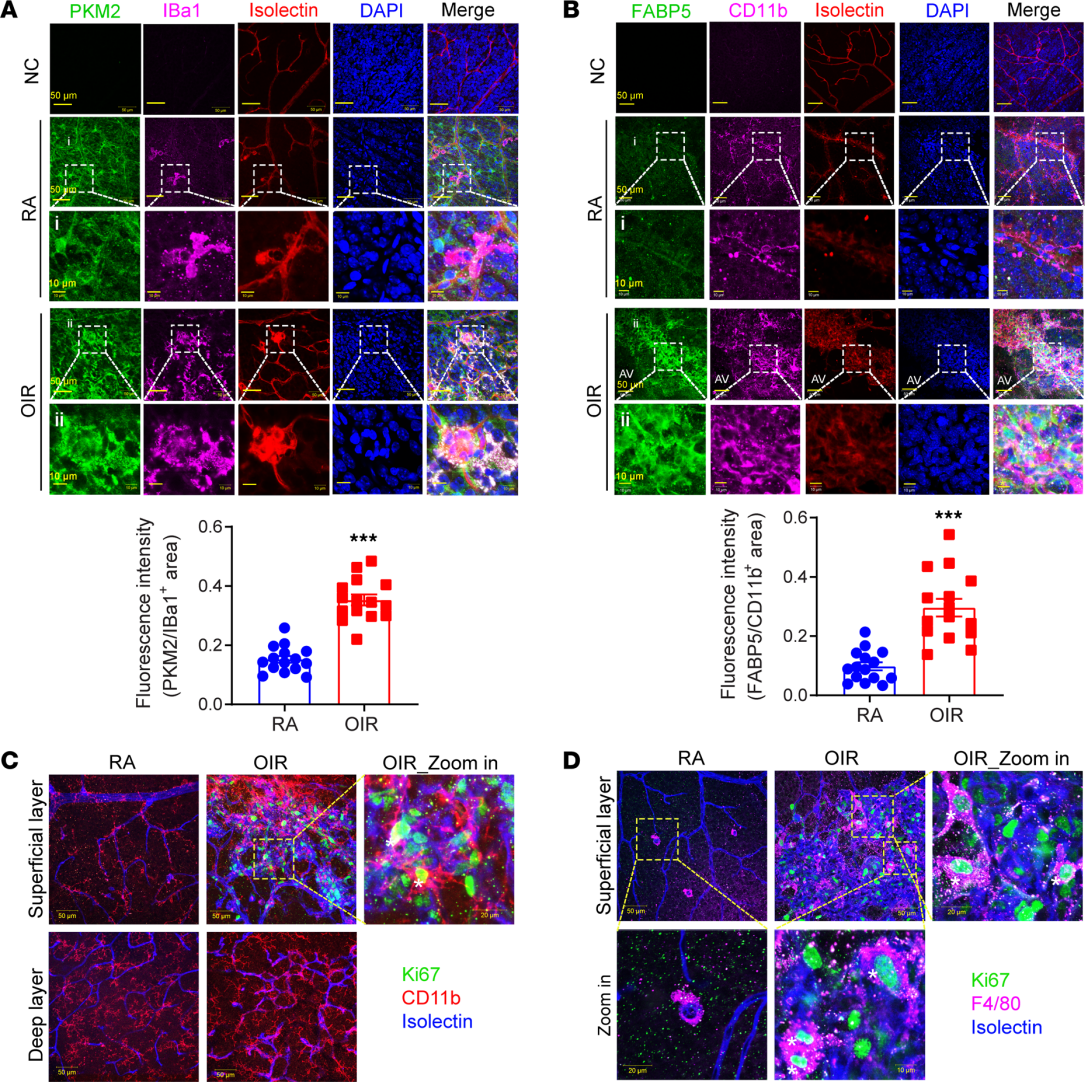
The unique PRAM are localized near the pathological neovascular tufts. (**A**) Representative immunofluorescence images of PKM2 (green), microglia (IBa1, pink), vessel (isolectin B4, red), and nuclei (DAPI, blue) in whole-mount retinas of RA and OIR mice at P17. Scale bar: 50 μm (first, second, and fourth rows) and 10 μm (third and fifth rows). NC, negative controls; stained with isotype IgG of PKM2 and IBa1 antibody. The fluorescence intensity of PKM2 staining was calculated by ImageJ software (NIH) (5 images × 3 regions were obtained from *n* = 5 retinas of each group). Data are mean ± SEM. ***P < 0.001 versus RA by nonparametric Mann–Whitney *U* test. (**B**) FABP5 immunofluorescence staining of retinas from RA and OIR mice at P17. Representative FABP5 (green), CD11b (pink), isolectin B4 (red), DAPI (nuclei, blue), and merged images captured with confocal fluorescence microscopy. Scale bar: 50 μm (first, second, and fourth rows) and 10 μm (third and fifth rows). Stained with isotype IgG of FABP5 and CD11b antibody. The fluorescence intensity of FABP5 staining was calculated by ImageJ software (5 images × 3 regions were obtained from *n* = 5 retinas of each group). Data are mean ± SEM. ***P < 0.001 versus RA by nonparametric Mann–Whitney *U* test. (**C**) Representative immunofluorescence images of nuclear Ki67 (green), myeloid cells (CD11b, red), and vessel (isolectin B4, blue) in whole-mount retinas of RA and OIR mice at P17 (*n* = 4 per group). Scale bar: 50 μm and 20 μm (far right). (**D**) Immunofluorescence imaging of nuclear Ki67^+^ (white asterisk labelled, green), microglia/macrophages (F4/80, pink), and vessel (isolectin B4, blue) in whole-mount retinas of RA and OIR mice at P17 (*n* = 4 per group). Scale bar: 50 μm and 20 μm (far right).

**Figure 7:**
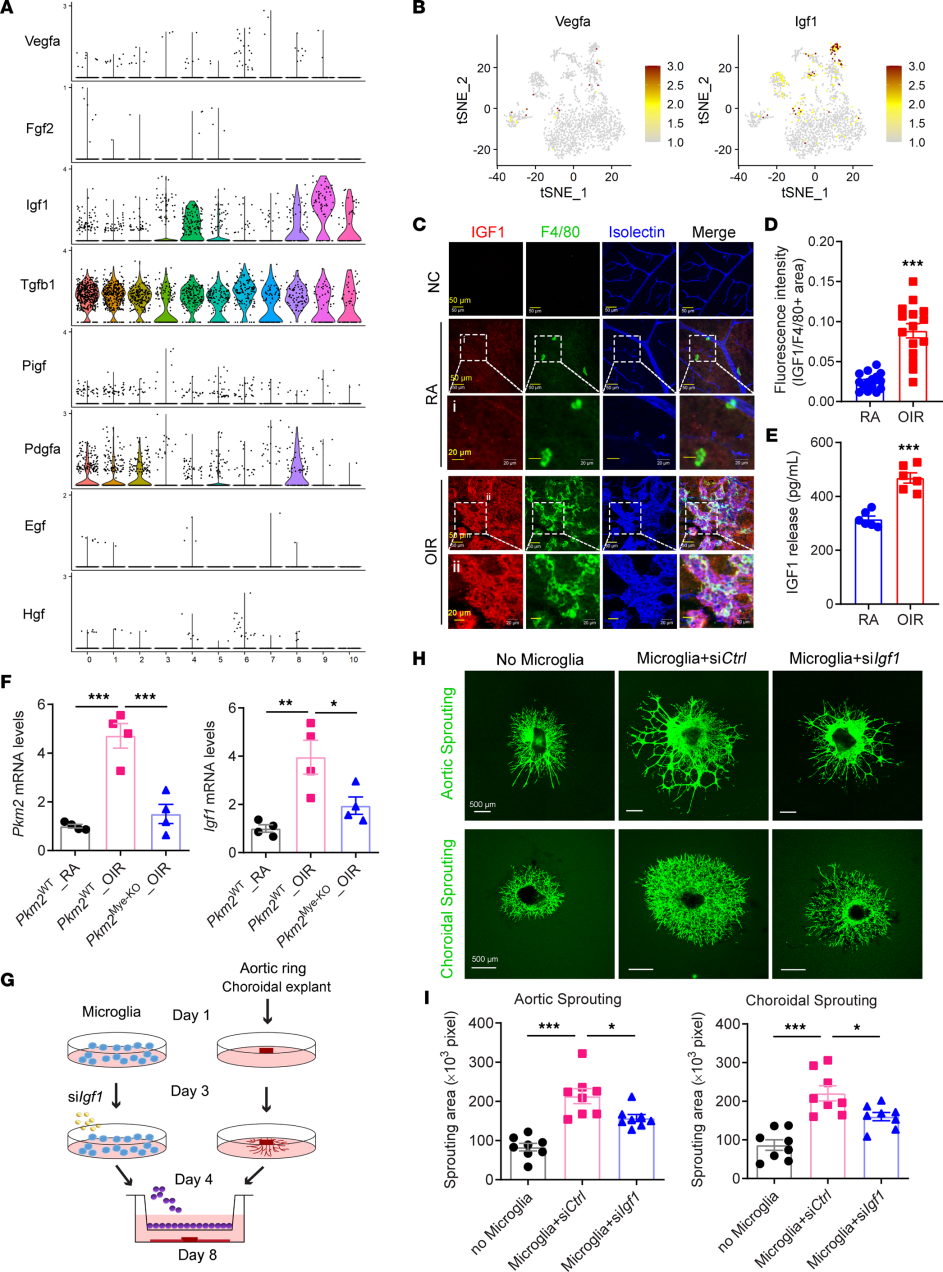
Identification of IGF1 as the major growth factor mediating the angiogenic effects of the highly glycolytic PRAM. (**A**) Violin plots showing the gene expression of growth factors among the 11 clusters of CD11b^+^F4/80^+^ cells. (**B**) tSNE plot showing the gene expression of *Vegfa* and *Igf1* among the 11 clusters of CD11b^+^F4/80^+^ cells. (**C**) Representative immunofluorescence images of IGF1 (red), microglia/macrophages (F4/80, green), and vessel (isolectin B4, blue) in whole-mount retinas of RA and OIR mice at P17. NC, negative controls; stained with isotype IgG of IGF1 and F4/80 antibody. Scale bar: (first, second, and fourth rows) and 20 μm (third and fifth rows). (**D**) The fluorescence intensity of IGF1 staining was calculated by ImageJ software (5 images × 3 regions were obtained from *n* = 5 retinas of each group). Data are mean ± SEM. ***P < 0.001 versus RA by Student’s *t* test. (**E**) Retinal microglia were isolated and cultured from P17 OIR mice or control (RA) mice. Culture supernatants were analyzed for IGF1 protein content by ELISA (*n* = 6). Data are mean ± SEM. ***P < 0.001 versus RA by Student’s *t* test. (**F**) qPCR analysis of mRNA expression of *Pkm2* and *Igf1* in myeloid cells isolated from RA or OIR retinas of *Pkm2*^WT^ or *Pkm2*^Mye-KO^ mice at P17 using CD11b antibody–conjugated magnetic beads (*n* = 4). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical significance was determined by 1-way ANOVA followed by the Bonferroni test. (**G**) Schematic illustration of coculture of aortic/choroidal explants and retinal microglia. (**H**) Mouse retinal microglia (MRM) were transfected with siRNAs targeting mouse *Igf1* (si*Igf1*) or with a nontargeting negative control (si*Ctrl*). Forty-eight hours after transfection, MRM were harvested and cocultured with aortic ring and choroidal explants in transwells. Representative images of sprouting aortic rings and choroids were captured with a fluorescence confocal microscope. (**I**) Sprouting areas were quantified in Figure 6H. *n* = 8. *P < 0.05, ***P < 0.001. Data are mean ± SEM. Statistical significance was determined by 1-way ANOVA followed by the Bonferroni test.

**Figure 8:**
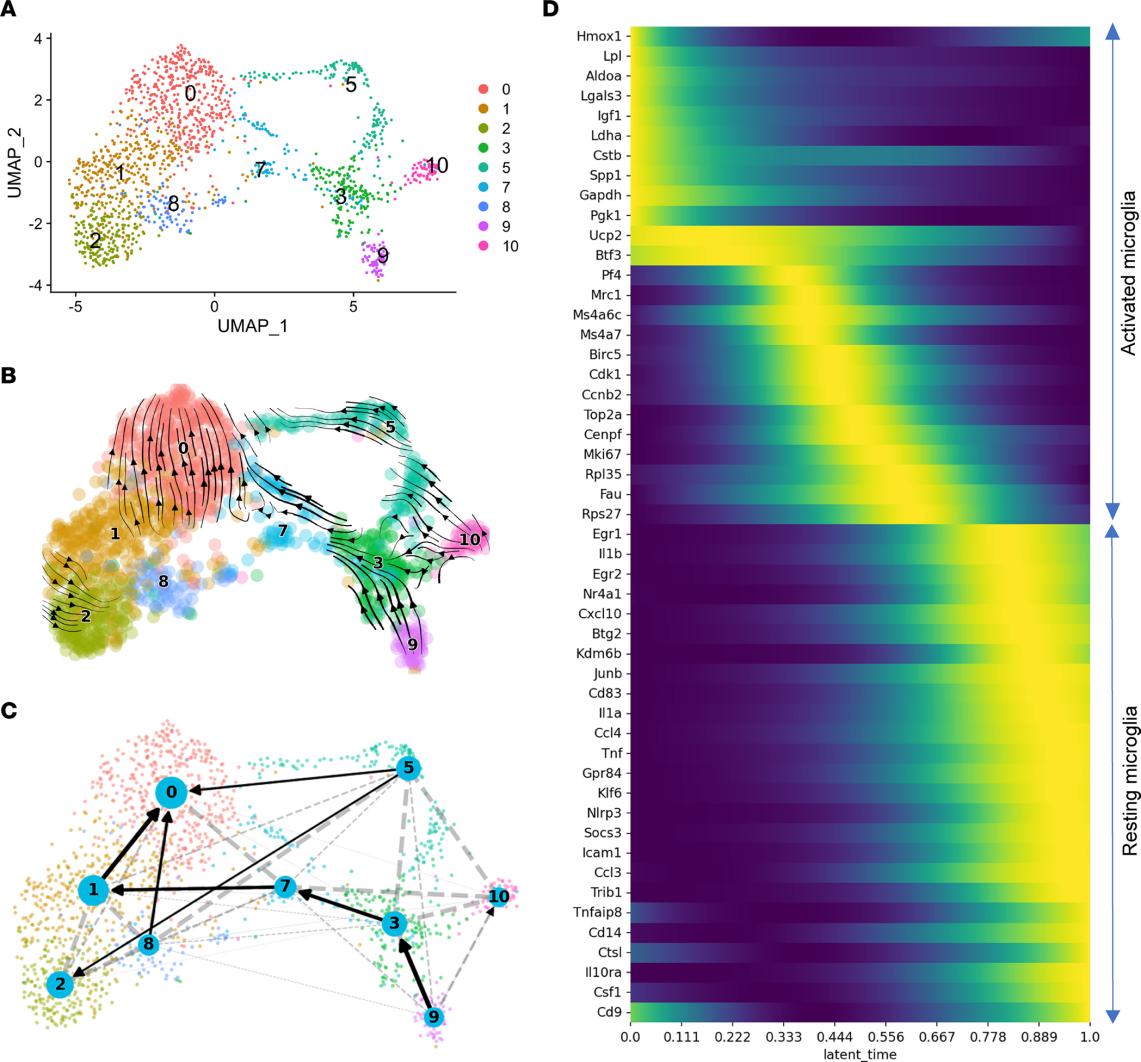
RNA velocity analysis reveals transcriptional dynamics of microglia during OIR. (**A**) The UMAP plot shows 9 distinct clusters among the RA and OIR microglia populations after subsetting and reintegration. Clusters are color coded corresponding to numbers as in Figure 1B. (**B**) The UMAP plot of RNA velocities shows the dynamics and trajectory of mRNA transcription states among RA and OIR microglia. The direction of cell state transition and RNA velocities are projected onto UMAP embedding as streamlines. (**C**) The directed partition-based graph abstraction (PAGA) plot shows the direction of velocity-inferred cell state transitions between clusters. Solid black arrows indicate predicted cell transition directions with high confidence. Dotted lines indicate potential connections between clusters that are suggested by transcriptome similarity but do not have sufficient support by RNA velocity to indicate confident transition. (**D**) Heatmap of 50 latent time-dependent lineage driver genes identified by CellRank shows a trend of gradual gene expression changes along the latent time trajectory. Each column shows gene expression levels at each point in latent time, while each row represents a corresponding gene.

**Figure 9:**
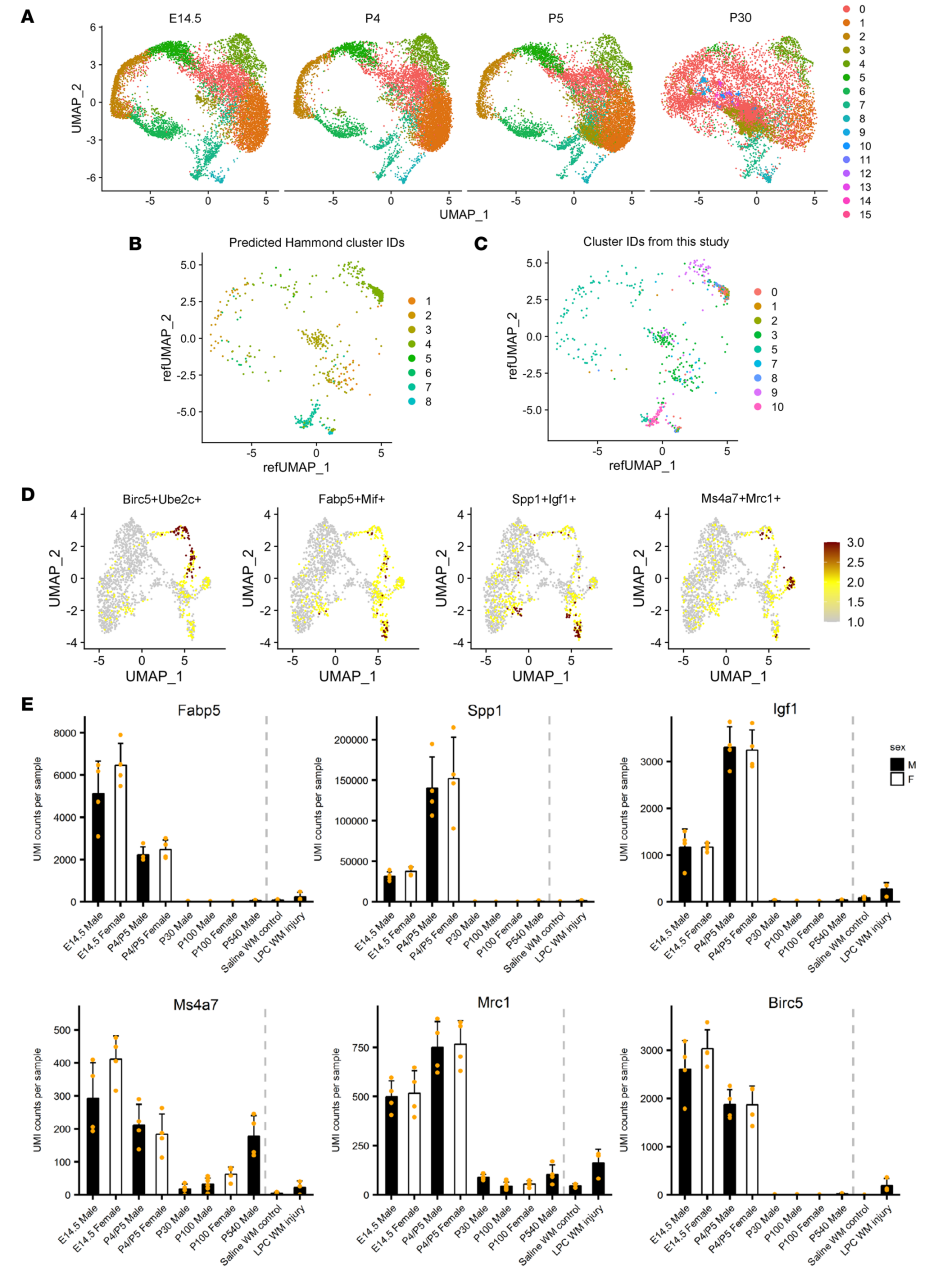
OIR and RA microglia subtypes can be identified in microglia populations from E14.5, P4, P5, and P30 mouse brain. (**A**) UMAP plot of microglia from E14.5, P4, P5, and P30 mouse brain (22). (**B**) UMAP plot of OIR and RA microglia after reference mapping and label transferring. The OIR and RA microglia were used as query data, and microglia from Hammond et al. (22) were used as the reference data set. Seurat V4 reference mapping function was used. Cells are labeled by predicted cluster names in **A** and colored accordingly. (**C**) UMAP plot of OIR and RA microglia after reference mapping and label transferring. Cells are labeled by the cluster names as in Figure 1B and colored accordingly. (**D**) UMAP plots showing gene signature AUC scores of several mouse brain microglia subpopulations from ref. 22 in OIR and RA microglia. (**E**) Bar plots showing the gene expression of subpopulation-specific markers in mouse brain microglia at different ages and upon injury from ref. 22. UMI counts, which represent expression levels of corresponding genes in microglia from embryonic (E14.5), postnatal early development (P4/P5), and young (P30), adult (P100), and aged (P540) mouse brain are shown. Data for control and injury microglia isolated at day 7 from saline-injected and lysolecithin-injected mouse white matter (P100) are shown to the left of the dashed gray lines. Plots were generated from https://www.microgliasinglecell.com.

# Supplementary material for: Single-cell transcriptome analyses reveal microglia types associated with proliferative retinopathy
**Source:** JCI Insight. 2022 Dec 8;7(23):e160940. doi: 10.1172/jci.insight.160940
**Supplement:** Supplemental data

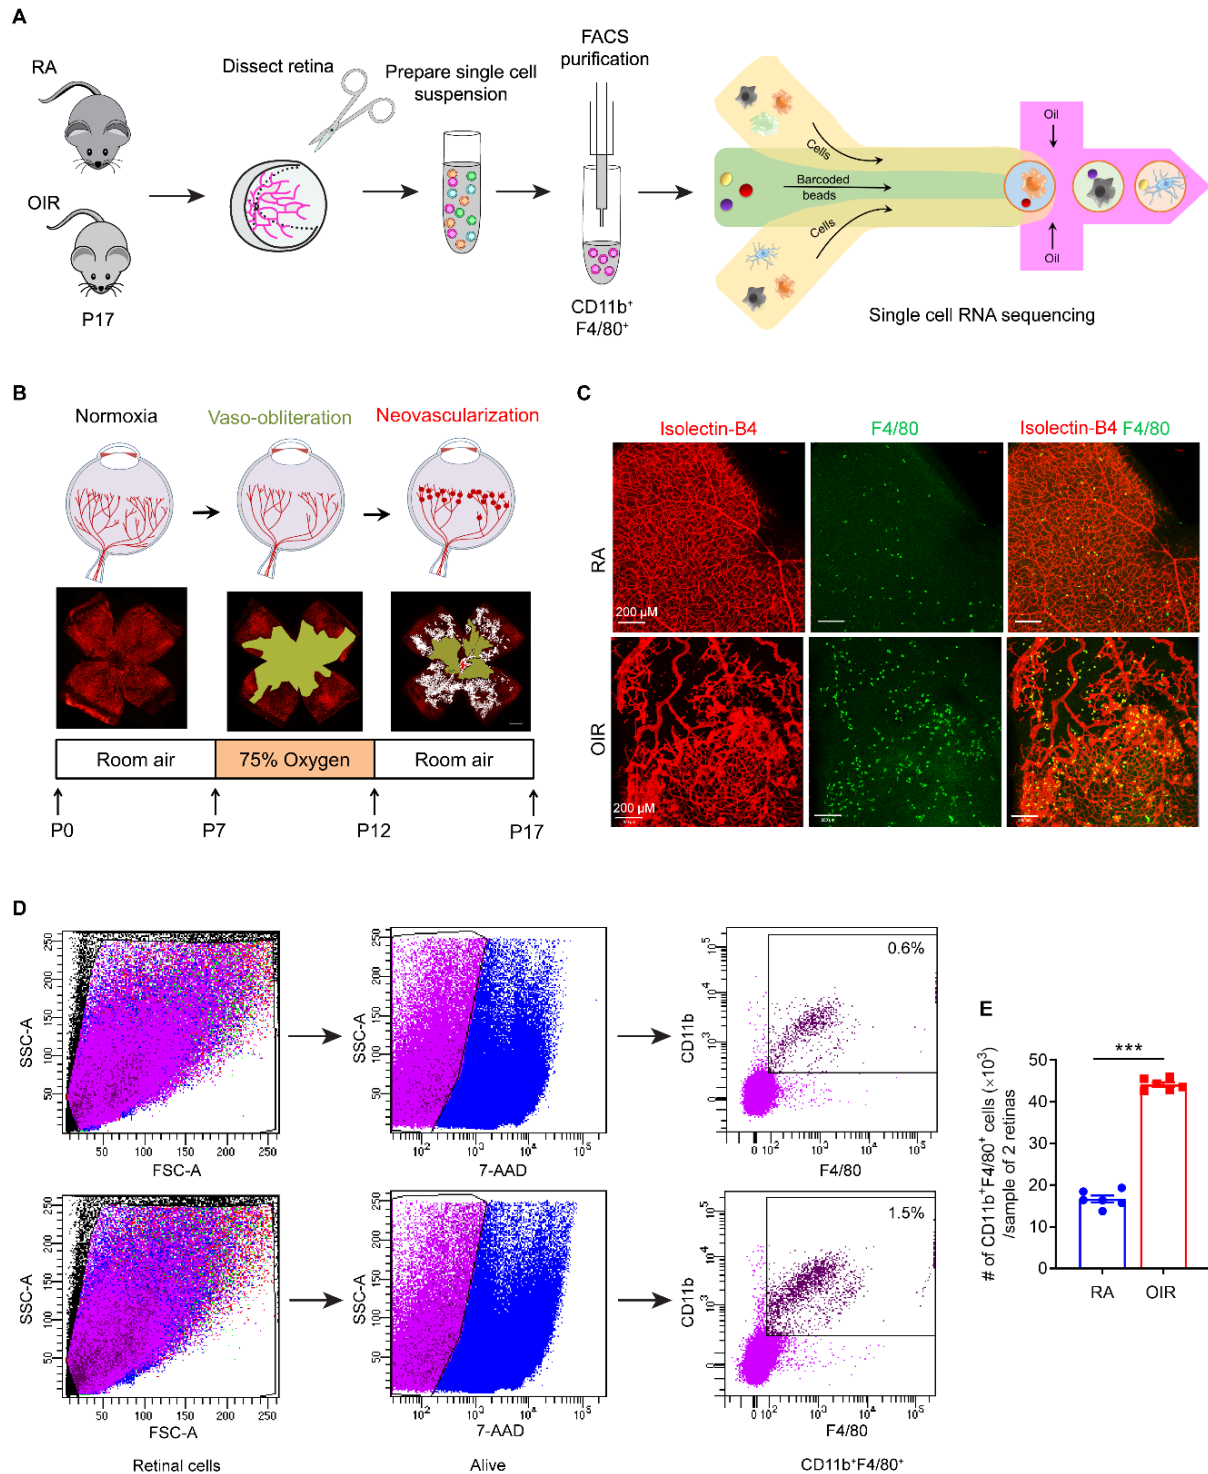

**Supplementary Figure 1. Isolation, purification, and single-cell mRNA sequencing of retinal mononuclear phagocytes from RA and OIR mice**

(A) Schematic diagram showing the experimental design. Whole retinal single cells were isolated from the whole retinas of RA and OIR mice. CD11b<sup>+</sup>F4/80<sup>+</sup> cells were captured by FACS for scRNA-seq analysis.

- (B) Schematic illustration of mouse OIR model. Neonatal mice with nursing mothers were exposed to 75% O<sub>2</sub> from postnatal day 7 (P7) to P12, followed by RA with maximum neovascularization (NV) at P17.
- (C) Double immunohistochemistry staining of isolectin B4 and F4/80 in retinas of RA and OIR mice at P17. Scale bars, 200  $\mu$ m. n = 6.
- (D) Representative FACS plots showing the cells captured for scRNA-seq.
- (E) RA and OIR retinas were collected at P17 for FACS analysis. The number of CD11b<sup>+</sup>F4/80<sup>+</sup> cells was calculated according to the proportion measured by FACS analysis. n = 6 (total of 12 retinas per condition; each “n” comprises 2 retinas). \*\*\* $P < 0.001$ . Data are mean  $\pm$  SEM. Statistical significance was determined by Student’s  $t$ -test.

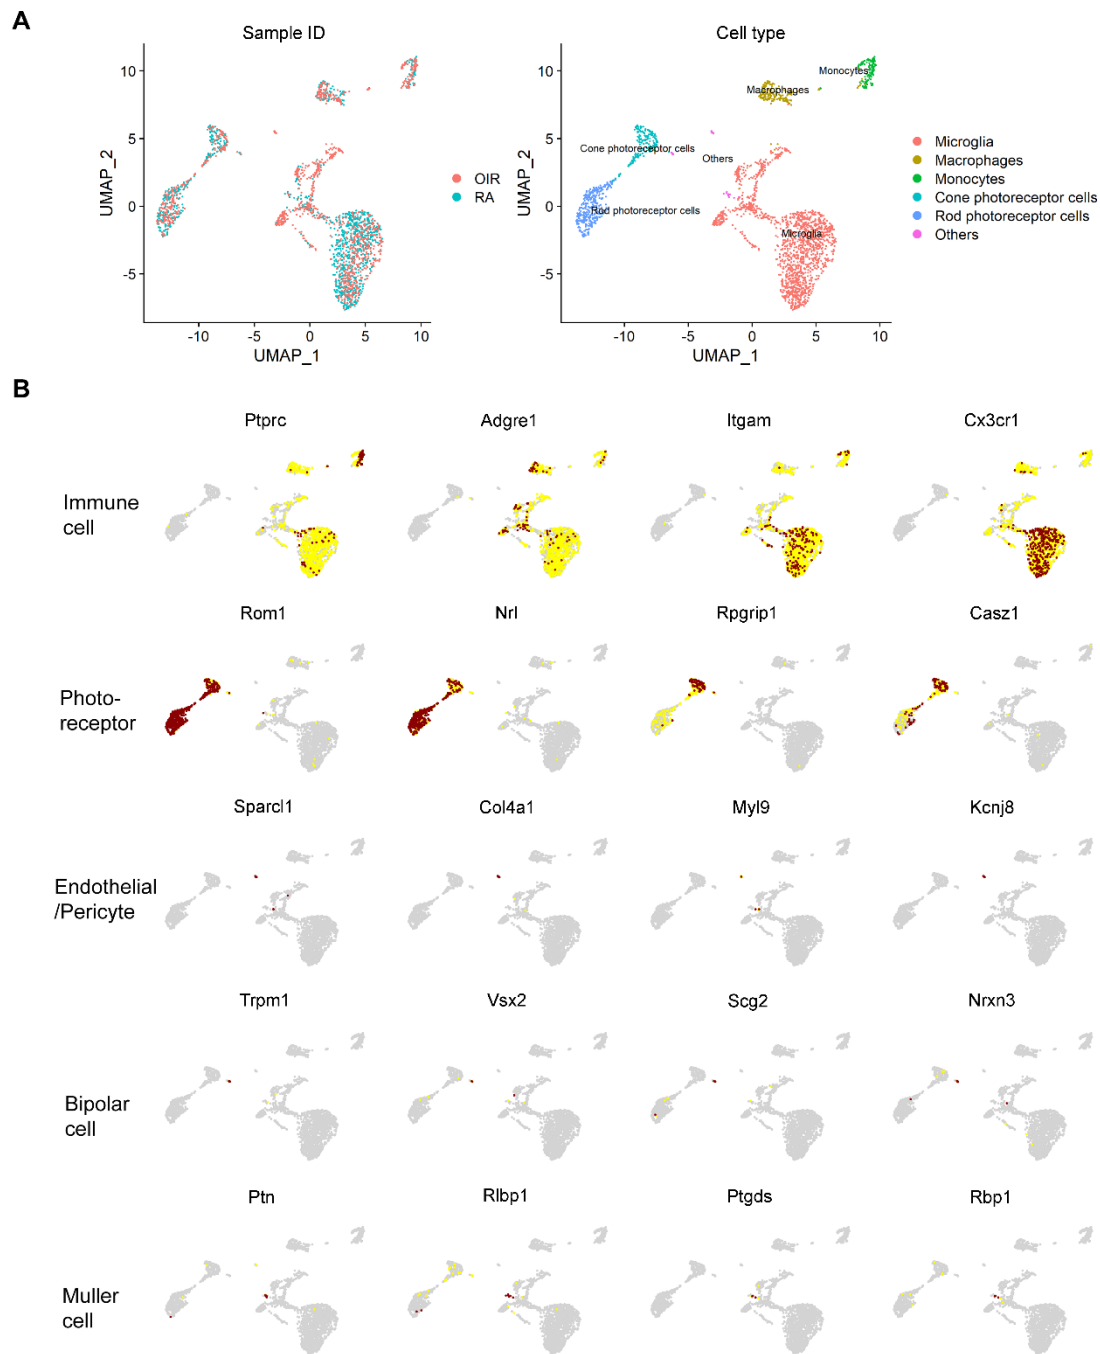

**Supplementary Figure 2. Identification of immune cells in the scRNA-seq data of RA and OIR retinas.**

- (A) UMAP plots for all 2708 cells from RA and OIR retinas with sample name (left panel) and cell type (right panel) indicated.
- (B) UMAP plots showing the expression levels of cell type-specific marker genes for immune cells, cone/rod photoreceptor cells, and other types of cells.

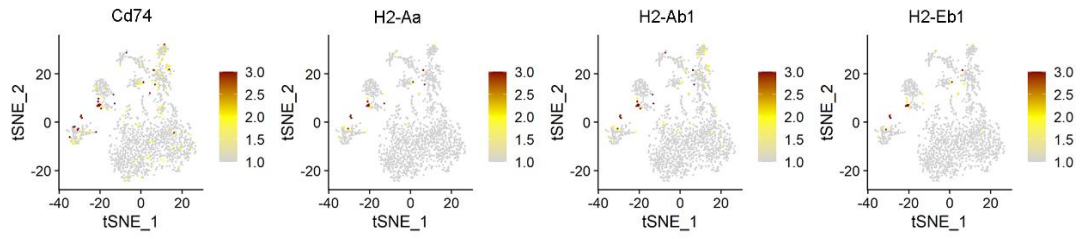

**Supplementary Figure 3. Identification of monocyte-derived macrophages during OIR by scRNA-seq.** tSNE plots showing the expression of canonical marker genes of monocyte-derived macrophages among the 11 clusters of CD11b<sup>+</sup>F4/80<sup>+</sup> cells.

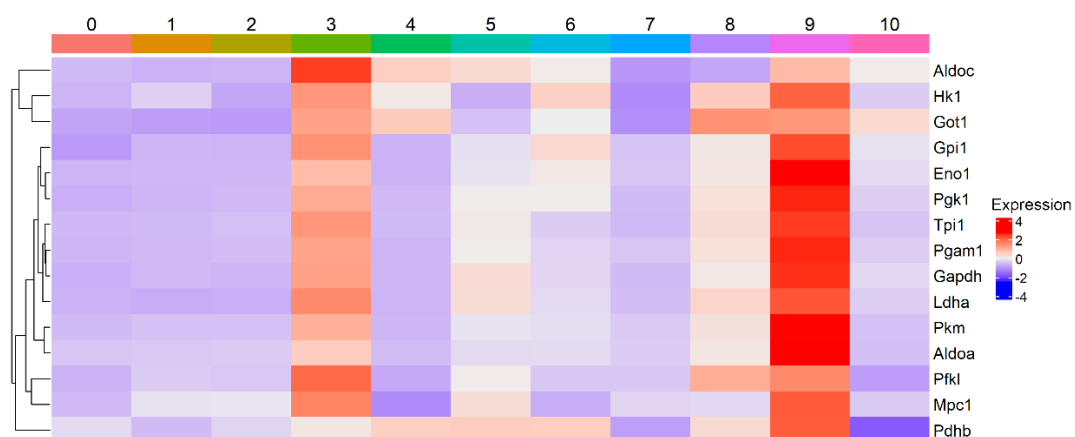

**Supplementary Figure 4. Heatmap showing the average expression of genes in the glycolysis and glycogenesis pathways in each cluster.**

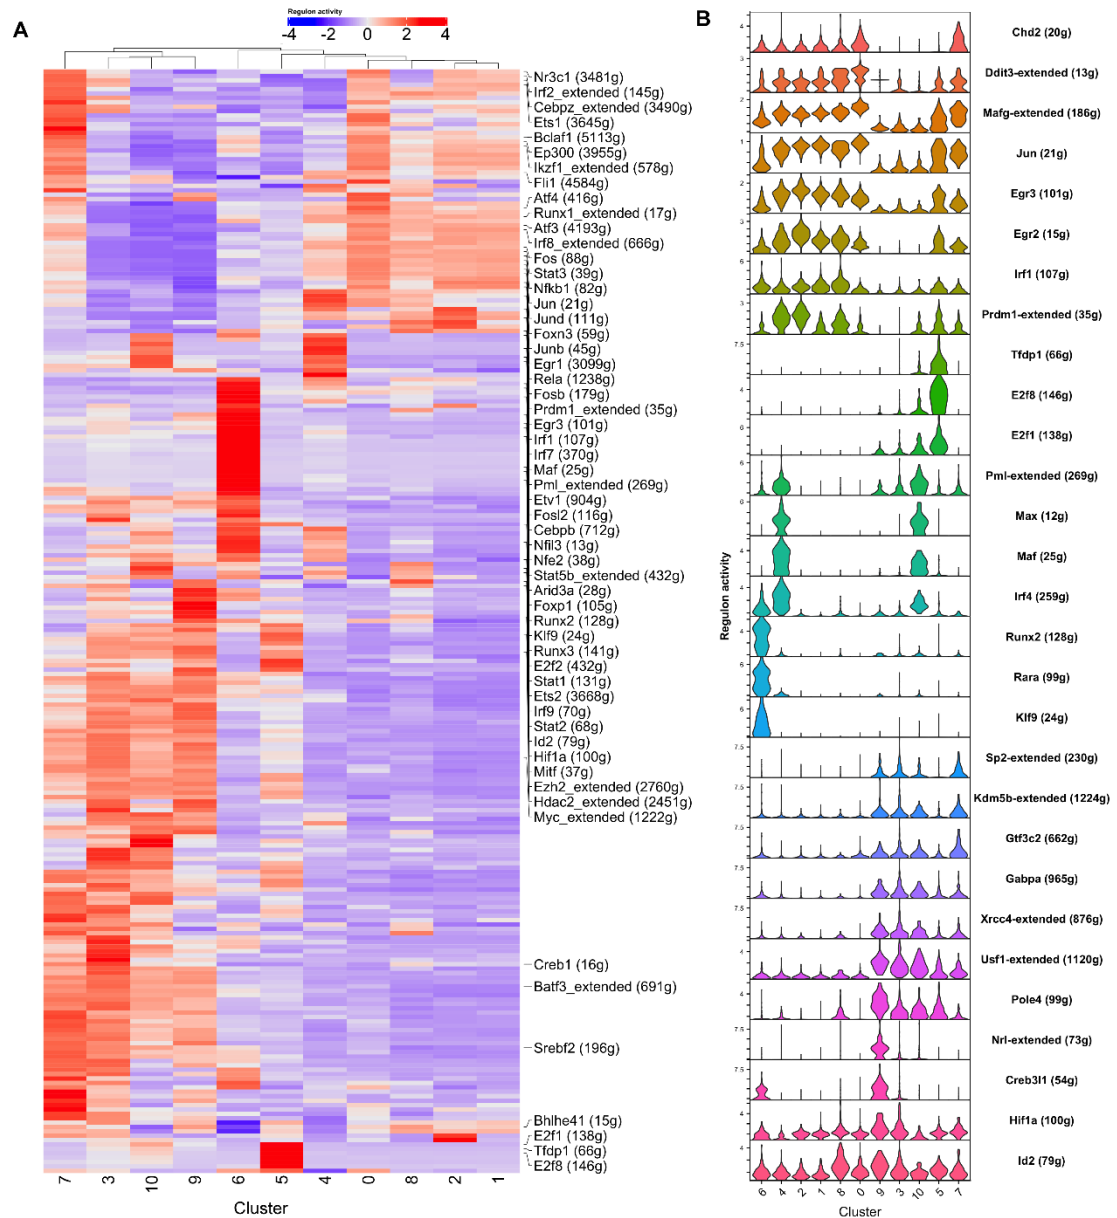

**Supplementary Figure 5. Single-cell transcriptional regulatory network analysis in RA and OIR retinas.**

- (A) Heatmap of average transcription factor regulon activities in each cluster. The columns represent clusters, and the rows represent regulons. The transcription factor regulon activity scores are determined by Single-Cell rEgulatory Network Inference and Clustering (SCENIC) package.
- (B) Violin plots showing the regulon activities of top 3 cluster-specific transcription factors of each cluster in CD11b<sup>+</sup>F4/80<sup>+</sup> cells.

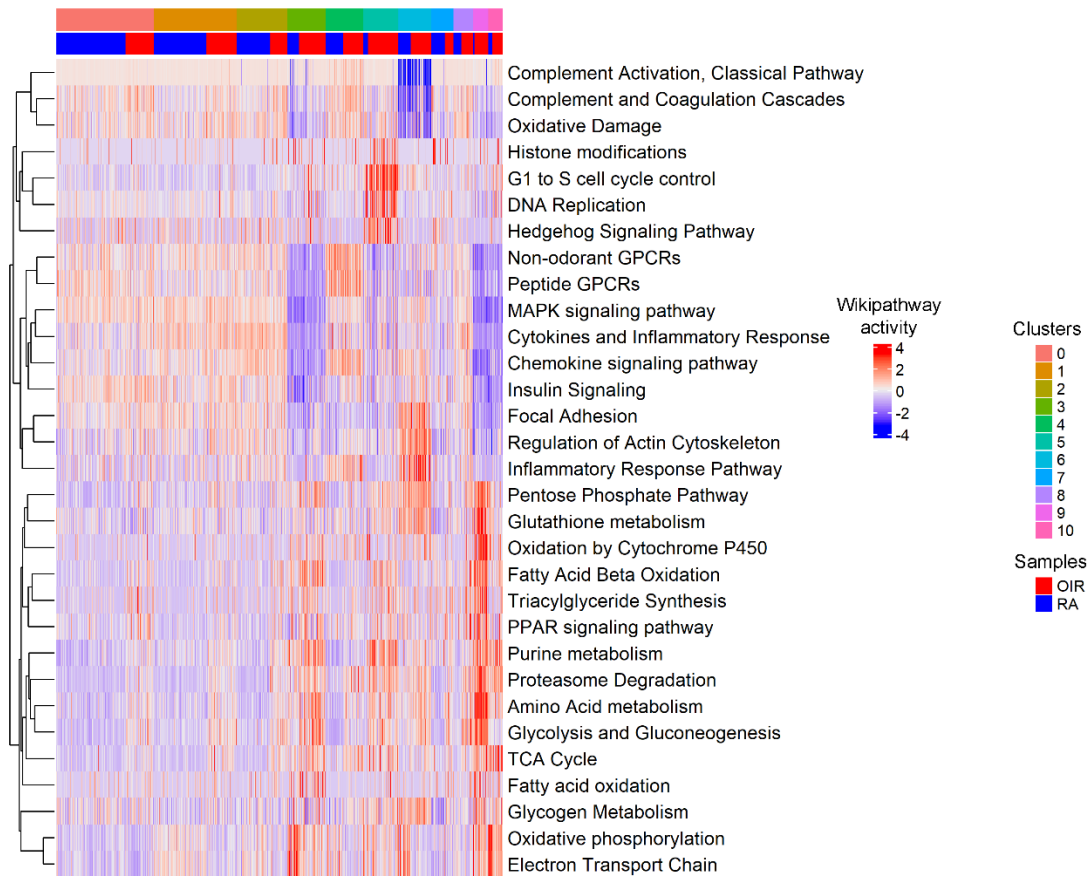

**Supplementary Figure 6. Single-cell pathway enrichment analysis in RA and OIR retinas.** Heatmap showing WikiPathways activity scores calculated by AUCell package in single cells. The columns represent single cells and the rows represent pathway AUC scores.

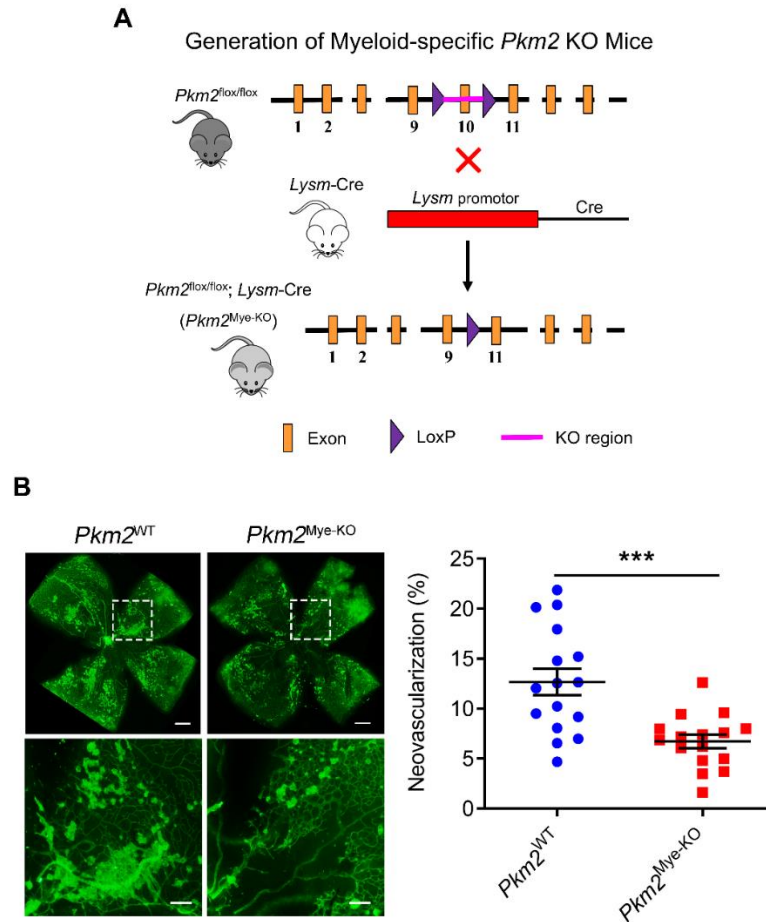

**Supplementary Figure 7. Myeloid *Pkm2* deficiency significantly decreases formation of pathological neovascularization in OIR retinas.**

- (A) Schematic illustration of the generation of myeloid-specific *Pkm2* knock-out (KO) mice.
- (B) Representative retinal whole mounts from postnatal day (P)17-OIR retinas of *Pkm2*<sup>+/+</sup>*Lysm*<sup>cre</sup> (*Pkm2*<sup>WT</sup>) and *Pkm2*<sup>flox/flox</sup>*Lysm*<sup>cre</sup> (*Pkm2*<sup>Mye-KO</sup>) mice stained with isolectin B4 (green). Two selected retinal areas (white box) were enlarged to show pathological neovessels. Area of pathological neovascularization is quantified as percentage of total retinal area. n = 16 retinas; Scale bars, 500  $\mu$ m for original images and 200  $\mu$ m for enlarged images. Data are means  $\pm$  SEM. \*\*\**P* < 0.001 by Student's *t* test.

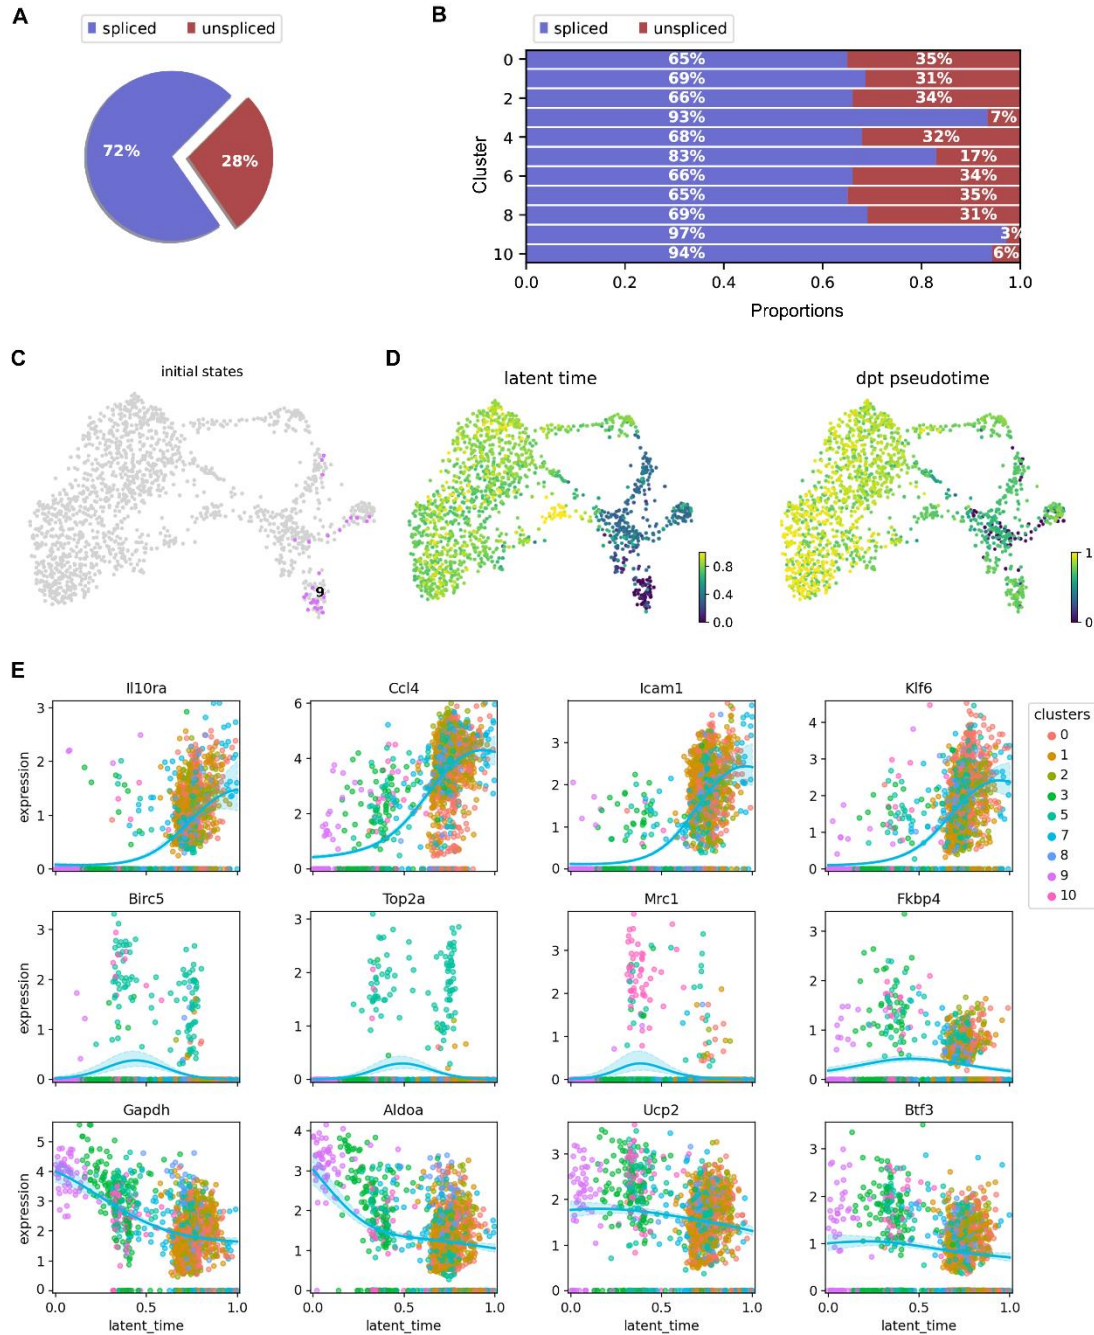

**Supplementary Figure 8. RNA velocity analysis reveals transcriptional dynamics of OIR and RA microglia.**

- (A) Pie chart showing the proportions of spliced and unspliced (intron-containing) sequencing reads in the whole dataset.
- (B) Bar chart showing proportions of spliced and unspliced (intron-containing) sequencing reads in each of the 11 clusters of the CD11b<sup>+</sup>F4/80<sup>+</sup> cells.
- (C) The initial state identified by the CellRank package. A majority of cells in cluster 9 and a portion of cells in cluster 10 were identified as in the initial state of differentiation trajectory.
- (D) UMAP plot of latent time and diffusion map pseudotime calculated by scVelo based on the initial and terminal states identified by CellRank.

(E) Gene trend plots showing the smoothed gene expression toward the terminal populations for a group of lineage driver genes.

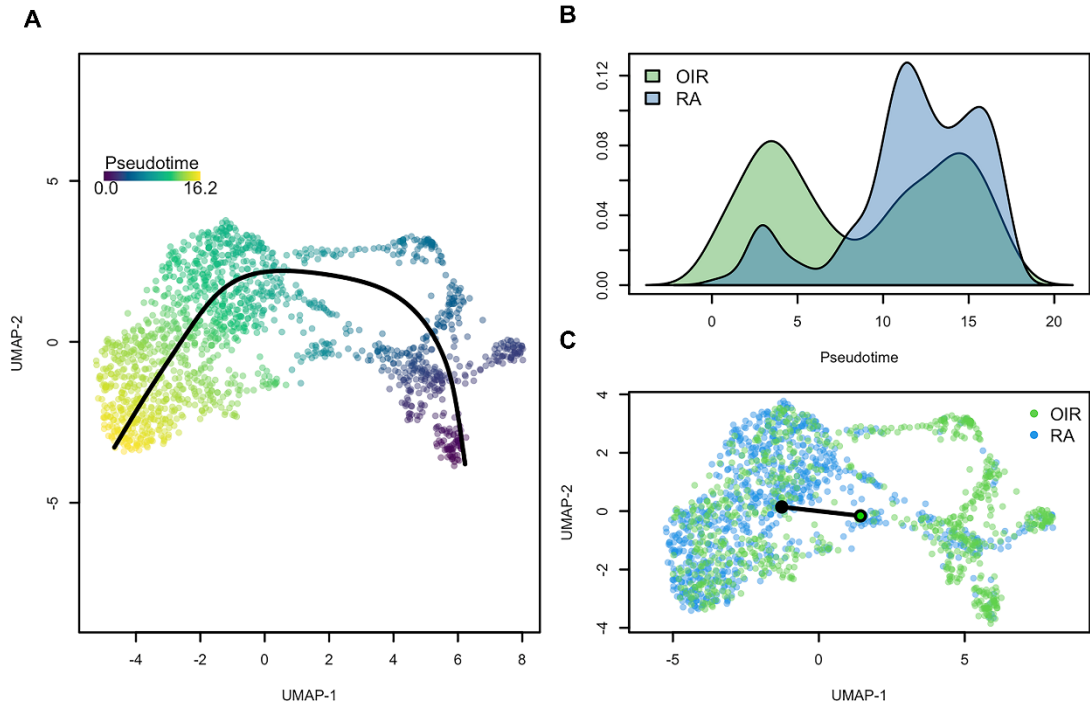

**Supplementary Figure 9. Pseudotime trajectory inferred by slingshot package.**

- (A) UMAP plot of slingshot pseudotime. Each point is a cell and is colored by pseudotime ordering. The fitted principal curve is shown in black.
- (B) Comparison between the distribution of slingshot pseudotime between OIR and RA microglia.
- (C) The minimal spanning tree generated by slingshot, where the OIR was selected as root cells.

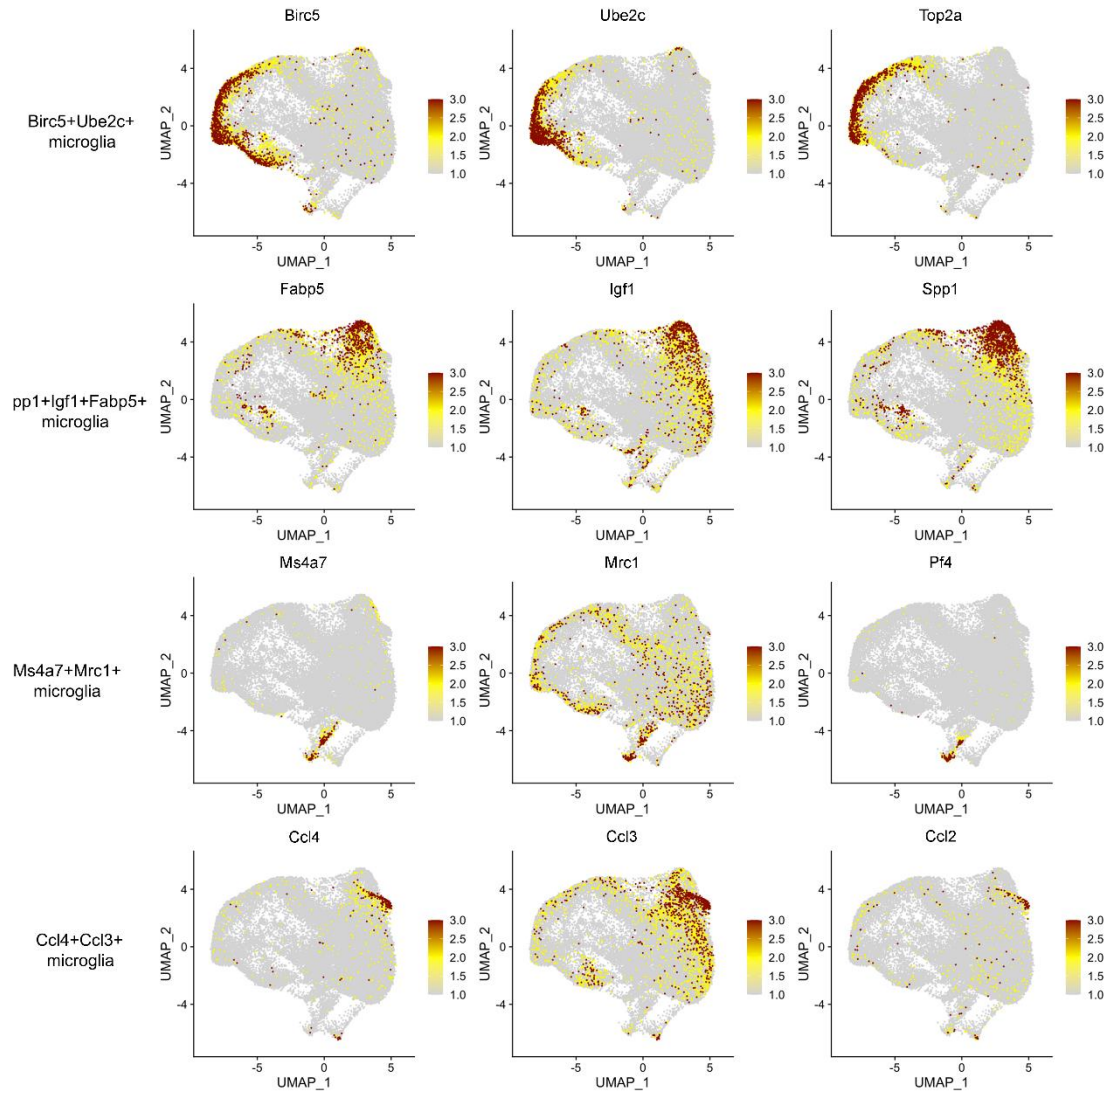

**Supplementary Figure 10. OIR and RA microglia subtypes can be identified in microglia populations from E14.5, P4, P5 and P30 mouse brain.** UMAP plots showing gene expression patterns of representative marker genes for several indicated microglia subpopulations in E14.5, P4, P5 and P30 mouse brains from Hammond et al.

[See uploaded file]

**Supplementary Table 1.** List of enriched marker genes of the 11 clusters of CD11b<sup>+</sup>F4/80<sup>+</sup> cells.

[See uploaded file]

**Supplementary Table 2.** List of the top 10 enriched marker genes of the 11 clusters of CD11b<sup>+</sup>F4/80<sup>+</sup> cells.

| Target gene                    | Sequence                          |
|--------------------------------|-----------------------------------|
| mouse <i>18S ribosomal RNA</i> | F: 5'- CTTAGAGGGACAAGTGGCG -3'    |
|                                | R: 5'- ACGCTGAGCCAGTCAGTGTA -3'   |
| mouse <i>Gapdh</i>             | F:5'- AGGTCGGTGTGAACGGATTTG -3'   |
|                                | R:5'- GGGGTCGTTGATGGCAACA -3'     |
| mouse <i>Pgk1</i>              | F:5'- ATGTCGCTTTCCAACAAGCTG -3'   |
|                                | R:5'- GCTCCATTGTCCAAGCAGAAT -3'   |
| mouse <i>Eno1</i>              | F:5'- TGC GTCCACTGGCATCTAC -3'    |
|                                | R:5'- CAGAGCAGGCGCAATAGTTTTA -3'  |
| mouse <i>Ldha</i>              | F:5'- ACATTGTCAAGTACAGTCCACAC -3' |
|                                | R:5'- TTCCAATTACTCGGTTTTTGGGA -3' |
| mouse <i>Pkm2</i>              | F:5'- AGGATGCCGTGCTGAATG -3'      |
|                                | R:5'- TAGAAGAGGGGCTCCAGAGG -3'    |
| mouse <i>Pgam1</i>             | F:5'- TCTGTGCAGAAGAGAGCAATCC -3'  |
|                                | R:5'- CTGTCAGACCGCCATAGTGT -3'    |
| mouse <i>Igf1</i>              | F:5'- CTGGACCAGAGACCCTTTGC -3'    |
|                                | R:5'- GGACGGGGACTTCTGAGTCTT -3'   |
| mouse <i>Fabp5</i>             | F:5'- TGAAAGAGCTAGGAGTAGGACTG -3' |
|                                | R:5'- CTCTCGGTTTTGACCGTGATG -3'   |
| mouse <i>Myc</i>               | F:5'- GCCGATCAGCTGGAGATGA -3'     |
|                                | R:5'- GTCGTCAGGATCGCAGATGAAG -3'  |

|                   |                                   |
|-------------------|-----------------------------------|
| mouse <i>Ccl2</i> | F:5'- CAGGTCCCTGTCATGCTTCT -3'    |
|                   | R:5'- GTGGGGCGTTAACTGCATCT -3'    |
| mouse <i>Il6</i>  | F:5'- TCTTGGGACTGATGCTG GTGA -3'  |
|                   | R:5'- GCAAGTGCATCATCGTT GTTCA -3' |
| mouse <i>Il1b</i> | F:5'- TGTCTTGGCCGAGGACTAAGG -3'   |
|                   | R:5'- TGGGCTGGACTGTTTCTAATGC -3'  |
| mouse <i>Tnfa</i> | F:5'- ACGGCATGGATCTCAAAGAC -3'    |
|                   | R:5'- AGATAGCAAATCGGCTGACG -3'    |

**Supplementary Table 3. Specific primer sequences for qRT-PCR analyses** (F: forward primer; R: reverse primer)

# Supplementary material for: Single-cell transcriptome analyses reveal microglia types associated with proliferative retinopathy
**Source:** JCI Insight. 2022 Dec 8;7(23):e160940. doi: 10.1172/jci.insight.160940
**Supplement:** Supplemental table 1

"","p\_val","avg\_log2FC","pct.1","pct.2","p\_val\_adj","cluster","gene"  
"Ier5",5.31946386757398e-105,1.25549729116785,0.998,0.771,8.9696799735  
0324e-101,"0","Ier5"  
"Rhob",1.98607106193287e-99,1.40466588793594,0.995,0.763,3.34891302463  
121e-95,"0","Rhob"  
"Ddx5",9.74315925987136e-92,0.879198847980367,0.995,0.923,1.6428915143  
9951e-87,"0","Ddx5"  
"Jund",1.67046564594163e-91,1.09584813841618,0.998,0.876,2.81673917218  
677e-87,"0","Jund"  
"Sertad1",1.28548335297366e-83,1.11734178469083,0.824,0.396,2.16758202  
978419e-79,"0","Sertad1"  
"Jmjd1c",1.31122732220766e-83,1.19482265632404,0.963,0.66,2.2109915107  
0656e-79,"0","Jmjd1c"  
"Btg2",6.4041287355696e-81,1.14427944800629,0.998,0.796,1.079864187391  
75e-76,"0","Btg2"  
"Ccnl1",3.43566952212195e-76,1.02500144597659,0.983,0.711,5.7932259482  
0202e-72,"0","Ccnl1"  
"Junb",1.88723150020698e-74,0.880039340517231,0.998,0.859,3.1822497556  
4901e-70,"0","Junb"  
"Hmox1",1.02986994891003e-71,0.568322058502597,0.961,0.673,1.736566707  
85209e-67,"0","Hmox1"  
"Ifrd1",2.62663392186684e-70,1.14827473258941,0.983,0.704,4.4290301190  
5186e-66,"0","Ifrd1"  
"Fos",1.39532168308993e-67,1.0039284884438,0.993,0.817,2.3527914220262  
4e-63,"0","Fos"  
"Rrad",6.1706411611102e-66,1.61624694743704,0.745,0.357,1.040493512586  
4e-61,"0","Rrad"  
"Ubc",2.23284831030313e-65,0.891595489493831,1,0.925,3.76502882083314e  
-61,"0","Ubc"  
"Wsb1",1.64341879752141e-64,0.941068958261532,0.924,0.618,2.7711327763  
806e-60,"0","Wsb1"  
"Atf4",6.1714157902912e-64,1.0039130221127,0.902,0.599,1.0406241305589  
e-59,"0","Atf4"  
"Eif1",3.08560603449179e-62,0.647231213606203,1,0.943,5.20294889536005  
e-58,"0","Eif1"  
"Atf3",4.15660263768674e-62,1.32123052068005,0.956,0.699,7.00886336766  
739e-58,"0","Atf3"  
"Eif5",1.50705344221015e-61,0.910749594159987,0.953,0.72,2.54119351425  
475e-57,"0","Eif5"  
"Jun",6.23262502029701e-59,1.04514537931351,0.995,0.789,1.050945230922  
48e-54,"0","Jun"  
"Mat2a",1.5439408083842e-58,0.961761270915983,0.951,0.668,2.6033929910  
9743e-54,"0","Mat2a"  
"Klf6",2.35414972085368e-57,1.05025160590839,0.985,0.716,3.96956725930  
348e-53,"0","Klf6"  
"Mcl1",1.22239544754339e-56,0.793865689376037,1,0.84,2.06120320364767e  
-52,"0","Mcl1"  
"Neurl3",1.8355856368553e-54,1.03729944897731,0.897,0.605,3.0951645008  
6541e-50,"0","Neurl3"  
"Ddit3",6.36179892091768e-53,0.911792754019454,0.608,0.247,1.072726534

04514e-48,"0","Ddit3"  
"Tra2b",1.34341343849846e-52,0.920021900321397,0.887,0.619,2.265263739  
99611e-48,"0","Tra2b"  
"Sqstm1",3.02212115536265e-51,0.923178725442587,0.963,0.697,5.09590069  
21725e-47,"0","Sqstm1"  
"Srsf5",1.02225139069173e-49,0.747824316721675,0.966,0.73,1.7237202949  
8439e-45,"0","Srsf5"  
"Egr1",1.2351385151262e-49,0.874641308386815,0.998,0.741,2.08269056420  
58e-45,"0","Egr1"  
"Kdm6b",1.80729478568031e-49,0.842719083527495,0.968,0.689,3.047460467  
61415e-45,"0","Kdm6b"  
"Neat1",2.25651515979293e-49,0.921102233385613,0.978,0.706,3.804935862  
44284e-45,"0","Neat1"  
"Ppp1r10",7.62408871349035e-49,0.837640949677708,0.924,0.619,1.2855738  
3886874e-44,"0","Ppp1r10"  
"Malat1",1.72831087056952e-47,0.750461102213346,1,0.781,2.914277789954  
32e-43,"0","Malat1"  
"Dusp8",1.79178895182974e-47,0.760939320658782,0.635,0.301,3.021314530  
5753e-43,"0","Dusp8"  
"Brd2",2.74167695780689e-47,0.917409384322184,0.853,0.552,4.6230156862  
5398e-43,"0","Brd2"  
"Irf2bpl",6.55558423430966e-46,0.882981944543408,0.777,0.46,1.10540261  
358929e-41,"0","Irf2bpl"  
"Zfand5",6.69055012571402e-46,0.770791859237688,0.949,0.728,1.12816056  
21979e-41,"0","Zfand5"  
"Adgrg1",8.58324294316982e-46,0.655952680695147,0.853,0.487,1.44730642  
507729e-41,"0","Adgrg1"  
"Rbbp6",1.34841527236699e-45,0.777503691461141,0.797,0.502,2.273697832  
26522e-41,"0","Rbbp6"  
"Slco2b1",4.07875443839309e-45,0.705487721101746,0.944,0.667,6.8775957  
3401844e-41,"0","Slco2b1"  
"Pcf11",1.22177348421536e-44,0.708752774617728,0.824,0.5,2.06015444908  
394e-40,"0","Pcf11"  
"Herpud1",1.88453438971556e-44,0.810518642783834,0.902,0.602,3.1777018  
8793838e-40,"0","Herpud1"  
"C3ar1",2.10453895930956e-44,0.784233221634625,0.922,0.687,3.548673593  
18778e-40,"0","C3ar1"  
"Pnrc1",2.94593086210866e-44,0.693390208009891,0.971,0.768,4.967428619  
68762e-40,"0","Pnrc1"  
"Klf2",5.66775348576552e-43,1.31138410104506,0.887,0.602,9.55696592769  
782e-39,"0","Klf2"  
"Nav3",6.70681254921042e-43,0.708326326500682,0.855,0.489,1.1309027320  
4786e-38,"0","Nav3"  
"Tfe3",9.48417259252082e-43,0.767639025724144,0.789,0.491,1.5992211825  
5086e-38,"0","Tfe3"  
"Stat3",1.10819094650775e-42,0.745324971274588,0.914,0.63,1.8686315740  
0137e-38,"0","Stat3"  
"Tsc22d3",2.06770069647967e-42,0.982951510276845,0.674,0.349,3.4865569  
1440402e-38,"0","Tsc22d3"  
"Rela",3.74428918092087e-42,0.679541039021673,0.779,0.478,6.3136204168

6878e-38,"0","Rela"  
"Rbm39",6.45742208318513e-42,0.592389875718696,0.975,0.76,1.0888505116  
6668e-37,"0","Rbm39"  
"Skil",1.95408995427987e-41,0.600756419759848,0.998,0.745,3.2949864809  
0672e-37,"0","Skil"  
"Sfpq",2.15134653283418e-41,0.661790024232864,0.949,0.721,3.6276005236  
65e-37,"0","Sfpq"  
"Icam1",3.34890664293105e-41,0.749246605543436,0.971,0.681,5.646926381  
31033e-37,"0","Icam1"  
"Gm17056",3.76607633047144e-41,0.855218778388635,0.708,0.373,6.3503579  
0844094e-37,"0","Gm17056"  
"Tnfrsf12a",1.62547482287462e-40,0.578908693254658,0.488,0.182,2.74087  
564633118e-36,"0","Tnfrsf12a"  
"Tmem119",1.68408919921861e-40,0.690137126030891,0.956,0.654,2.8397112  
0772242e-36,"0","Tmem119"  
"Dusp1",1.97215756261389e-40,0.790776183432897,0.985,0.744,3.325452082  
07954e-36,"0","Dusp1"  
"Arid5a",2.14264606969356e-40,0.701152877466683,0.696,0.392,3.61292980  
271728e-36,"0","Arid5a"  
"Eif1a",3.65649731280091e-40,0.778466630744845,0.721,0.431,6.165585768  
84489e-36,"0","Eif1a"  
"Rsrp1",4.47995964802141e-40,0.651538912116757,0.958,0.683,7.554107958  
49371e-36,"0","Rsrp1"  
"Nufip2",5.49800306854033e-40,0.703907765609305,0.76,0.454,9.270732774  
1727e-36,"0","Nufip2"  
"Sbno2",7.4817973570002e-40,0.747527687119179,0.841,0.552,1.2615806703  
3737e-35,"0","Sbno2"  
"Srrm2",1.21930047646109e-39,0.607780838687444,0.963,0.768,2.055984463  
4087e-35,"0","Srrm2"  
"Adap2",2.67393574560077e-39,0.603006559915121,0.873,0.571,4.508790454  
23202e-35,"0","Adap2"  
"Clk1",5.17619715844106e-39,0.667713247133094,0.924,0.664,8.7281036485  
6331e-35,"0","Clk1"  
"Siglech",1.56879004987789e-38,0.623035358123229,0.951,0.638,2.6452937  
8210409e-34,"0","Siglech"  
"P2ry12",2.40574283951027e-38,0.636938755245466,0.98,0.759,4.056563575  
98221e-34,"0","P2ry12"  
"Son",3.51082471146552e-38,0.649637842851878,0.946,0.74,5.919952628473  
17e-34,"0","Son"  
"Cx3cr1",4.93495066123422e-38,0.670247518613979,0.985,0.823,8.32131380  
497314e-34,"0","Cx3cr1"  
"Usp2",5.2506458905261e-38,0.615718809891525,0.718,0.408,8.85363910060  
511e-34,"0","Usp2"  
"Zbtb7a",5.44002761848965e-38,0.763870423488735,0.777,0.496,9.17297457  
029725e-34,"0","Zbtb7a"  
"Dnajb1",7.23268085142793e-38,0.944765423902772,0.755,0.457,1.21957464  
516778e-33,"0","Dnajb1"  
"Rlim",8.77828006348195e-38,0.679568310297846,0.691,0.403,1.4801935843  
0433e-33,"0","Rlim"  
"Vmp1",3.03255538737859e-37,0.650192488002237,0.904,0.663,5.1134948941

9777e-33,"0","Vmp1"  
"Selplg",8.13366186948678e-37,0.602970937485244,0.978,0.823,1.37149806  
443286e-32,"0","Selplg"  
"Zfhx3",1.13631426985816e-36,0.57399710837854,0.941,0.66,1.91605312183  
483e-32,"0","Zfhx3"  
"Cebpa",1.7032131360639e-36,0.859953621940291,0.833,0.552,2.8719579900  
3095e-32,"0","Cebpa"  
"Il6ra",3.99864941598312e-36,0.628588848416853,0.887,0.604,6.742522645  
23073e-32,"0","Il6ra"  
"Trib1",8.11441585431775e-36,0.784701472080694,0.828,0.548,1.368252801  
35506e-31,"0","Trib1"  
"Ier2",1.02980204119177e-35,0.715137022477333,0.995,0.807,1.7364522018  
5756e-31,"0","Ier2"  
"Ccr5",2.66661543780856e-35,0.661254185517027,0.858,0.561,4.4964469512  
3279e-31,"0","Ccr5"  
"Fam214b",3.06330905035785e-35,0.570707263432047,0.515,0.232,5.1653517  
2071342e-31,"0","Fam214b"  
"Srgap2",5.5919425336595e-35,0.582492836853656,0.902,0.623,9.429133500  
25664e-31,"0","Srgap2"  
"Fus",2.74020362446592e-34,0.618360290678391,0.912,0.692,4.62053135157  
444e-30,"0","Fus"  
"Taf7",3.01665904160061e-34,0.635074208804523,0.623,0.332,5.0866904759  
4695e-30,"0","Taf7"  
"Mafg",3.3055892401923e-34,0.619189505564258,0.848,0.586,5.57388457681  
225e-30,"0","Mafg"  
"H3f3b",7.12196791506742e-34,0.540458207248542,0.998,0.971,1.200906229  
83867e-29,"0","H3f3b"  
"Il10ra",9.25377929837799e-34,0.669923369294811,0.87,0.618,1.560372265  
2925e-29,"0","Il10ra"  
"Epb41l2",1.02307126204658e-33,0.578162747203204,0.973,0.725,1.7251027  
6206294e-29,"0","Epb41l2"  
"Tanc2",1.4889617015874e-33,0.545728089801232,0.865,0.55,2.51068722121  
667e-29,"0","Tanc2"  
"Midn",2.51816502824753e-33,0.714993443976397,0.696,0.44,4.24612987063  
099e-29,"0","Midn"  
"Senp2",2.72469223518549e-33,0.616552377931475,0.755,0.488,4.594376046  
96978e-29,"0","Senp2"  
"Csnk1e",5.64192379461277e-33,0.569743962845495,0.909,0.658,9.51341190  
247605e-29,"0","Csnk1e"  
"Col27a1",1.86096108702115e-32,0.581294951358211,0.596,0.299,3.1379525  
8493507e-28,"0","Col27a1"  
"Gls",2.57068491067262e-32,0.599683413278465,0.76,0.477,4.334688896376  
17e-28,"0","Gls"  
"Cyth4",1.51470082140522e-31,0.557963013637282,0.956,0.743,2.554088525  
05349e-27,"0","Cyth4"  
"Frmd4a",2.07423810102715e-31,0.517586398407018,0.846,0.55,3.497580285  
95199e-27,"0","Frmd4a"  
"Tmem88",2.50993049346168e-31,0.661775886158731,0.659,0.373,4.23224479  
807509e-27,"0","Tmem88"  
"Gmip",2.93685970923085e-31,0.590595583271642,0.74,0.494,4.95213284170

505e-27,"0","Gmip"  
"Slc15a3",4.99162994383012e-31,0.653756567384236,0.9,0.643,8.416886411  
28635e-27,"0","Slc15a3"  
"Rsrc2",5.75864271226045e-31,0.614953587617567,0.816,0.556,9.710223341  
41358e-27,"0","Rsrc2"  
"Nktr",1.26231934376775e-30,0.573375353572352,0.855,0.584,2.1285228774  
6117e-26,"0","Nktr"  
"Rbm25",1.71608218472306e-30,0.558255277172756,0.907,0.674,2.893657779  
88002e-26,"0","Rbm25"  
"Srsf2",3.71113183512393e-30,0.608582215193876,0.939,0.735,6.257710500  
38597e-26,"0","Srsf2"  
"Zfp36",4.14879132907577e-30,0.573389659048921,0.993,0.805,6.995691939  
08757e-26,"0","Zfp36"  
"Mertk",6.2833213082048e-30,0.518069134451725,0.811,0.543,1.0594936389  
8949e-25,"0","Mertk"  
"Txnrd1",6.9838081186758e-30,0.639871966107213,0.752,0.468,1.177609724  
97111e-25,"0","Txnrd1"  
"Trim47",7.51070505111608e-30,0.567215632971542,0.623,0.339,1.26645508  
571919e-25,"0","Trim47"  
"Zc3h12a",8.67025855981818e-30,0.593249792022497,0.738,0.487,1.4619789  
9835654e-25,"0","Zc3h12a"  
"Gm26532",1.53314413047069e-29,0.615202441111878,0.652,0.374,2.5851876  
3279967e-25,"0","Gm26532"  
"Sun2",1.55759604366643e-29,0.568098767384177,0.627,0.356,2.6264184488  
3034e-25,"0","Sun2"  
"Bcl10",4.48756787024609e-29,0.560241521546576,0.877,0.649,7.566936942  
80896e-25,"0","Bcl10"  
"Nlrp3",6.49164963537232e-29,0.740392855186294,0.892,0.642,1.094621961  
51648e-24,"0","Nlrp3"  
"Fosb",9.30933916722622e-29,0.888083856521918,0.789,0.507,1.5697407703  
7769e-24,"0","Fosb"  
"Slc38a2",1.19898839903997e-28,0.540559091373629,0.853,0.599,2.0217342  
384612e-24,"0","Slc38a2"  
"Rassf1",2.97559241784726e-28,0.610150570481527,0.637,0.371,5.01744393  
497405e-24,"0","Rassf1"  
"BC005537",3.26975105692372e-28,0.566080847382751,0.824,0.569,5.513454  
23218478e-24,"0","BC005537"  
"Mef2c",3.29204026735913e-28,0.524748407548447,0.968,0.775,5.551038298  
82097e-24,"0","Mef2c"  
"Actg1",3.75317945006862e-28,0.38428926028541,1,0.989,6.32861118870571  
e-24,"0","Actg1"  
"Arhgap17",4.02896578245494e-28,0.536839171536121,0.745,0.491,6.793642  
10237552e-24,"0","Arhgap17"  
"Gm46224",4.5256617604492e-28,0.729598151060802,0.404,0.173,7.63117086  
046944e-24,"0","Gm46224"  
"Mef2a",6.43303598352933e-28,0.486838197953688,0.951,0.727,1.084738527  
54271e-23,"0","Mef2a"  
"Nfkb1",7.60410708562794e-28,0.518616164963938,0.909,0.675,1.282204536  
77858e-23,"0","Nfkb1"  
"Cggbp1",7.96831478241564e-28,0.511347363775285,0.733,0.474,1.34361723

861092e-23,"0","Cggbp1"  
"Vps37b",9.00805775344456e-28,0.552603413446998,0.642,0.381,1.51893869  
838582e-23,"0","Vps37b"  
"Gpr34",1.28946218611061e-27,0.547430517703901,0.973,0.779,2.174291138  
21972e-23,"0","Gpr34"  
"Rasgrp3",2.0086491215254e-27,0.49134245993134,0.725,0.438,3.386984148  
71612e-23,"0","Rasgrp3"  
"Csflr",4.95479125372501e-27,0.371788544513096,1,0.931,8.3547690120311  
1e-23,"0","Csflr"  
"Vsir",8.05221605949611e-27,0.417831713724658,0.971,0.783,1.3577646719  
5223e-22,"0","Vsir"  
"Ddx6",1.08062248753472e-26,0.495627275994908,0.865,0.623,1.8221456384  
8104e-22,"0","Ddx6"  
"Plekho2",1.17525751006065e-26,0.561189302742074,0.828,0.588,1.9817192  
1346426e-22,"0","Plekho2"  
"Rtn4rl1",2.10499843222003e-26,0.395166001504817,0.613,0.334,3.5494483  
5640942e-22,"0","Rtn4rl1"  
"Chd4",2.83621395864332e-26,0.584319684526601,0.885,0.671,4.7824239770  
6436e-22,"0","Chd4"  
"Tsc22d2",3.35596894296046e-26,0.469075399232152,0.846,0.554,5.6588348  
3161992e-22,"0","Tsc22d2"  
"Rel",3.50579411964021e-26,0.506854816705077,0.931,0.659,5.91147004453  
732e-22,"0","Rel"  
"Tnpo3",4.92001172323141e-26,0.513966308178005,0.669,0.416,8.296123767  
7128e-22,"0","Tnpo3"  
"Arhgap5",6.05216451904284e-26,0.47032099443282,0.914,0.642,1.02051598  
1201e-21,"0","Arhgap5"  
"Ddx3x",8.03371308982333e-26,0.564515665829068,0.855,0.64,1.3546447012  
0601e-21,"0","Ddx3x"  
"Elf1",9.30758156300832e-26,0.489999002394037,0.757,0.498,1.5694444031  
5446e-21,"0","Elf1"  
"Dennd4a",9.31889676700464e-26,0.503782966051489,0.949,0.692,1.5713523  
7285232e-21,"0","Dennd4a"  
"Etf1",1.1522316451189e-25,0.43130338912418,0.843,0.585,1.942892999999  
49e-21,"0","Etf1"  
"Lair1",1.56042846994872e-25,0.464076709896871,0.975,0.771,2.631194486  
02753e-21,"0","Lair1"  
"Pfkfb3",1.85404611430543e-25,0.568688812698732,0.637,0.384,3.12629255  
794182e-21,"0","Pfkfb3"  
"Ubash3b",2.3151063219931e-25,0.469297814727124,0.799,0.537,3.90373228  
014476e-21,"0","Ubash3b"  
"Slc16a6",3.55993426102125e-25,0.491390676323368,0.787,0.519,6.0027611  
5093403e-21,"0","Slc16a6"  
"Ndel1",4.78405734650068e-25,0.499165648487636,0.809,0.558,8.066877497  
66944e-21,"0","Ndel1"  
"Ddx50",7.20611130728984e-25,0.52988072975438,0.713,0.465,1.2150944886  
3521e-20,"0","Ddx50"  
"Mknk2",7.94552870175912e-25,0.490515089131127,0.721,0.475,1.339775049  
69062e-20,"0","Mknk2"  
"Mafk",2.01354736829924e-24,0.421318117635723,0.414,0.189,3.3952435724

2618e-20,"0","Mafk"  
"Ubn1",3.1158470276013e-24,0.437204943453414,0.809,0.548,5.25394125794  
131e-20,"0","Ubn1"  
"Ssh2",3.12762705196056e-24,0.465642213985849,0.89,0.642,5.27380473501  
589e-20,"0","Ssh2"  
"Csf3r",3.16574882635352e-24,0.411752312541602,0.762,0.507,5.338085670  
9973e-20,"0","Csf3r"  
"Map2k3",3.34855505318261e-24,0.506135765869205,0.755,0.524,5.64633353  
067651e-20,"0","Map2k3"  
"Bmp2k",1.43449736357275e-23,0.438283696341786,0.89,0.656,2.4188494544  
5638e-19,"0","Bmp2k"  
"Plxdc2",3.14803283128056e-23,0.435210511018567,0.958,0.727,5.30821296  
010528e-19,"0","Plxdc2"  
"Spag9",3.22197602282792e-23,0.527710434507552,0.855,0.618,5.432895969  
69244e-19,"0","Spag9"  
"Itga5",5.26368015414634e-23,0.463585170434172,0.409,0.194,8.875617475  
92156e-19,"0","Itga5"  
"Fbrsl1",5.45692308023418e-23,0.494666261608868,0.657,0.414,9.20146369  
789088e-19,"0","Fbrsl1"  
"Hps4",1.13941547082146e-22,0.419161157423157,0.6,0.357,1.921282366899  
14e-18,"0","Hps4"  
"Ppp1r11",1.28957337002256e-22,0.542970533733524,0.676,0.463,2.1744786  
1653204e-18,"0","Ppp1r11"  
"Rnf19b",1.42427683570901e-22,0.619298152809147,0.728,0.51,2.401615600  
37254e-18,"0","Rnf19b"  
"Qk",1.5660470472377e-22,0.429263520230188,0.973,0.803,2.6406685310522  
1e-18,"0","Qk"  
"Slc29a3",1.87636214501227e-22,0.444295712311033,0.846,0.595,3.1639218  
4891969e-18,"0","Slc29a3"  
"Tmem41b",1.95551118706675e-22,0.430529279525476,0.409,0.2,3.297382963  
63196e-18,"0","Tmem41b"  
"Ywhaz",2.04112428912869e-22,0.448100841904828,0.87,0.636,3.4417437763  
2879e-18,"0","Ywhaz"  
"Ube2f",2.31716270936229e-22,0.464976411435514,0.735,0.5,3.90719976052  
669e-18,"0","Ube2f"  
"Aff4",2.43212159871241e-22,0.466546153415462,0.674,0.455,4.1010434397  
4887e-18,"0","Aff4"  
"Top1",3.9621720190646e-22,0.472722967610196,0.855,0.645,6.68101445854  
673e-18,"0","Top1"  
"Ascc3",4.17333944732282e-22,0.334731924042788,0.561,0.322,7.037084976  
07574e-18,"0","Ascc3"  
"Hexim1",4.68545460599473e-22,0.475442194047167,0.559,0.338,7.90061355  
662831e-18,"0","Hexim1"  
"Chd2",4.92130841050453e-22,0.514825541851304,0.635,0.42,8.29831024179  
274e-18,"0","Chd2"  
"Ints6",4.94622335264003e-22,0.624536964477176,0.586,0.365,8.340321817  
22161e-18,"0","Ints6"  
"Adap2os",5.22964547989073e-22,0.394310897454033,0.517,0.285,8.8182282  
0819175e-18,"0","Adap2os"  
"Fgd2",5.91445895381509e-22,0.426922400204995,0.816,0.592,9.9729606879

2301e-18,"0","Fgd2"  
"Slbp",5.98205976929735e-22,0.482574168197139,0.63,0.401,1.00869491829  
892e-17,"0","Slbp"  
"Zcchc6",6.78535346623796e-22,0.473375867482779,0.838,0.62,1.144146301  
47704e-17,"0","Zcchc6"  
"Lpin2",9.93308062674688e-22,0.492941365345295,0.654,0.42,1.6749160552  
8206e-17,"0","Lpin2"  
"Il4ra",1.00316751488955e-21,0.46477601037841,0.723,0.488,1.6915410636  
0676e-17,"0","Il4ra"  
"Srxn1",1.04901421329198e-21,0.697692235665932,0.522,0.285,1.768847766  
45294e-17,"0","Srxn1"  
"Serinc3",1.10428041303e-21,0.355865389101651,0.998,0.916,1.8620376324  
5118e-17,"0","Serinc3"  
"Mknk1",1.11319707182857e-21,0.433851029036077,0.623,0.41,1.8770729025  
1733e-17,"0","Mknk1"  
"Map3k8",1.14887723929016e-21,0.512937643220923,0.701,0.463,1.93723680  
089107e-17,"0","Map3k8"  
"Erf",1.53639787827762e-21,0.468350277612402,0.527,0.306,2.59067410235  
173e-17,"0","Erf"  
"Tpm3",2.04407384069261e-21,0.364246830741409,0.983,0.889,3.4467173101  
7589e-17,"0","Tpm3"  
"Dnaja1",2.82553887511334e-21,0.50921440798362,0.877,0.694,4.764423651  
21612e-17,"0","Dnaja1"  
"Tob2",2.91049614394614e-21,0.53779717253586,0.738,0.516,4.90767859792  
198e-17,"0","Tob2"  
"Whrn",2.96017307535738e-21,0.349200876189677,0.397,0.185,4.9914438396  
6761e-17,"0","Whrn"  
"Cd37",3.04121018653594e-21,0.402414592734926,0.934,0.727,5.1280886165  
369e-17,"0","Cd37"  
"Cebpg",3.46636253673162e-21,0.433771819440963,0.728,0.506,5.844980509  
43685e-17,"0","Cebpg"  
"Tox4",4.17306399890863e-21,0.445180291177838,0.64,0.416,7.03662051495  
973e-17,"0","Tox4"  
"Nfic",5.67294556683859e-21,0.446924766837838,0.703,0.476,9.5657208148  
0322e-17,"0","Nfic"  
"Arid3b",5.93545234835873e-21,0.363387488744502,0.348,0.153,1.00083597  
498025e-16,"0","Arid3b"  
"St3gal6",6.53734208498585e-21,0.439861956267757,0.806,0.573,1.1023266  
2237031e-16,"0","St3gal6"  
"Tubb2a",7.14045862934642e-21,0.39716933820515,0.743,0.51,1.2040241340  
8039e-16,"0","Tubb2a"  
"Scamp2",8.97283873670506e-21,0.404319299016203,0.951,0.772,1.51300006  
778321e-16,"0","Scamp2"  
"Hspa1a",1.12160797443072e-20,0.717817539967611,0.529,0.301,1.89125536  
648508e-16,"0","Hspa1a"  
"Ppp1r15a",1.15465449491293e-20,0.343028678904498,0.971,0.695,1.946978  
40932218e-16,"0","Ppp1r15a"  
"Pla2g15",1.29295824694327e-20,0.3958994644509,0.792,0.549,2.180186195  
99574e-16,"0","Pla2g15"  
"Mafb",1.83508349586227e-20,0.666988362945796,0.924,0.761,3.0943177907

2297e-16,"0","Mafb"  
"Hnrnph1",1.90331997558183e-20,0.402975216274155,0.765,0.537,3.2093781  
4282607e-16,"0","Hnrnph1"  
"Ptpro",2.25480620020461e-20,0.375466048027309,0.542,0.312,3.802054214  
78501e-16,"0","Ptpro"  
"Cd33",2.26236481491787e-20,0.392373117021736,0.855,0.616,3.8147995509  
1452e-16,"0","Cd33"  
"Eif4a1",2.35011766231211e-20,0.333524547494562,0.99,0.923,3.962768402  
19068e-16,"0","Eif4a1"  
"Eid3",2.38847152578162e-20,0.550536728578022,0.417,0.217,4.0274406867  
7297e-16,"0","Eid3"  
"March7",2.76449255569686e-20,0.406870085289256,0.711,0.491,4.66148734  
741604e-16,"0","March7"  
"Lrif1",2.98798956233168e-20,0.403569627664217,0.395,0.192,5.038348000  
00367e-16,"0","Lrif1"  
"Etv3",2.9925936136636e-20,0.514717318937459,0.534,0.319,5.04611135135  
956e-16,"0","Etv3"  
"Samd4b",3.02459932247964e-20,0.376078674369414,0.542,0.316,5.10007937  
756517e-16,"0","Samd4b"  
"P2ry13",3.19104897727816e-20,0.396822866960455,0.836,0.595,5.38074678  
548643e-16,"0","P2ry13"  
"Ctc1",3.43744307745331e-20,0.382098343754465,0.647,0.427,5.7962165172  
0177e-16,"0","Ctc1"  
"Lpcat2",3.67976760874292e-20,0.35594817049862,0.978,0.831,6.204824141  
86232e-16,"0","Lpcat2"  
"Errfi1",3.84962697976091e-20,0.612604496563278,0.431,0.223,6.49124101  
327285e-16,"0","Errfi1"  
"2810403A07Rik",4.18306987875022e-20,0.392762698752788,0.453,0.247,7.0  
5349242954862e-16,"0","2810403A07Rik"  
"F11r",4.66083332509686e-20,0.394066613156555,0.75,0.503,7.85909715277  
833e-16,"0","F11r"  
"Purb",5.35951605121559e-20,0.39084389857895,0.919,0.72,9.037215965559  
73e-16,"0","Purb"  
"Hexb",6.52323984823523e-20,0.345285521202548,1,0.945,1.09994870320942  
e-15,"0","Hexb"  
"Sirpa",7.28746863199866e-20,0.382857084277067,0.973,0.83,1.2288129607  
2761e-15,"0","Sirpa"  
"Tmcc3",7.46422497259208e-20,0.358798572617133,0.816,0.563,1.258617614  
87848e-15,"0","Tmcc3"  
"Blnk",8.29135625203261e-20,0.427876198659213,0.701,0.472,1.3980884912  
1774e-15,"0","Blnk"  
"Sik2",8.32059410598506e-20,0.429824446339333,0.439,0.23,1.40301857815  
12e-15,"0","Sik2"  
"Pou2f2",8.80846854236636e-20,0.400386823306935,0.949,0.722,1.48528396  
561382e-15,"0","Pou2f2"  
"Siah2",1.42450663499348e-19,0.375395834663604,0.392,0.193,2.402003087  
926e-15,"0","Siah2"  
"Ski",1.91498941304739e-19,0.38691238715783,0.826,0.598,3.229055148280  
51e-15,"0","Ski"  
"Luc7l2",1.95742220058882e-19,0.398247469330124,0.897,0.686,3.30060531

463287e-15,"0","Luc7l2"  
"Fmnl3",1.97115344140643e-19,0.372349870453605,0.564,0.351,3.323758932  
89951e-15,"0","Fmnl3"  
"AC149090.1",3.73040583393798e-19,0.381151899693282,0.647,0.422,6.2902  
1031718623e-15,"0","AC149090.1"  
"Csnk1a1",4.07888240304788e-19,0.345415503434413,0.887,0.697,6.8778115  
0801934e-15,"0","Csnk1a1"  
"Cnt1",4.097435443874e-19,0.40873390364032,0.647,0.418,6.909095645460  
33e-15,"0","Cnt1"  
"Foxn3",4.26116327924835e-19,0.396704918832253,0.833,0.599,7.185173521  
46856e-15,"0","Foxn3"  
"Tgfbr2",4.60074370564985e-19,0.400425341581151,0.848,0.617,7.75777403  
646678e-15,"0","Tgfbr2"  
"Slc2a5",6.77841563463377e-19,0.325066121515873,0.517,0.285,1.14297644  
431195e-14,"0","Slc2a5"  
"Hnrnpa2b1",7.03208627069013e-19,0.409708987197826,0.975,0.813,1.18575  
038696377e-14,"0","Hnrnpa2b1"  
"Marcksl1",8.39996522920084e-19,0.50017597693679,0.904,0.69,1.41640213  
694784e-14,"0","Marcksl1"  
"Safb2",8.47233885214363e-19,0.349815247134627,0.657,0.43,1.4286057772  
4846e-14,"0","Safb2"  
"Kcnk13",1.07310433506331e-18,0.381078219943151,0.586,0.376,1.80946852  
978375e-14,"0","Kcnk13"  
"Numb",1.14236911042126e-18,0.324146603180362,0.561,0.332,1.9262627939  
9233e-14,"0","Numb"  
"Kcnq1ot1",1.18160630542433e-18,0.761650255170668,0.574,0.37,1.9924245  
522065e-14,"0","Kcnq1ot1"  
"Plxdc1",1.29695780655526e-18,0.322581850995913,0.441,0.238,2.18693025  
341348e-14,"0","Plxdc1"  
"Wdr45b",1.52137377820637e-18,0.358580077140682,0.569,0.361,2.56534046  
481159e-14,"0","Wdr45b"  
"Tpst2",1.59118143661076e-18,0.353077421306884,0.877,0.656,2.683050138  
41306e-14,"0","Tpst2"  
"Kmt2e",1.70313200858243e-18,0.401446377114336,0.755,0.542,2.871821192  
8717e-14,"0","Kmt2e"  
"Jmjd6",1.79761686960223e-18,0.395897176653227,0.49,0.284,3.0311415655  
2327e-14,"0","Jmjd6"  
"Prkx",1.98810764500556e-18,0.436158142152437,0.475,0.271,3.3523471110  
0838e-14,"0","Prkx"  
"Casp4",1.9902960615093e-18,0.512633031120473,0.757,0.548,3.3560372189  
1698e-14,"0","Casp4"  
"Zbtb11",1.99821123554578e-18,0.43688829397446,0.414,0.222,3.369383785  
37729e-14,"0","Zbtb11"  
"Fam102b",2.23316288506473e-18,0.393533116644202,0.718,0.494,3.7655592  
5679615e-14,"0","Fam102b"  
"Glul",2.24950160558725e-18,0.449470378181369,0.961,0.807,3.7931096073  
4123e-14,"0","Glul"  
"Arhgap45",2.68082725039641e-18,0.323737421480463,0.789,0.573,4.520410  
90961843e-14,"0","Arhgap45"  
"Crk",2.71811844134215e-18,0.307444375793387,0.691,0.476,4.58329131579

113e-14,"0","Crk"  
"Kdm2a",3.36410308626461e-18,0.32405439850733,0.603,0.385,5.6725506240  
5939e-14,"0","Kdm2a"  
"Acox3",4.57106539344262e-18,0.319029046091748,0.583,0.373,7.707730466  
42294e-14,"0","Acox3"  
"Sipa1",5.01088257034788e-18,0.355392848467535,0.772,0.565,8.449350190  
1206e-14,"0","Sipa1"  
"Fubp1",5.50146505172442e-18,0.387645960744381,0.75,0.546,9.2765703702  
1772e-14,"0","Fubp1"  
"Plekhn2",5.72857038165184e-18,0.37508565835709,0.441,0.244,9.65951537  
754133e-14,"0","Plekhn2"  
"Arf6",5.83847363485838e-18,0.387209375429848,0.627,0.424,9.8448342430  
982e-14,"0","Arf6"  
"Hnrnpab",6.46761803895783e-18,0.430863490038388,0.794,0.596,1.0905697  
5372907e-13,"0","Hnrnpab"  
"Daglb",7.10964272132005e-18,0.356172181282724,0.892,0.685,1.198827955  
66899e-13,"0","Daglb"  
"Clk4",7.2609763683744e-18,0.308802294321676,0.525,0.308,1.22434583523  
529e-13,"0","Clk4"  
"Golm1",7.69024480916367e-18,0.342193284111458,0.873,0.619,1.296729079  
72118e-13,"0","Golm1"  
"Prpf38b",7.80748693113576e-18,0.360558372451598,0.689,0.476,1.3164984  
4632811e-13,"0","Prpf38b"  
"Hspa5",8.76330640788983e-18,0.436825357426809,0.988,0.867,1.477668726  
49838e-13,"0","Hspa5"  
"Phf23",9.0796807589619e-18,0.345946974233406,0.424,0.228,1.5310157695  
7615e-13,"0","Phf23"  
"Tgif2",9.2290333121026e-18,0.412154660290637,0.38,0.193,1.55619959708  
674e-13,"0","Tgif2"  
"Crlf3",1.04153574158656e-17,0.334259997989666,0.662,0.452,1.756237567  
46326e-13,"0","Crlf3"  
"Hpgds",1.04900591463631e-17,0.400302947976828,0.944,0.729,1.768833773  
25975e-13,"0","Hpgds"  
"Plk3",1.07654410963375e-17,0.445868222152528,0.767,0.532,1.8152686776  
6442e-13,"0","Plk3"  
"Pde3b",1.18414345047517e-17,0.384168729314307,0.848,0.621,1.996702686  
19123e-13,"0","Pde3b"  
"Itgb5",1.25324133857482e-17,0.343037523820816,0.99,0.836,2.1132155451  
0486e-13,"0","Itgb5"  
"Rapgef5",1.41555796787419e-17,0.394775115316879,0.561,0.356,2.3869138  
4542945e-13,"0","Rapgef5"  
"Tgfbr1",1.47345863212226e-17,0.367016695370762,0.919,0.706,2.48454594  
548455e-13,"0","Tgfbr1"  
"Pwwp2a",1.52011234954806e-17,0.360767964353807,0.551,0.348,2.56321344  
380794e-13,"0","Pwwp2a"  
"Frm4b",1.61517378415381e-17,0.301841730295984,0.706,0.472,2.72350603  
484015e-13,"0","Frm4b"  
"Rasal3",2.47846255510745e-17,0.320369924627165,0.669,0.461,4.17918356  
042218e-13,"0","Rasal3"  
"Tbpl1",2.48447716129964e-17,0.451261945791837,0.635,0.427,4.189325389

38345e-13,"0","Tbpl1"  
"Ccnl2",2.94068263130311e-17,0.356876241159095,0.667,0.466,4.958579052  
90331e-13,"0","Ccnl2"  
"Ggnbp2",3.14118117308347e-17,0.337978696376215,0.674,0.452,5.29665969  
405334e-13,"0","Ggnbp2"  
"Cables1",3.53796139327323e-17,0.339619984860556,0.458,0.264,5.9657105  
0133731e-13,"0","Cables1"  
"Tsc22d4",3.74990911664992e-17,0.356726186601518,0.775,0.584,6.3230967  
524951e-13,"0","Tsc22d4"  
"Bcl6",3.99209267256059e-17,0.407756466860345,0.559,0.363,6.7314666644  
7167e-13,"0","Bcl6"  
"Mylip",4.09006589662865e-17,0.457602672742316,0.816,0.601,6.896669114  
89523e-13,"0","Mylip"  
"Sowahc",4.2138615040903e-17,0.393357818297177,0.713,0.482,7.105413268  
19706e-13,"0","Sowahc"  
"Sall1",4.21830070905405e-17,0.340816091296458,0.669,0.437,7.112898655  
60694e-13,"0","Sall1"  
"Hnrnpu",6.6489682155904e-17,0.385776030760216,0.951,0.793,1.121149020  
51285e-12,"0","Hnrnpu"  
"Id2",7.34601990420919e-17,0.888685166935967,0.672,0.494,1.23868587624  
775e-12,"0","Id2"  
"Elmo1",8.02612329864234e-17,0.365223459373372,0.804,0.572,1.353364910  
61707e-12,"0","Elmo1"  
"BC037034",8.51836446125542e-17,0.386421476959155,0.485,0.295,1.436366  
61545689e-12,"0","BC037034"  
"Ube2d3",9.68346775695308e-17,0.316937113582135,0.975,0.861,1.63282633  
317743e-12,"0","Ube2d3"  
"Tmx4",9.80810608762687e-17,0.52611109769383,0.517,0.322,1.65384284849  
564e-12,"0","Tmx4"  
"Ldb1",1.07375171901737e-16,0.321006466204382,0.522,0.327,1.8105601486  
0709e-12,"0","Ldb1"  
"Dnajib9",1.19926473423468e-16,0.393932364380308,0.591,0.37,2.022200194  
86652e-12,"0","Dnajib9"  
"Pag1",1.23342799524125e-16,0.333711996969799,0.694,0.469,2.0798062855  
758e-12,"0","Pag1"  
"Eif4g2",1.2853333570605e-16,0.346944786413802,0.936,0.782,2.167329106  
67542e-12,"0","Eif4g2"  
"Nabp1",1.34130749774774e-16,0.370324584737364,0.385,0.2,2.26171270270  
224e-12,"0","Nabp1"  
"Pdgfb",1.40361009701537e-16,0.534499926678354,0.699,0.496,2.366767345  
58731e-12,"0","Pdgfb"  
"Gtf2h2",1.81687392084299e-16,0.276736804206761,0.684,0.465,3.06361280  
532544e-12,"0","Gtf2h2"  
"Hnrnpdl",1.83135400779374e-16,0.378743145649187,0.716,0.524,3.0880291  
2794181e-12,"0","Hnrnpdl"  
"Zeb2",1.95342784355874e-16,0.350663352095476,0.966,0.746,3.2938700298  
0875e-12,"0","Zeb2"  
"Ube2h",2.02358947278722e-16,0.349909341026803,0.618,0.419,3.412176569  
0138e-12,"0","Ube2h"  
"Wdr26",2.07884832256545e-16,0.310464481845566,0.86,0.665,3.5053540415

0987e-12,"0","Wdr26"  
"Nectin2",2.27481783221537e-16,0.344594806523525,0.483,0.278,3.8357978  
2868155e-12,"0","Nectin2"  
"Ranbp2",3.03175234754226e-16,0.394165644476531,0.689,0.467,5.11214080  
842575e-12,"0","Ranbp2"  
"Btg1",3.49398232695375e-16,0.327581183836017,0.98,0.806,5.89155299970  
941e-12,"0","Btg1"  
"Ythdc1",3.7269328985263e-16,0.389899934238057,0.605,0.419,6.284354253  
49505e-12,"0","Ythdc1"  
"Fbrs",3.85997577200388e-16,0.385437166740611,0.51,0.322,6.50869114675  
295e-12,"0","Fbrs"  
"Slc12a9",3.90556958945405e-16,0.337597913718268,0.637,0.442,6.5855714  
4173741e-12,"0","Slc12a9"  
"Ptbp3",4.47156923699948e-16,0.336650041111666,0.855,0.661,7.539960047  
42853e-12,"0","Ptbp3"  
"Tbc1d9",4.60810761162335e-16,0.349149804165979,0.564,0.365,7.77019105  
471929e-12,"0","Tbc1d9"  
"1810013L24Rik",4.81821837695418e-16,0.360786941656379,0.414,0.239,8.1  
2447982722013e-12,"0","1810013L24Rik"  
"Dst",5.32441290919582e-16,0.3461614625347,0.767,0.548,8.9780250474859  
9e-12,"0","Dst"  
"Kctd12",5.71040724923697e-16,0.481487994228223,0.98,0.804,9.628888703  
66338e-12,"0","Kctd12"  
"Ptpn1",5.92237711187996e-16,0.322680953214513,0.941,0.761,9.986312286  
05199e-12,"0","Ptpn1"  
"Dnase2a",5.9792698085688e-16,0.406001580994052,0.775,0.58,1.008224475  
12087e-11,"0","Dnase2a"  
"Nfkbiz",6.46262826167655e-16,0.402573445306482,0.975,0.733,1.08972837  
74839e-11,"0","Nfkbiz"  
"Pmepa1",7.14487829444515e-16,0.351248404569378,0.936,0.719,1.20476937  
800934e-11,"0","Pmepa1"  
"Usp16",7.50130214251423e-16,0.322095059586458,0.502,0.309,1.264869567  
27075e-11,"0","Usp16"  
"Klf4",8.31507468094798e-16,0.600536600096731,0.574,0.367,1.4020878927  
0145e-11,"0","Klf4"  
"Zranb1",9.05843407032351e-16,0.396339239650748,0.483,0.299,1.52743315  
293795e-11,"0","Zranb1"  
"Unc93b1",9.23423334590102e-16,0.27247181055012,0.98,0.901,1.557076426  
78583e-11,"0","Unc93b1"  
"Atp6v0a2",9.31001123219173e-16,0.34162168272624,0.603,0.4,1.569854093  
97217e-11,"0","Atp6v0a2"  
"Olfml3",9.6973114321958e-16,0.371531391383186,0.983,0.769,1.635160653  
69686e-11,"0","Olfml3"  
"Bptf",1.05547820057493e-15,0.306288833057792,0.725,0.531,1.7797473418  
0945e-11,"0","Bptf"  
"Zfp36l1",1.08372114170162e-15,0.489514982455547,0.89,0.684,1.82737058  
913728e-11,"0","Zfp36l1"  
"Lag3",1.11342941473707e-15,0.303338465192932,0.909,0.65,1.87746467912  
965e-11,"0","Lag3"  
"Irf5",1.14583071433839e-15,0.348483535746929,0.865,0.675,1.9320997505

1739e-11,"0","Irf5"  
"Ptbp1",1.2387710689906e-15,0.388665676515415,0.74,0.527,2.08881577653  
195e-11,"0","Ptbp1"  
"Ticam1",1.28512177435752e-15,0.297366523140389,0.294,0.139,2.16697233  
592165e-11,"0","Ticam1"  
"Fam110a",1.29799462131384e-15,0.46019209076366,0.463,0.271,2.18867853  
045939e-11,"0","Fam110a"  
"Orai1",1.53814539653661e-15,0.342551240037709,0.816,0.612,2.593620767  
64003e-11,"0","Orai1"  
"Peli1",1.5605497161317e-15,0.37426240914458,0.733,0.54,2.631398931341  
27e-11,"0","Peli1"  
"Gt(ROSA)26Sor",1.66382926319331e-15,0.316654578884624,0.424,0.241,2.8  
0554890359655e-11,"0","Gt(ROSA)26Sor"  
"Ep300",1.87918700234425e-15,0.365775118429267,0.61,0.42,3.16868512335  
287e-11,"0","Ep300"  
"Pafah1b1",1.88958451318522e-15,0.346838243496874,0.838,0.667,3.186217  
40613292e-11,"0","Pafah1b1"  
"Ppfia4",2.06393805109625e-15,0.32283271351694,0.902,0.673,3.480212341  
7585e-11,"0","Ppfia4"  
"Zrsr2",2.12770357735299e-15,0.370642940975538,0.51,0.33,3.58773377213  
261e-11,"0","Zrsr2"  
"Arid4a",2.17707529563897e-15,0.347139189848287,0.645,0.448,3.67098436  
350643e-11,"0","Arid4a"  
"Sde2",2.75391992491666e-15,0.365752701952568,0.547,0.348,4.6436597773  
9447e-11,"0","Sde2"  
"Tuba1c",2.96521350316282e-15,0.262919171782356,0.75,0.539,4.999943009  
03314e-11,"0","Tuba1c"  
"Arhgef2",3.05926659629138e-15,0.306455993958431,0.593,0.407,5.1585353  
3466653e-11,"0","Arhgef2"  
"Wnk1",3.30174801063017e-15,0.413292544671987,0.953,0.768,5.5674074955  
2459e-11,"0","Wnk1"  
"Akin2",3.68906786398777e-15,0.310320529200086,0.701,0.501,6.2205062  
3225618e-11,"0","Akin2"  
"Sall3",3.93924232335672e-15,0.314609240474683,0.505,0.303,6.642350405  
6441e-11,"0","Sall3"  
"9930111J21Rik2",4.06659769577117e-15,0.330611496962615,0.593,0.403,6.  
85709703460935e-11,"0","9930111J21Rik2"  
"Evi2a",4.27187437867218e-15,0.354613334670082,0.951,0.8,7.20323457731  
703e-11,"0","Evi2a"  
"Iffo2",4.46017008997282e-15,0.296280911794462,0.277,0.125,7.520738805  
71217e-11,"0","Iffo2"  
"Phf14",5.01861192165542e-15,0.313671725932981,0.645,0.442,8.462383422  
29536e-11,"0","Phf14"  
"Ttll3",5.1890234140553e-15,0.303240981573268,0.426,0.241,8.7497312807  
8004e-11,"0","Ttll3"  
"Socs3",5.66385310355799e-15,0.422867191929802,0.939,0.73,9.5503891032  
1948e-11,"0","Socs3"  
"Acp2",5.94455668297176e-15,0.283700890969457,0.681,0.48,1.00237114788  
27e-10,"0","Acp2"  
"Arglu1",6.06173906873617e-15,0.32953760647291,0.706,0.527,1.022130441

77029e-10,"0","Arglu1"  
"Tbc1d16",6.6076952293266e-15,0.291187299535579,0.596,0.393,1.11418956  
956905e-10,"0","Tbc1d16"  
"Csrnp1",6.9786367232056e-15,0.348075113756046,0.86,0.642,1.1767377242  
6693e-10,"0","Csrnp1"  
"St3gal5",8.73821535273213e-15,0.290209333720967,0.596,0.396,1.4734378  
7277769e-10,"0","St3gal5"  
"Il1a",8.89801721663488e-15,0.407109188702438,0.958,0.709,1.5003836630  
6897e-10,"0","Il1a"  
"Sf1",9.14345762378241e-15,0.333938073414221,0.625,0.437,1.54176982452  
219e-10,"0","Sf1"  
"Ptgs1",9.25736047614358e-15,0.340425488029477,0.941,0.744,1.560976123  
48733e-10,"0","Ptgs1"  
"Rybp",1.1163514067263e-14,0.25256790054503,0.341,0.174,1.882391742021  
89e-10,"0","Rybp"  
"Eng",1.22360710039682e-14,0.323114991117202,0.429,0.256,2.06324629268  
911e-10,"0","Eng"  
"Paqr7",1.43356770071112e-14,0.299872544995104,0.456,0.273,2.417281856  
93909e-10,"0","Paqr7"  
"Tcirg1",1.44846440669237e-14,0.266207924498012,0.77,0.551,2.442400682  
56468e-10,"0","Tcirg1"  
"Brd1",1.45478382472415e-14,0.369254882527823,0.537,0.366,2.4530564852  
4986e-10,"0","Brd1"  
"Csad",1.49770983406951e-14,0.290914953485728,0.377,0.206,2.5254383222  
0801e-10,"0","Csad"  
"Xbp1",1.53391001259687e-14,0.348998151731087,0.723,0.528,2.5864790632  
4084e-10,"0","Xbp1"  
"Rnf215",1.55909496796546e-14,0.27711601193396,0.475,0.3,2.62894593498  
336e-10,"0","Rnf215"  
"Marcks",1.58007230925068e-14,0.320749992364276,0.993,0.903,2.66431792  
78585e-10,"0","Marcks"  
"Fbxo33",1.67764126657583e-14,0.368446710510868,0.424,0.254,2.82883870  
370017e-10,"0","Fbxo33"  
"Dip2b",1.79931465285434e-14,0.308404922368184,0.608,0.414,3.034004367  
64298e-10,"0","Dip2b"  
"Stk40",2.60808557313448e-14,0.291742953144374,0.468,0.289,4.397753893  
41936e-10,"0","Stk40"  
"Irf2bp2",2.64004168644147e-14,0.353362778873058,0.811,0.605,4.4516382  
916776e-10,"0","Irf2bp2"  
"Kdm6bos",2.67518109393889e-14,0.263705886800114,0.25,0.11,4.510890360  
59976e-10,"0","Kdm6bos"  
"Creb5",2.71063602437878e-14,0.594349081872175,0.368,0.203,4.570674464  
3075e-10,"0","Creb5"  
"Itpkc",2.71869128010433e-14,0.330491401787794,0.333,0.172,4.584257236  
51193e-10,"0","Itpkc"  
"Susd6",2.7404358465309e-14,0.366310262314902,0.539,0.357,4.6209229244  
2041e-10,"0","Susd6"  
"Mtdh",2.7967041915782e-14,0.299521997847668,0.941,0.789,4.71580260783  
916e-10,"0","Mtdh"  
"Setd5",2.83698002748176e-14,0.33822950285881,0.574,0.389,4.7837157223

3974e-10,"0","Setd5"  
"Mob3c",2.96046924327589e-14,0.326532484604064,0.627,0.435,4.991943238  
01181e-10,"0","Mob3c"  
"Stard3",3.03425872093702e-14,0.313400957449698,0.686,0.508,5.11636705  
5244e-10,"0","Stard3"  
"Ripk1",3.12465522230146e-14,0.287894792364702,0.529,0.346,5.268793635  
84473e-10,"0","Ripk1"  
"Nckap5l",3.1313984381115e-14,0.259482712402871,0.304,0.147,5.28016404  
634362e-10,"0","Nckap5l"  
"Snrnp70",3.1756901246879e-14,0.322302696195607,0.821,0.645,5.35484868  
824873e-10,"0","Snrnp70"  
"Inpp5d",3.24763925700569e-14,0.348632370817802,0.826,0.634,5.47616931  
516299e-10,"0","Inpp5d"  
"P2ry6",3.263433429464e-14,0.407552260727106,0.777,0.611,5.50280144876  
22e-10,"0","P2ry6"  
"Gtf2b",3.54600287847462e-14,0.381817606230607,0.586,0.411,5.979270053  
6839e-10,"0","Gtf2b"  
"Rps6ka1",3.5596949151918e-14,0.284961698397616,0.703,0.486,6.00235756  
599641e-10,"0","Rps6ka1"  
"Retreg1",3.61156659805534e-14,0.2948896418432,0.848,0.642,6.089823597  
64092e-10,"0","Retreg1"  
"Slc7a8",3.63230617875248e-14,0.317152568421507,0.706,0.502,6.12479467  
861244e-10,"0","Slc7a8"  
"Sft2d1",4.12557996726266e-14,0.294005592552394,0.912,0.733,6.95655294  
07983e-10,"0","Sft2d1"  
"Rtn4",4.55878622314526e-14,0.308354575990931,0.951,0.815,7.6870253294  
6754e-10,"0","Rtn4"  
"Cttnbp2nl",4.74753022631919e-14,0.292430876104605,0.728,0.541,8.00528  
546761941e-10,"0","Cttnbp2nl"  
"Zfp36l2",4.84609893343737e-14,0.410251977857925,0.846,0.657,8.1714920  
215621e-10,"0","Zfp36l2"  
"Fli1",4.95932081105356e-14,0.260147392647035,0.662,0.469,8.3624067515  
9851e-10,"0","Fli1"  
"Serpine2",5.34700331408985e-14,0.313683485850756,0.941,0.69,9.0161169  
882183e-10,"0","Serpine2"  
"Myd88",6.25871530580066e-14,0.349369023736759,0.549,0.362,1.055344574  
86411e-09,"0","Myd88"  
"Rabgef1",6.3848780685899e-14,0.293153939241054,0.569,0.377,1.07661813  
992563e-09,"0","Rabgef1"  
"Senp6",6.42352844659462e-14,0.309802523647265,0.625,0.436,1.083135366  
66478e-09,"0","Senp6"  
"Nrip1",6.75778621274241e-14,0.279966888908973,0.767,0.556,1.139497911  
19262e-09,"0","Nrip1"  
"Dnajib4",6.93235020211353e-14,0.355265010829595,0.478,0.303,1.16893289  
108038e-09,"0","Dnajib4"  
"Il6st",7.30217148238095e-14,0.315788280298574,0.505,0.31,1.2312921553  
5908e-09,"0","Il6st"  
"Tmem63a",7.38797913041398e-14,0.273715376800003,0.561,0.361,1.2457610  
4097041e-09,"0","Tmem63a"  
"Zdhhc20",7.48219798083598e-14,0.310004708460912,0.613,0.429,1.2616482

2352856e-09,"0","Zdhhc20"  
"Mgat1",7.63338139464326e-14,0.346422929646335,0.556,0.379,1.287140770  
76475e-09,"0","Mgat1"  
"Bin2",8.25907199561995e-14,0.292006344279054,0.929,0.738,1.3926447199  
0144e-09,"0","Bin2"  
"Klf7",8.4887509357243e-14,0.291741943797411,0.583,0.414,1.43137318278  
183e-09,"0","Klf7"  
"Ash1l",8.84652746227831e-14,0.389042611264399,0.654,0.487,1.491701460  
68937e-09,"0","Ash1l"  
"Kin",9.10548069492674e-14,0.292986312760319,0.358,0.197,1.53536615477  
855e-09,"0","Kin"  
"Azin1",9.11384063581958e-14,0.35036643500402,0.605,0.434,1.5367758080  
119e-09,"0","Azin1"  
"Otud1",9.37581594252052e-14,0.2966639247673,0.292,0.138,1.58095008422  
781e-09,"0","Otud1"  
"Mta2",9.6911412379987e-14,0.299506880571051,0.485,0.303,1.63412023555  
134e-09,"0","Mta2"  
"Zfp513",9.72542718400437e-14,0.26734733133649,0.348,0.187,1.639901531  
76682e-09,"0","Zfp513"  
"Slc15a4",9.85903232267045e-14,0.302445923071275,0.632,0.446,1.6624300  
3024869e-09,"0","Slc15a4"  
"Ecscr",1.05705837164875e-13,0.263713331345939,0.806,0.556,1.782411826  
27412e-09,"0","Ecscr"  
"Apbb1ip",1.06025337646907e-13,0.278688484819827,0.949,0.79,1.78779924  
340214e-09,"0","Apbb1ip"  
"Ppp1r9a",1.06335370127401e-13,0.329005563327696,0.515,0.332,1.7930270  
1108824e-09,"0","Ppp1r9a"  
"Eif3j1",1.09945321183091e-13,0.289322696714297,0.532,0.354,1.85389800  
578927e-09,"0","Eif3j1"  
"Saraf",1.15467384569131e-13,0.253296561817584,0.9,0.718,1.94701103860  
469e-09,"0","Saraf"  
"Rgl2",1.17021217681336e-13,0.260007216587211,0.468,0.295,1.9732117725  
4268e-09,"0","Rgl2"  
"Colgalt1",1.28075429132536e-13,0.288013951269711,0.728,0.56,2.1596078  
8603283e-09,"0","Colgalt1"  
"Rbm26",1.3132616836856e-13,0.321039800213171,0.569,0.386,2.2144218510  
3066e-09,"0","Rbm26"  
"Srf",1.41632072795885e-13,0.268635910783872,0.338,0.18,2.388200011484  
21e-09,"0","Srf"  
"Kansl1l",1.58330006920864e-13,0.287072214739032,0.578,0.383,2.6697605  
7669961e-09,"0","Kansl1l"  
"Mgat4a",1.58633548460189e-13,0.334458116661454,0.679,0.496,2.67487889  
41357e-09,"0","Mgat4a"  
"Spint1",1.6159053169786e-13,0.298130142256807,0.743,0.526,2.724739545  
48932e-09,"0","Spint1"  
"Irf8",1.70169945045114e-13,0.305775344778875,0.968,0.798,2.8694056133  
5071e-09,"0","Irf8"  
"Nasp",1.7325442259188e-13,0.265911279350845,0.554,0.363,2.92141607374  
428e-09,"0","Nasp"  
"Vgll4",1.74151891198407e-13,0.289790161351414,0.544,0.364,2.936549189

38753e-09,"0","Vgll4"  
"B4galt3",1.77747494742052e-13,0.2596150165671,0.321,0.172,2.997178256  
34048e-09,"0","B4galt3"  
"Nav2",1.8164110610243e-13,0.348339919484421,0.397,0.23,3.062832331099  
18e-09,"0","Nav2"  
"H2-  
Q4",1.91274730066494e-13,0.28103554984224,0.507,0.332,3.22527449838122  
e-09,"0","H2-Q4"  
"Tubb2b",2.22417018950206e-13,0.275964228671441,0.368,0.201,3.75039577  
353838e-09,"0","Tubb2b"  
"Liph",2.23566035235613e-13,0.290927730086051,0.353,0.191,3.7697704861  
4291e-09,"0","Liph"  
"Tbc1d22a",2.48812804421877e-13,0.275988470895438,0.431,0.263,4.195481  
50816169e-09,"0","Tbc1d22a"  
"Armc5",2.52730060279095e-13,0.271503413939866,0.392,0.227,4.261534276  
42611e-09,"0","Armc5"  
"Hnrnp1",2.54539209183015e-13,0.296301685732605,0.672,0.494,4.29204014  
5244e-09,"0","Hnrnp1"  
"Pald1",3.01971646664808e-13,0.303636430827188,0.576,0.386,5.091845906  
062e-09,"0","Pald1"  
"Lyl1",3.04679770205328e-13,0.264457432446833,0.632,0.444,5.1375102852  
0224e-09,"0","Lyl1"  
"Mepce",3.12021238726935e-13,0.275054899951747,0.38,0.22,5.26130212741  
358e-09,"0","Mepce"  
"Rrbp1",3.27115333802399e-13,0.319151208405677,0.975,0.824,5.515818758  
57605e-09,"0","Rrbp1"  
"Cyth2",3.3013988597288e-13,0.257594424796935,0.505,0.329,5.5668187572  
747e-09,"0","Cyth2"  
"Ttc28",3.32610881194833e-13,0.340020963635928,0.559,0.386,5.608484678  
70728e-09,"0","Ttc28"  
"Tug1",3.44805927647294e-13,0.35147892606433,0.456,0.293,5.81411755198  
867e-09,"0","Tug1"  
"Mdm2",3.85666041660928e-13,0.305167876789903,0.554,0.38,6.50310079448  
656e-09,"0","Mdm2"  
"Aim2",3.95888441776654e-13,0.273035783065971,0.618,0.421,6.6754709052  
3795e-09,"0","Aim2"  
"Snhg12",3.97222700733817e-13,0.354366648756417,0.36,0.21,6.6979691797  
7361e-09,"0","Snhg12"  
"Prpf4b",4.78333130827535e-13,0.334288028578192,0.586,0.416,8.06565325  
20139e-09,"0","Prpf4b"  
"Nab2",5.03840477095798e-13,0.313167446238729,0.412,0.248,8.4957581247  
8935e-09,"0","Nab2"  
"Nmt1",5.20516634815198e-13,0.292300231063737,0.828,0.643,8.7769514962  
5387e-09,"0","Nmt1"  
"Asb2",5.73299610073273e-13,0.266423460835638,0.395,0.23,9.66697802505  
553e-09,"0","Asb2"  
"Entpd1",5.96979082124757e-13,0.329825777690679,0.713,0.531,1.00662612  
827877e-08,"0","Entpd1"  
"Dusp6",6.03566499353662e-13,0.325766345594291,0.522,0.347,1.017733831  
21014e-08,"0","Dusp6"

"Fscn1",6.0919583001853e-13,0.268576375329893,0.684,0.472,1.02722600857724e-08,"0","Fscn1"  
"Plau",6.26192651895608e-13,0.422407601246366,0.331,0.179,1.05588604962637e-08,"0","Plau"  
"Jup",6.4020959056534e-13,0.26184175486722,0.358,0.199,1.07952141161128e-08,"0","Jup"  
"Vamp3",7.06897497912566e-13,0.264818849099407,0.716,0.539,1.19197056098017e-08,"0","Vamp3"  
"Nfya",7.65335723178458e-13,0.346968534769069,0.51,0.334,1.29050909642352e-08,"0","Nfya"  
"Slc25a33",7.68312188621335e-13,0.295541747432689,0.385,0.223,1.29552801245329e-08,"0","Slc25a33"  
"Gem",8.31935352744311e-13,0.494968129729609,0.591,0.402,1.40280939179746e-08,"0","Gem"  
"Rock2",8.77779187295456e-13,0.261823631634843,0.755,0.573,1.4801112656176e-08,"0","Rock2"  
"Tra2a",8.81462735341074e-13,0.329552571626337,0.75,0.567,1.48632246433212e-08,"0","Tra2a"  
"Poldip3",9.74259013706122e-13,0.320948091337438,0.407,0.251,1.64279554891126e-08,"0","Poldip3"  
"Arid1a",9.91010069456678e-13,0.330828793261073,0.662,0.481,1.67104117911785e-08,"0","Arid1a"  
"Chn2",1.02394789290623e-12,0.291369064719429,0.404,0.243,1.72658093701849e-08,"0","Chn2"  
"Sh2b3",1.07458462510782e-12,0.298580940649002,0.547,0.377,1.81196459485681e-08,"0","Sh2b3"  
"Slc25a25",1.1669260329333e-12,0.349057457767223,0.39,0.231,1.96767067673214e-08,"0","Slc25a25"  
"Med7",1.17035380393542e-12,0.302230284178148,0.505,0.336,1.97345058419591e-08,"0","Med7"  
"Zbtb4",1.22516051667367e-12,0.311618852150241,0.466,0.297,2.06586566321514e-08,"0","Zbtb4"  
"Pitpnc1",1.23308203650003e-12,0.329110466881968,0.453,0.29,2.07922292994635e-08,"0","Pitpnc1"  
"Ankrd17",1.24199741161315e-12,0.306205847582652,0.667,0.474,2.09425603546209e-08,"0","Ankrd17"  
"Sh2b2",1.24596438391244e-12,0.30483093370746,0.475,0.297,2.10094514415316e-08,"0","Sh2b2"  
"Rbm5",1.30441585335478e-12,0.326736142253389,0.679,0.506,2.19950601192682e-08,"0","Rbm5"  
"Arhgap25",1.38186209999786e-12,0.308046775451576,0.598,0.437,2.33009587301639e-08,"0","Arhgap25"  
"Atxn2l",1.57472349610858e-12,0.270659180081016,0.51,0.341,2.65529875913829e-08,"0","Atxn2l"  
"Hnrnpa0",1.81640468534411e-12,0.257756510790768,0.973,0.821,3.06282158042724e-08,"0","Hnrnpa0"  
"N4bp2l2",1.82029071055873e-12,0.269022400934532,0.495,0.335,3.06937419614413e-08,"0","N4bp2l2"  
"Itpr2",2.00430227295087e-12,0.276133180001471,0.588,0.412,3.37965449264976e-08,"0","Itpr2"

"2610037D02Rik",2.0300362349632e-12,0.265454234344709,0.35,0.198,3.423  
04709939494e-08,"0","2610037D02Rik"  
"Ifitm10",2.12373799534896e-12,0.318725935579569,0.333,0.183,3.5810470  
0775742e-08,"0","Ifitm10"  
"Bclaf1",2.14089130394568e-12,0.310236440464071,0.711,0.529,3.60997091  
67132e-08,"0","Bclaf1"  
"Gatad2b",2.41986544158209e-12,0.306741809252198,0.6,0.422,4.080377107  
59573e-08,"0","Gatad2b"  
"Neu1",2.45878847865665e-12,0.283414888521763,0.627,0.455,4.1460091327  
1084e-08,"0","Neu1"  
"Ctsf",2.46217795351251e-12,0.254595097709577,0.824,0.624,4.1517244652  
128e-08,"0","Ctsf"  
"Sla",2.61461613771402e-12,0.272254474768238,0.544,0.373,4.40876573141  
337e-08,"0","Sla"  
"Chst1",2.69866476001412e-12,0.288954390020202,0.551,0.367,4.550488518  
33581e-08,"0","Chst1"  
"Phf20l1",2.72032335527348e-12,0.26134986944458,0.581,0.414,4.58700924  
166215e-08,"0","Phf20l1"  
"Akirin1",2.73506513567391e-12,0.319360518577341,0.721,0.543,4.6118668  
3177335e-08,"0","Akirin1"  
"Gm26740",2.90941126949527e-12,0.271059083646248,0.529,0.351,4.9058492  
8262293e-08,"0","Gm26740"  
"Npc1",3.28271568965407e-12,0.304164237201329,0.574,0.403,5.5353151958  
9469e-08,"0","Npc1"  
"Tgif1",3.91051773499516e-12,0.307828283399372,0.897,0.667,6.593915004  
74884e-08,"0","Tgif1"  
"Clip1",3.93369890856914e-12,0.398923632696194,0.672,0.519,6.633003099  
62928e-08,"0","Clip1"  
"Batf3",4.38813811740902e-12,0.28344955479561,0.324,0.177,7.3992784935  
751e-08,"0","Batf3"  
"Lbh",4.71995559621875e-12,0.35251160529791,0.402,0.243,7.958789126344  
05e-08,"0","Lbh"  
"Nfat5",4.90472094320628e-12,0.314279979077533,0.61,0.432,8.2703404544  
3443e-08,"0","Nfat5"  
"Tpp2",5.39617686120675e-12,0.333148878730938,0.598,0.433,9.0990334233  
6683e-08,"0","Tpp2"  
"Taf1d",5.40288273940929e-12,0.351749361116509,0.529,0.371,9.110340875  
19194e-08,"0","Taf1d"  
"Mfng",5.40796521919048e-12,0.271750210854729,0.566,0.388,9.1189109525  
9898e-08,"0","Mfng"  
"SUSD3",5.42512243087021e-12,0.278128264846921,0.73,0.556,9.1478414429  
3334e-08,"0","SUSD3"  
"Dock4",5.54286923579101e-12,0.27075266003903,0.728,0.537,9.3463861053  
9079e-08,"0","Dock4"  
"Ankrd11",6.07191080878191e-12,0.250265314528589,0.873,0.668,1.0238456  
0057681e-07,"0","Ankrd11"  
"Nuak1",6.14081280712031e-12,0.324050529070474,0.436,0.276,1.035463855  
53663e-07,"0","Nuak1"  
"Gtf2a1",6.41839975856855e-12,0.278261756120544,0.417,0.259,1.08227056  
728983e-07,"0","Gtf2a1"

"Tmem251",6.67393180169405e-12,0.365873741502867,0.475,0.319,1.1253583  
8040165e-07,"0","Tmem251"  
"Dmtf1",7.25805642258992e-12,0.293325676128672,0.377,0.226,1.223853473  
97711e-07,"0","Dmtf1"  
"Chka",8.79115318316323e-12,0.460816250977372,0.471,0.314,1.4823642497  
4498e-07,"0","Chka"  
"Lysmd3",9.0156700455333e-12,0.317261215598388,0.304,0.168,1.520222283  
07783e-07,"0","Lysmd3"  
"Ubxn4",9.70378193270882e-12,0.273464000282969,0.696,0.53,1.6362517094  
9336e-07,"0","Ubxn4"  
"Vav2",1.04403630469665e-11,0.266865738513871,0.48,0.316,1.76045401697  
949e-07,"0","Vav2"  
"Vps4b",1.04555855297692e-11,0.251707044403048,0.493,0.338,1.763020832  
02969e-07,"0","Vps4b"  
"Rnf111",1.54331092458473e-11,0.255292688827669,0.444,0.286,2.60233088  
103478e-07,"0","Rnf111"  
"Gnl3",1.55770706522746e-11,0.302539196801042,0.471,0.308,2.6266056533  
8655e-07,"0","Gnl3"  
"Eef2k",1.62314557779695e-11,0.261393510159505,0.49,0.329,2.7369480732  
8122e-07,"0","Eef2k"  
"Akap8",1.67424730985219e-11,0.260879865028261,0.414,0.264,2.823115813  
87276e-07,"0","Akap8"  
"Wasf2",1.71216976182321e-11,0.27627614923095,0.863,0.689,2.8870606523  
863e-07,"0","Wasf2"  
"Tbc1d10a",2.04139303837955e-11,0.254857145958536,0.434,0.277,3.442196  
9413156e-07,"0","Tbc1d10a"  
"Tor1aip1",2.09126048274474e-11,0.258937857665646,0.814,0.634,3.526283  
42600419e-07,"0","Tor1aip1"  
"Gxylt1",2.10053766711938e-11,0.304034142366129,0.453,0.295,3.54192661  
42967e-07,"0","Gxylt1"  
"Pik3cd",2.15070001775931e-11,0.315815218622562,0.473,0.333,3.62651036  
994576e-07,"0","Pik3cd"  
"Zfp710",2.20119171453098e-11,0.280276859020185,0.564,0.405,3.71164946  
904215e-07,"0","Zfp710"  
"Nars",2.36100688446114e-11,0.259121055773744,0.696,0.528,3.9811298085  
7837e-07,"0","Nars"  
"2810474019Rik",2.41196199210672e-11,0.32831188044098,0.581,0.419,4.06  
705031109035e-07,"0","2810474019Rik"  
"Ppp1r15b",2.51814341818579e-11,0.260366279646758,0.453,0.296,4.246093  
43174489e-07,"0","Ppp1r15b"  
"Akap8l",2.5349501959999e-11,0.265838215794531,0.412,0.269,4.274433020  
49503e-07,"0","Akap8l"  
"Srrm1",2.57787977421696e-11,0.285993964583605,0.745,0.574,4.346820875  
28464e-07,"0","Srrm1"  
"Sertad2",2.89052112844364e-11,0.276556768901945,0.39,0.241,4.87399672  
678167e-07,"0","Sertad2"  
"Stard9",2.89826599607421e-11,0.259366763328857,0.461,0.297,4.88705612  
258034e-07,"0","Stard9"  
"Epc1",3.00147251494115e-11,0.266696594777278,0.363,0.215,5.0610829546  
9377e-07,"0","Epc1"

"Gripap1",3.29471231174363e-11,0.289809732762381,0.48,0.326,5.55554390  
00621e-07,"0","Gripap1"  
"Rhoh",3.41404562318874e-11,0.279830443464279,0.667,0.496,5.7567637298  
2086e-07,"0","Rhoh"  
"Rnf2",3.66736775978548e-11,0.258940469246753,0.52,0.364,6.18391551655  
028e-07,"0","Rnf2"  
"Zbtb2",3.8279405434347e-11,0.298965219306107,0.304,0.165,6.4546733443  
3959e-07,"0","Zbtb2"  
"Mex3c",4.09982861783501e-11,0.277096925984502,0.446,0.284,6.913131015  
3934e-07,"0","Mex3c"  
"Dgkd",4.18237391613845e-11,0.293024380091074,0.583,0.414,7.0523188973  
9266e-07,"0","Dgkd"  
"Zmiz1",4.43743827837882e-11,0.278260055663214,0.699,0.53,7.4824084250  
0236e-07,"0","Zmiz1"  
"Itgam",4.45132500683041e-11,0.31138119978168,0.946,0.77,7.50582422651  
744e-07,"0","Itgam"  
"Arse",4.55796610913973e-11,0.259359293593195,0.725,0.515,7.6856424532  
3142e-07,"0","Arse"  
"Cdk9",5.07191363313859e-11,0.289038403366591,0.652,0.496,8.5522607681  
9829e-07,"0","Cdk9"  
"Gna15",5.43275340693458e-11,0.251323067227351,0.613,0.45,9.1607087947  
731e-07,"0","Gna15"  
"Bcl3",5.59361857612276e-11,0.305373453777292,0.348,0.208,9.4319596430  
5819e-07,"0","Bcl3"  
"Bud31",5.7302295104673e-11,0.303268623667392,0.561,0.416,9.6623130005  
4997e-07,"0","Bud31"  
"Srek1",6.48540876939083e-11,0.273226555186444,0.463,0.314,1.093569626  
69468e-06,"0","Srek1"  
"Arl4c",6.62132545602528e-11,0.339598537795018,0.836,0.652,1.116487898  
39498e-06,"0","Arl4c"  
"Dock10",7.30527030413819e-11,0.254184043969484,0.789,0.599,1.23181467  
868378e-06,"0","Dock10"  
"Gnaq",7.46996417129834e-11,0.298424193500587,0.566,0.398,1.2595853585  
6433e-06,"0","Gnaq"  
"Cbx4",7.9460235910658e-11,0.331246975243211,0.407,0.262,1.33985849792  
552e-06,"0","Cbx4"  
"Ifnar1",9.20124508191146e-11,0.290420371142175,0.466,0.314,1.55151394  
571191e-06,"0","Ifnar1"  
"Ppp2r2a",9.83614582326634e-11,0.320945642365681,0.529,0.386,1.6585709  
0871917e-06,"0","Ppp2r2a"  
"Cdk12",9.91316582156048e-11,0.312652561466593,0.561,0.421,1.671558020  
83153e-06,"0","Cdk12"  
"Gpr146",1.09028617473991e-10,0.252207793133346,0.358,0.208,1.83844054  
784644e-06,"0","Gpr146"  
"Trpc4ap",1.15243693900938e-10,0.257790992581671,0.586,0.437,1.9432391  
6655761e-06,"0","Trpc4ap"  
"Pi4k2a",1.4284484609309e-10,0.260068208692427,0.441,0.295,2.408649794  
82169e-06,"0","Pi4k2a"  
"Flcn",1.42894476565917e-10,0.275720098945328,0.338,0.203,2.4094866638  
5449e-06,"0","Flcn"

"Lncpint",1.45494946376657e-10,0.324983239024967,0.4,0.252,2.453335785  
80319e-06,"0","Lncpint"  
"Lrba",1.50033001527838e-10,0.256260476026418,0.321,0.181,2.5298564717  
624e-06,"0","Lrba"  
"Cebpd",1.6268337118966e-10,0.434755972899923,0.571,0.411,2.7431670050  
0005e-06,"0","Cebpd"  
"Oser1",1.68336675416606e-10,0.260810633271858,0.451,0.299,2.838493020  
8748e-06,"0","Oser1"  
"Btaf1",1.68506317065607e-10,0.26842158594365,0.409,0.269,2.8413535183  
6026e-06,"0","Btaf1"  
"Itga6",1.69707874815746e-10,0.27903767356372,0.75,0.569,2.86161418514  
31e-06,"0","Itga6"  
"Man1a2",1.70850732767162e-10,0.262440877829638,0.699,0.542,2.88088505  
591988e-06,"0","Man1a2"  
"Plekho1",1.7400466040843e-10,0.260815258748584,0.877,0.725,2.93406658  
380695e-06,"0","Plekho1"  
"Nfkbib",1.98798572563003e-10,0.257331037606876,0.676,0.521,3.35214153  
055735e-06,"0","Nfkbib"  
"Sbno1",2.15040212207616e-10,0.300033178677297,0.578,0.433,3.626008058  
24482e-06,"0","Sbno1"  
"Cd84",2.68678459228509e-10,0.290149764060055,0.809,0.626,4.5304561795  
1113e-06,"0","Cd84"  
"Ip6k1",2.79160061952218e-10,0.256680336360756,0.4,0.257,4.70719696463  
829e-06,"0","Ip6k1"  
"Traf5",3.04023855668531e-10,0.250877048897053,0.328,0.191,5.126450254  
28276e-06,"0","Traf5"  
"Mier1",3.12075541023948e-10,0.255457345339566,0.566,0.407,5.262217772  
74581e-06,"0","Mier1"  
"Wwc2",3.30265389611517e-10,0.256905968177774,0.407,0.263,5.5689349996  
294e-06,"0","Wwc2"  
"Cul1",3.32047449492519e-10,0.269306344836507,0.642,0.491,5.5989840933  
4286e-06,"0","Cul1"  
"Cdip1",3.63801709457638e-10,0.251529094933429,0.324,0.191,6.134424424  
87469e-06,"0","Cdip1"  
"Sgk1",3.80842058113451e-10,0.321513541759832,0.703,0.52,6.42175878390  
9e-06,"0","Sgk1"  
"Maml3",4.08987647891843e-10,0.297279779540258,0.407,0.269,6.896349718  
75226e-06,"0","Maml3"  
"Sparc",4.44627570021722e-10,0.284099212688077,0.995,0.8,7.49731008570  
628e-06,"0","Sparc"  
"Tmem245",6.18861869826454e-10,0.251376418527976,0.392,0.249,1.0435248  
8490137e-05,"0","Tmem245"  
"Ophn1",8.27260430625377e-10,0.270527236348269,0.645,0.489,1.394926538  
12051e-05,"0","Ophn1"  
"Zfp131",8.65327136518359e-10,0.284364184745227,0.412,0.271,1.45911461  
759726e-05,"0","Zfp131"  
"Adam10",8.71800649379245e-10,0.270499499809457,0.691,0.536,1.47003025  
498328e-05,"0","Adam10"  
"Fam46a",1.52897549333614e-09,0.283093315802787,0.537,0.383,2.57815847  
68634e-05,"0","Fam46a"

"BC017643",2.05314134624621e-09,0.255086667104028,0.439,0.299,3.462006  
93804036e-05,"0","BC017643"  
"Kcnk6",2.09929357774349e-09,0.265930360132677,0.48,0.337,3.5398288307  
9107e-05,"0","Kcnk6"  
"Vav1",2.25050318864188e-09,0.253015366649659,0.77,0.619,3.79479847668  
795e-05,"0","Vav1"  
"Arl5b",2.30536340433561e-09,0.25203589435648,0.429,0.293,3.8873037723  
9071e-05,"0","Arl5b"  
"G3bp1",2.30691875069192e-09,0.255431129561813,0.77,0.598,3.8899263974  
1671e-05,"0","G3bp1"  
"BC005561",2.55039813396543e-09,0.316219099199701,0.449,0.307,4.300481  
33349251e-05,"0","BC005561"  
"Tnrc6b",2.78731076631338e-09,0.280121862699245,0.561,0.42,4.699963414  
15762e-05,"0","Tnrc6b"  
"Macf1",3.05158983072302e-09,0.262212414777037,0.875,0.685,5.145590772  
56516e-05,"0","Macf1"  
"Bbc3",3.31840757926704e-09,0.283878383995269,0.309,0.183,5.5954988601  
6008e-05,"0","Bbc3"  
"Yrdc",3.64613936149362e-09,0.250522023617398,0.429,0.299,6.1481201913  
5054e-05,"0","Yrdc"  
"Pnir",3.85324194015437e-09,0.252884366617558,0.691,0.557,6.497336559  
48831e-05,"0","Pnir"  
"Cdk6",4.34950502991155e-09,0.252964471870524,0.444,0.297,7.3341353814  
3685e-05,"0","Cdk6"  
"Wac",4.40998160263263e-09,0.25767008969384,0.544,0.416,7.436110978359  
13e-05,"0","Wac"  
"Gcnt1",4.51620461823987e-09,0.279403455778958,0.417,0.277,7.615224227  
27608e-05,"0","Gcnt1"  
"Fam133b",4.54527311320899e-09,0.255779283495063,0.426,0.286,7.6642395  
2349301e-05,"0","Fam133b"  
"Vps18",5.33270361898266e-09,0.335251133586922,0.453,0.329,8.992004842  
32857e-05,"0","Vps18"  
"Hpgd",5.50139515051877e-09,0.260866180314646,0.824,0.645,9.2764525028  
0475e-05,"0","Hpgd"  
"Ddx3y",5.78668372865388e-09,0.31775152319848,0.461,0.331,9.7575061032  
5618e-05,"0","Ddx3y"  
"Setd2",1.01583270313919e-08,0.250510873667409,0.507,0.366,0.000171289  
71040333,"0","Setd2"  
"Spty2d1",1.27477067638581e-08,0.289031297402901,0.498,0.37,0.00021495  
1831452175,"0","Spty2d1"  
"Lpcat1",1.37967683190744e-08,0.250599092971479,0.424,0.292,0.00023264  
1107396233,"0","Lpcat1"  
"Prdm2",1.40486003441573e-08,0.270314122175607,0.392,0.279,0.000236887  
499003181,"0","Prdm2"  
"Slc26a2",1.68843041144296e-08,0.282866916524844,0.328,0.213,0.0002847  
03135977512,"0","Slc26a2"  
"Rgs2",2.08223429222969e-08,0.31847793202146,0.657,0.495,0.00035110634  
6355771,"0","Rgs2"  
"Mef2d",2.32919158440003e-08,0.265768011585813,0.485,0.357,0.000392748  
284961532,"0","Mef2d"

"Arih2",2.72033070412793e-08,0.276933585615994,0.507,0.383,0.000458702  
163330052,"0","Arih2"  
"Cebpz",2.9219496378079e-08,0.261080038864992,0.583,0.445,0.0004926991  
47927168,"0","Cebpz"  
"Pknox1",3.18275716265391e-08,0.269628021152967,0.316,0.202,0.00053667  
6512766702,"0","Pknox1"  
"Dusp3",3.24073810602207e-08,0.28750109574067,0.556,0.444,0.0005464532  
59437441,"0","Dusp3"  
"Hsp90aa1",3.71790746120415e-08,0.309142023910604,0.919,0.8,0.00062691  
3556108244,"0","Hsp90aa1"  
"Sbds",3.96803651685021e-08,0.280367099293346,0.512,0.391,0.0006690903  
17471282,"0","Sbds"  
"Polr2a",4.51226441599759e-08,0.289265103187811,0.444,0.332,0.00076085  
8025825514,"0","Polr2a"  
"Abca9",5.30998925497421e-08,0.259366207151366,0.544,0.416,0.000895370  
388173752,"0","Abca9"  
"GclC",5.57245184016469e-08,0.261990204963454,0.392,0.272,0.0009396268  
2928857,"0","GclC"  
"Esco1",5.69072377227819e-08,0.252306941150714,0.319,0.204,0.000959569  
842481548,"0","Esco1"  
"Dnmt3a",7.04363698595601e-08,0.2822652960871,0.554,0.423,0.0011876980  
685719,"0","Dnmt3a"  
"Arl13b",7.64007655061694e-08,0.290634424195601,0.321,0.21,0.001288269  
70796503,"0","Arl13b"  
"B4galt1",9.02258466636008e-08,0.264851759333281,0.48,0.355,0.00152138  
822644164,"0","B4galt1"  
"Rnf167",1.36844657900427e-07,0.259937671658514,0.392,0.28,0.002307474  
62151699,"0","Rnf167"  
"Gadd45g",4.45002159930803e-07,0.358683044230961,0.27,0.166,0.00750362  
64207532,"0","Gadd45g"  
"Luzp1",1.77659377691944e-06,0.251466462340336,0.385,0.286,0.029956924  
2664156,"0","Luzp1"  
"Impact",1.22229681091513e-05,0.309032283618028,0.304,0.219,0.20610368  
825651,"0","Impact"  
"Adrb2",1.80111734731403e-05,0.31047429566875,0.505,0.401,0.3037044071  
04091,"0","Adrb2"  
"Klf10",4.7830294147303e-05,0.290988821447501,0.306,0.223,0.8065144199  
11823,"0","Klf10"  
"Lmna",0.000396287702350794,0.26344420167624,0.324,0.244,1,"0","Lmna"  
"Mt1",0.000846259032747782,0.320972625367584,0.647,0.588,1,"0","Mt1"  
"Xist",0.00201273144039878,0.31864165500492,0.346,0.28,1,"0","Xist"  
"Nfkb1a",2.65533840644532e-06,0.912572990494412,1,0.827,4.477431620948  
09e-56,"1","Nfkb1a"  
"Gpr84",7.85138426136222e-54,1.0852089612253,0.988,0.679,1.32390041415  
09e-49,"1","Gpr84"  
"Gadd45b",5.67678882474295e-50,0.94064134490969,0.96,0.615,9.572201316  
28156e-46,"1","Gadd45b"  
"Arl5c",8.2166155735808e-49,1.3160250767422,0.839,0.49,1.3854857180172  
e-44,"1","Arl5c"  
"Cst3",7.35513557687333e-45,0.626320604448808,1,0.991,1.24022296097238

How the deposited data were processed for this re-analysis (not part of the article)

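Retinal cells were sorted as CD11b and F4/80 positive from pups at P17 with oxygen-induced retinopathy (OIR) or kept in room air (RA), and 1 library of pooled retinas was made per condition. The values used are raw counts of UMIs per gene and cell, which the authors made with Cell Ranger 3.1.0 from 10x Chromium 3′ v3 libraries and deposited without normalization. The genome build is not named, so genes were taken by Ensembl identifier and symbol, and no coordinates were used. The symbol Aldoa stands on 2 identifiers, of which 1 held all of its UMIs. UMIs of processed copies of genes such as Gapdh or ribosomal protein genes were left as counted.

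The RA library held 1449 cells and the OIR library 1259 cells. By counting error alone, the level of a gene at 500 CPM or more is fixed to within a few percent for all microglia. That of a rare transcript in a cluster of 58 cells is fixed only to within several-fold, as the intervals show. Cells with over 20% mitochondrial UMIs and the top 2% of cells by number of genes were left out, and genes found in at least 3 cells were used for clustering. Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3) integrated the 2 libraries by canonical correlation on 3000 anchor genes and 30 dimensions, and clustered all cells with the Louvain method at resolution 0.5 and k of 20. Clusters in which at least 25% of cells held a Ptprc UMI were taken as CD45 positive and clustered again at the lowest resolution, in steps of 0.1, that gave at least 11 clusters. Genes named in the conclusions were left out of the anchor genes. A second clustering with a Ptprc limit of 10% was added after the first had been seen. The seed was 1 throughout.

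Clusters were named with 19 marker lists, taken from Supplemental Tables 1 and 2 and, for the other cell types, from Supplemental Figure 2 and general knowledge, by a rule set after seeing the data. For each cluster the 10 genes with the largest ratio over the other clusters (pseudocount of 5 CPM) were taken among those in at least 25% of its cells and at 100 CPM or more. The cluster took the name of the list with most genes among these 10, or, where no list had any, of the list with the highest median log2 ratio. It was left without a name where that median was under 0.5, where fewer than 3 genes of the list had 3 UMIs, or where its cells were shallow and no list had a gene among the 10. The cluster 3-like cluster, with a median of 2466 UMIs and 0 genes of its list among the 10, kept a name by its median, so this name is weak. Names such as cluster 9-like mark this match and no identity with the paper's cells.

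Counts were summed over the cells of a group, and levels, ratios and shares were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Scrublet, as in scanpy 1.11.5, called doublets, and matplotlib 3.10.9 drew the plots. The 95% intervals are exact Poisson for levels, exact binomial for shares, exact conditional for ratios, and for the median of a list come from 2000 draws of its counts. For the glycolytic list 10000 random lists of genes of like level were drawn as a description. Ratios against a group with 0 UMIs were taken at a floor of 3 UMIs. With 1 library per condition no test between conditions was made, and cells were not treated as replicates. Shares of cells with a UMI are also given after every cell was thinned to one number of UMIs, 3200 in the narrower and 2100 in the wider set, and cells below that number were left out. Cell cycle phases came from the gene lists of Seurat. The intervals were tested on simulated data.

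Genes are named where the paper names them for a conclusion from these libraries, along with the 5 genes with the largest ratio in each direction of a contrast, among those at 50 CPM or more in at least 1 group and with at least 3 UMIs in both, though some of these genes are not reported here. The alternatives were all 3000 anchor genes, a resolution of 0.8, 20 dimensions, no integration, anchor genes without those differing over 2-fold between libraries, no filter on the number of genes, a mitochondrial limit of 10%, cells with at least 2000 UMIs, doublets left out, means over cells of the value per 10000, no ribosomal protein or mitochondrial genes, ratios centred on the median ratio, thinned cells and, for the share of CD45-positive cells, single cells with a Ptprc UMI. The last was extended to the other results after seeing the data, as were the 10% Ptprc limit and the omission of a cluster led by rod genes. RNA velocity, regulon and pathway analyses, the brain data and all experiments without sequencing were not analysed here.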

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

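All tests in this part were chosen only after the results were seen. Lyz2, Hbb-bs, Rrm2 and Pbk drew attention because they stand among the 5 genes with the largest ratio of OIR over RA microglia, of those at 50 CPM or more in at least 1 of them and with at least 3 UMIs in both, and are not among the genes the paper discusses for these 2 libraries.

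Lyz2 had a log2 ratio of 10.36 (9.01 to 12.24) between OIR and RA microglia, from 3264 UMIs in OIR and 4 UMIs in RA. A UMI was found in 75.4% of OIR cells and 0.517% of RA cells, at median depths of 8147 and 10344 UMIs. The lowest of its 15 alternatives was 10.10. Free Lyz2 RNA in the OIR library would reach rods, yet only 0.649% (0.0164% to 3.56%) of OIR rods held a Lyz2 UMI. A different makeup of cell types would leave like levels within one type, yet within monocyte-like cells the ratio of Lyz2 was 7.41 (6.81 to 8.08), from 34.8 CPM in RA to 5904 CPM in OIR, and within macrophage-like cells it was 6.70. The paralog Lyz1 was at 295 CPM in RA and 278 CPM in OIR monocyte-like cells, so UMIs were not traded between Lyz1 and Lyz2 there. A candidate explanation is an allele of Lyz2 in the RA mice that yields little transcript. Lyz2 was low in all 3 myeloid types of RA. The other 11 genes of the monocyte list had a median ratio of -0.86 within monocyte-like cells and ranged from -2.17 to 1.16, but an allele predicts nothing about them, so they decide nothing. An allele and a change of Lyz2 with the oxygen treatment cannot be told apart, since each would follow the 2 libraries. RA is the untreated control, so the treatment reading needs a rise in OIR from a low level in control cells. The allele reading needs a loss in RA. The paper uses Lysm-Cre mice in other experiments, but the labels call both of these libraries wild type, and whether any pup carried an altered allele was not tested. Other differences in genetic background also stay open. Any such difference would bear on every comparison of OIR with RA given here.

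Hbb-bs had a ratio of 5.45 (4.99 to 5.94) between OIR and RA microglia, from 1081 and 40 UMIs. Of the OIR UMIs 99.5% lay in 5 cells, and 1068 of them in the cluster 5-like cells, while outside that class the ratio was -0.47 (-1.50 to 0.47). These values are from the narrower set, which has no cluster 9-like cells. In the wider set the ratio was 4.68, from 1238 and 73 UMIs, with 1067 OIR UMIs in the cluster 5-like cells. Hbb-bs was also high in the OIR cluster 9-like cells there, at 6.97 over resting-like cells, from 44 and 5 UMIs. Without the filter on the number of genes the log2 ratio of Hbb-bs, OIR over RA microglia was -1.60, and with cells of at least 2000 UMIs it was -1.67. Free RNA of red blood cells in the OIR library would raise Hbb-bs in every cell type, yet in rods the ratio was 0.063 (-3.52 to 3.19), from 2 OIR and 3 RA UMIs, and in macrophage-like cells it was 2.07 (0.97 to 3.37), from 43 and 8 UMIs. Both upper limits are below the microglial ratio, so free RNA does not account for all of it, while a smaller part stays open. A few droplets that hold a red blood cell, or a few cells that took 1 up, stay open and were not tested apart. No biological explanation was tested.

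Rrm2 and Pbk, genes of dividing cells, had ratios of 4.83 (4.08 to 5.69) and 4.59 (3.92 to 5.34) between OIR and RA microglia. Of their OIR UMIs, 260 of 264 and 276 of 283 lay in the cluster 5-like cells, a class with more cells in OIR. Pbk is among the genes that name this class, so its place there is in part built in. With the clusters of both libraries weighted by their RA shares, the mean ratio of Rrm2 and Pbk was 2.43, so a larger share of that class accounts for part of the difference and not for all of it. Within the cluster 5-like cells the ratios were 1.65 (0.90 to 2.51) and 1.40 (0.73 to 2.15), from 15 and 19 RA UMIs. In this class 34.4% (18.6% to 53.2%) of the 32 RA cells and 6.71% (3.40% to 11.7%) of the 164 OIR cells were in G1. A smaller share of dividing cells in the RA class may explain part of the remainder. This could be biology, or the class may have been drawn more loosely around the RA cells, and these 2 readings were not tested apart.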

How the results depend on the processing

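Single cells with a Ptprc UMI (for all but the share of CD45-positive cells), the 10% Ptprc limit and leaving out the cluster led by rod genes were chosen only after the results were seen, and the other settings before the data were examined. Results for the cluster 3-, 8-, 9- and 10-like cells are reported at the 10% limit, so for them the design's 25% limit is one of the settings. Settings named in short are those without the filter on the number of genes, without anchor genes differing over 2-fold between the libraries, without doublets called by Scrublet, without ribosomal protein and mitochondrial genes, with cells of at least 2000 UMIs, and with ratios centred on the median ratio. For 45 results that answer a comparison, 482 alternative values were computed: 274 lay inside the counting interval, 197 lay outside it (123 lower, 74 higher) and 11 took the opposite sign of a ratio whose interval excluded 0. In the narrower set the main clustering was itself at resolution 0.8, so there that setting repeats it. These repeats are among the alternative values counted in this part, and they could only lie inside the interval. Clustering again under most settings redraws the clusters, so part of each difference comes from a different set of cells, and the cause was not tested. Leaving out doublets removes 5 of 2473 cells, so its large shifts in the cluster 5- and 8-like results show how far the clustering itself can move. No paired analysis was possible because each condition has 1 library. For the same reason, no setting speaks to differences between mice.

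All 11 alternative values of each macrophage-like share, and of the monocyte-like RA share, lay inside their intervals. The value at resolution 0.8 among them repeats the main fit. The cluster 5-, 8- and 9-like shares changed with several settings. From 87.1%, the share of CD45-positive cells with a Ptprc UMI fell to 82.7% without integration, 81.2% without the gene filter, 83.3% without doublets, 66.2% after thinning and 78.4% at the 10% Ptprc limit. It rose to 89.7% with 20 dimensions. From 66.3%, the share of cells in CD45-positive clusters fell to 64.1% with 20 dimensions and 60.5% in single Ptprc cells. It rose to 71.9% without integration, 73.9% without the gene filter, 72.5% at the 10% mitochondrial limit, 86.2% from 2000 UMIs, 71.3% without doublets and 76.7% at the 10% Ptprc limit. From 4.53%, the share of cells in the cluster 10-like cluster, OIR, rose to 6.14% without differing anchor genes. From 1.65%, the share of cells in the cluster 10-like cluster, RA, fell to 0.613% without integration. From 22.0%, the share of cells in the cluster 5-like cluster, OIR, fell to 16.6% with all 3000 anchor genes, 17.5% with 20 dimensions, 13.1% without integration, 18.7% without differing anchor genes, 13.4% without the gene filter, 10.5% in single Ptprc cells and 11.6% at the 10% Ptprc limit. It rose to 28.7% without doublets. From 3.58%, the share of cells in the cluster 5-like cluster, RA, fell to 2.35% with all 3000 anchor genes, 1.93% with 20 dimensions, 0.832% without integration, 1.72% without the gene filter, 1.37% in single Ptprc cells and 1.55% at the 10% Ptprc limit. It rose to 8.40% from 2000 UMIs and 8.76% without doublets. From 3.99%, the share of cells in the cluster 8-like cluster, OIR, fell to 0.756% without doublets. It rose to 40.0% without integration and 6.29% in single Ptprc cells. From 2.06%, the share of cells in the cluster 8-like cluster, RA, fell to 0.919% without integration and 1.03% without doublets. It rose to 3.54% in single Ptprc cells. From 6.25%, the share of cells in the cluster 9-like cluster, OIR, rose to 22.2% without integration, 10.8% without differing anchor genes, 19.4% without the gene filter, 18.2% at the 10% mitochondrial limit, 14.6% from 2000 UMIs and 15.3% at the 25% Ptprc limit without integration. From 0.722%, the share of cells in the cluster 9-like cluster, RA, rose to 2.04% without integration, 3.30% without differing anchor genes, 7.33% without the gene filter, 5.48% at the 10% mitochondrial limit, 5.17% from 2000 UMIs and 2.97% in single Ptprc cells. From 11.8%, the share of cells in the monocyte-like cluster, OIR, fell to 9.25% without doublets. From 50.0%, the share of cluster 5-like cells in G2M phase fell to 36.3% from 2000 UMIs and 37.3% without doublets. It rose to 63.4% with all 3000 anchor genes, 70.7% with 20 dimensions, 83.5% without integration, 71.1% without the gene filter and 74.8% at the 10% Ptprc limit.

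In the cluster 9-like cells the medians of activation and resting genes kept their sign under every setting that gave a value, though Lpl and Tmem119 by themselves did not. From 1.25, the median log2 ratio of 4 activation genes, cluster 3-like over resting-like, within OIR, fell to 0.95 with all 3000 anchor genes. From 0.18, the median log2 ratio of 4 activation genes, cluster 5-like over resting-like, within OIR, fell to -0.16 with all 3000 anchor genes, -0.42 without integration, -0.069 without differing anchor genes, -0.26 without the gene filter, -0.092 at the 10% mitochondrial limit, -0.055 from 2000 UMIs, -0.27 without doublets and -0.066 in single Ptprc cells. It rose to 0.59 as a mean over cells. From 2.02, the median log2 ratio of 4 activation genes, cluster 8-like over resting-like, within OIR, fell to 0.56 without integration, 1.42 at the 10% mitochondrial limit, 1.61 from 2000 UMIs, -1.03 without doublets and 1.54 in single Ptprc cells. From 2.35, the median log2 ratio of 4 activation genes, cluster 9-like over resting-like, within OIR, fell to 1.85 with all 3000 anchor genes, 1.78 without integration, 1.76 without differing anchor genes, 1.35 without the gene filter, 1.71 at the 10% mitochondrial limit, 1.66 from 2000 UMIs, 1.88 without doublets and 1.32 in single Ptprc cells. It rose to 2.67 after centring. From -3.69, the median log2 ratio of 4 resting genes, cluster 9-like over resting-like, within OIR, rose to -0.42 without integration, -0.97 without the gene filter, -1.43 at the 10% mitochondrial limit, -1.22 from 2000 UMIs and -1.27 in single Ptprc cells.

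The medians of inflammatory genes between OIR and RA, and between all activated-like and resting-like cells, kept their sign under every setting that gave a value, while that of the cluster 8-like cells and Ccl2 by itself did not. From 1.00, the median log2 ratio of 4 inflammatory genes, OIR over RA activated-like microglia, fell to 0.91 at resolution 0.8, 0.59 without integration, 0.59 at the 10% mitochondrial limit, 0.83 without ribosomal genes and 0.74 after centring. It rose to 2.02 with all 3000 anchor genes, 1.35 with 20 dimensions, 1.58 without differing anchor genes, 2.10 without the gene filter and 1.48 at the 25% Ptprc limit. From 0.82, the median log2 ratio of 4 inflammatory genes, OIR over RA resting-like microglia, fell to 0.69 with 20 dimensions, 0.77 without differing anchor genes, 0.73 without the gene filter, 0.69 at the 10% mitochondrial limit, 0.70 from 2000 UMIs, 0.68 without doublets, 0.74 without ribosomal genes, 0.76 after centring, 0.67 in single Ptprc cells and 0.76 at the 10% Ptprc limit. It rose to 0.93 as a mean over cells. From -0.42, the median log2 ratio of 4 inflammatory genes, activated-like over resting-like microglia, within OIR, fell to -0.67 without the gene filter, -1.44 as a mean over cells and -0.52 after centring. It rose to -0.29 with all 3000 anchor genes, -0.13 with 20 dimensions, -0.36 without differing anchor genes, -0.17 at the 10% mitochondrial limit, -0.31 from 2000 UMIs, -0.16 without doublets and -0.17 in single Ptprc cells. From -3.28, the median log2 ratio of 4 inflammatory genes, cluster 10-like over resting-like, within OIR, rose to -1.70 without differing anchor genes. From -0.11, the median log2 ratio of 4 inflammatory genes, cluster 5-like over resting-like, within OIR, fell to -0.28 with 20 dimensions, -0.60 without differing anchor genes, -0.29 without the gene filter, -0.19 at the 10% mitochondrial limit, -0.18 from 2000 UMIs, -0.78 as a mean over cells, -0.20 after centring and -0.42 at the 25% Ptprc limit. From 0.37, the median log2 ratio of 4 inflammatory genes, cluster 8-like over resting-like, within OIR, fell to -0.18 without integration, 0.087 at the 10% mitochondrial limit, 0.19 from 2000 UMIs, 0.27 as a mean over cells and 0.076 in single Ptprc cells.

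For glycolytic genes every alternative value between OIR and RA stayed above 1. From 1.86, the median log2 ratio of 8 glycolytic genes, OIR over RA activated-like microglia, fell to 1.56 with 20 dimensions, 1.18 without integration, 1.68 without the gene filter, 1.60 without doublets, 1.68 without ribosomal genes, 1.60 after centring, 1.62 in single Ptprc cells and 1.38 at the 25% Ptprc limit. It rose to 1.99 at the 10% mitochondrial limit and 2.11 as a mean over cells. From 1.52, the median log2 ratio of 8 glycolytic genes, OIR over RA macrophage-like, fell to 1.32 without integration, 1.36 at the 10% mitochondrial limit, 1.37 without doublets, 1.36 after centring and 1.35 in single Ptprc cells. From 1.77, the median log2 ratio of 8 glycolytic genes, OIR over RA microglia, fell to 1.68 without ribosomal genes, 1.68 after centring and 1.65 without the rod-led cluster. It rose to 1.82 without doublets and 2.00 at the 10% Ptprc limit. From 1.25, the median log2 ratio of 8 glycolytic genes, OIR over RA monocyte-like, fell to 1.08 without integration, 1.12 as a mean over cells and 1.13 without ribosomal genes. It rose to 1.38 without the gene filter. From 1.45, the median log2 ratio of 8 glycolytic genes, OIR over RA resting-like microglia, fell to 1.37 with all 3000 anchor genes and 1.37 without ribosomal genes. It rose to 1.64 without differing anchor genes, 1.59 without the gene filter, 1.56 in single Ptprc cells and 1.55 at the 10% Ptprc limit.

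From -0.046, the median log2 ratio of 8 glycolytic genes, cluster 10-like over resting-like, within OIR, fell to -0.43 without the gene filter and -0.42 without doublets. From 1.40, the median log2 ratio of 8 glycolytic genes, cluster 3-like over resting-like, within OIR, fell to 1.08 with all 3000 anchor genes and 1.34 after centring. It rose to 1.71 as a mean over cells and 1.48 without ribosomal genes. From 0.37, the median log2 ratio of 8 glycolytic genes, cluster 5-like over resting-like, within OIR, fell to 0.089 with all 3000 anchor genes, 0.044 without the gene filter, 0.082 without doublets and 0.29 after centring. It rose to 0.52 without integration and 0.65 as a mean over cells. From 1.51, the median log2 ratio of 8 glycolytic genes, cluster 8-like over resting-like, within OIR, fell to 1.37 at resolution 0.8, 0.41 without integration, 1.27 at the 10% mitochondrial limit, -0.46 without doublets and 1.17 in single Ptprc cells. It rose to 1.69 as a mean over cells. From 2.28, the median log2 ratio of 8 glycolytic genes, cluster 9-like over resting-like clusters, within OIR, fell to 1.99 with all 3000 anchor genes, 1.71 without integration, 1.97 without differing anchor genes, 1.52 without the gene filter, 1.84 at the 10% mitochondrial limit, 1.80 from 2000 UMIs, 1.99 without doublets and 1.30 in single Ptprc cells. It rose to 2.43 with 20 dimensions, 2.48 as a mean over cells and 2.60 after centring.

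From 1.06, the median log2 ratio of 5 chromatin genes, cluster 5-like over resting-like, within OIR, fell to 0.63 without differing anchor genes. From 5.26, the median log2 ratio of 6 proliferation genes, cluster 5-like over resting-like clusters, within OIR, fell to 3.20 without differing anchor genes and 4.87 as a mean over cells. It rose to 5.77 with 20 dimensions.

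The ratio of Igf1 between OIR and RA microglia stayed inside its interval in all 15 alternatives, of which that at resolution 0.8 repeats the main fit. From -0.79, the log2 ratio of Cx3cr1, activated-like over resting-like microglia, within OIR, fell to -1.19 as a mean over cells and -0.94 at the 10% Ptprc limit. It rose to -0.61 without differing anchor genes, -0.65 at the 10% mitochondrial limit and -0.57 in single Ptprc cells. From 3.02, the log2 ratio of Igf1, cluster 9-like over other microglia, within OIR, fell to 1.88 without integration, 2.05 without the gene filter, 2.32 at the 10% mitochondrial limit, 2.10 from 2000 UMIs, 2.72 as a mean over cells, 1.76 in single Ptprc cells and 0.021 at the 25% Ptprc limit without integration. It rose to 3.35 after centring.

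For 127 single genes, 1742 alternative values were computed: 1212 lay inside the interval, 516 lay outside it (366 nearer to 0, 150 further from it) and 14 took the opposite sign of a ratio whose interval excluded 0. From 0.36, the log2 ratio of Ccl2, activated-like over resting-like, within OIR, fell to -0.38 as a mean over cells. From -0.30, the log2 ratio of Ccl2, cluster 8-like over resting-like, within OIR, rose to 0.11 at resolution 0.8, 0.060 at the 10% mitochondrial limit, 1.28 without doublets and 0.086 in single Ptprc cells. From 0.40, the log2 ratio of Ccrl2, cluster 8-like over resting-like, within OIR, fell to -0.11 without doublets. From -0.47, the log2 ratio of H2-Aa, OIR over RA microglia, rose to 0.97 without the rod-led cluster. From 0.61, the log2 ratio of H2-Ab1, OIR over RA microglia, fell to -0.043 from 2000 UMIs. From 5.45, the log2 ratio of Hbb-bs, OIR over RA microglia, fell to -1.60 without the gene filter and -1.67 from 2000 UMIs. From 2.05, the log2 ratio of Lpl, cluster 9-like over resting-like, within OIR, fell to -0.10 without integration. From -0.69, the log2 ratio of Tgfb1, cluster 9-like over resting-like, within OIR, rose to 0.24 without integration. From -3.88, the log2 ratio of Tmem119, cluster 9-like over resting-like, within OIR, rose to 0.027 without integration. From 0.42, the log2 ratio of Tnf, cluster 8-like over resting-like, within OIR, fell to -0.46 without integration. Hgf had no UMI in the cluster 9-like cells, and no setting gave its ratios there a value, nor that of Ly6c2 between OIR and RA microglia. Without integration the narrower set held no resting-like OIR cells, so ratios over them have no value there. The wider set then held 17 such cells, 15 of them cluster 7-like, so its ratios over them rest on few cells. A cluster 3-like cluster was found again only with all anchor genes and at resolution 0.8, and where another setting lacked a cluster it gave no value for it.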

Differences from the paper's values

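The clustering at the 10% Ptprc limit and the naming of clusters, on which the values for the cluster 3-, 8-, 9- and 10-like cells rest, were chosen only after the data were seen. Of 47 values that the paper gives for measures also computed here (3 in its text, 37 in its supplement and 7 in a figure), 1 differed by over 1.5 times. Below that ratio, the share of cells with a UMI in the cluster 5-like cells was lower than the paper's for all 10 genes compared, such as Ube2c at 50.0% against the paper's 66.7% and Hdac2 at 29.1% against the paper's 42.9%. With all 3000 anchor genes these 2 were 65.5% and 37.2%, without the filter on the number of genes 73.3% and 45.2%, and with doublets left out 31.0% and 24.4%. At the 10% Ptprc limit, chosen after seeing the values, they were 75.6% and 40.7%. The share of OIR cells in the cluster 5-like cells was 22.0%, against the paper's about 14% in Fig. 1C, read by eye. It joins 2 clusters that matched the same list, with 14.1% and 7.92% of OIR cells. The larger is near the paper's share in size, but its cells were shallow, with a median of 2379 UMIs. Top2a and Mki67 led the smaller, with a median of 15882 UMIs. Pf4 and Ms4a7, of the macrophage and cluster 10 lists, were among the top genes of the class. The class may therefore hold other cells, and a like size does not show that the cells are the same. Among the alternatives set before the data were examined, the share came within 1.5 times the paper's value with all 3000 anchor genes (16.6%), with 20 dimensions (17.5%), without integration (13.1%), without anchor genes differing over 2-fold between the libraries (18.7%), without the filter on the number of genes (13.4%) and with a mitochondrial limit of 10% (20.1%). It did not with cells of at least 2000 UMIs (24.7%) or with doublets left out (28.7%). The setting of resolution 0.8 (22.0%) repeats the main clustering of this set, so it tests nothing here. With the 10% Ptprc limit, which was chosen after seeing the values, it was 11.6%.

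The paper places H2-Aa and H2-Ab1 mainly in the macrophage cluster. Both were higher in the monocyte-like cells, by 1591 against 588 CPM for H2-Aa and 1474 against 539 CPM for H2-Ab1.

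The paper states that the conditions differ little in their numbers of macrophages and monocytes. Macrophage-like cells numbered 69 in RA and 91 in OIR (7.71% and 12.2% of CD45-positive cells), and monocyte-like cells 52 and 88 (5.81% and 11.8%). At the 10% Ptprc limit, which was chosen after seeing the values, the gaps were smaller, at 7.84% (6.23% to 9.72%) and 10.6% (8.66% to 12.7%) for macrophage-like cells and 5.37% and 9.70% for monocyte-like cells.

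The paper counts clusters 5 and 10 among those with high activation genes. Its plots show both libraries together, whereas the ratios here are taken within OIR. Over resting-like OIR cells, the median log2 ratio of 4 activation genes was 0.18 (0.03 to 0.30) in the cluster 5-like and 0.21 (-0.32 to 0.62) in the cluster 10-like cells, below the 1.25 and 2.02 of the cluster 3- and 8-like cells, which the paper ranks as intermediate. As a mean over cells of the value per 10000, the median log2 ratio of 4 activation genes, cluster 5-like over resting-like, within OIR, was 0.59, while it was below 0 in 8 alternatives. The ranking of the cluster 8-like cells is not stable, since the median log2 ratio of 4 activation genes, cluster 8-like over resting-like, within OIR, was 0.56 without integration and -1.03 with doublets left out.

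The paper describes glycolytic genes as rising from resting clusters through clusters 3, 5, 8 and 10 to cluster 9. The median ratio over resting-like OIR cells was above 0 in 4 of these 5 classes and -0.05 (-0.37 to 0.13) in the cluster 10-like cells. The paper's plots show whole clusters, and its resting clusters are mostly RA cells. Here the reference is OIR resting-like cells alone, whose summed glycolytic level was above that of RA resting-like cells. In RA the cluster 10-like cells were above every resting-like cluster, so the references are unlike. Without ribosomal protein and mitochondrial genes, the median log2 ratio of 8 glycolytic genes, cluster 10-like over resting-like, within OIR was 0.031, the highest of its alternatives.

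The paper finds proliferation genes high in cluster 5 alone. They came to 2661 CPM in the OIR cluster 5-like cells, and to 612 CPM in the cluster 10-like and 283 CPM in the macrophage-like cells, against 123 CPM in resting-like cells.

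The paper places nearly every cell of cluster 5 in G2M. The share of cluster 5-like cells in G2M phase was 50.0% (42.8% to 57.2%), with 38.8% in S. This class joins a shallow and a deep cluster and may hold other cells. Across the alternatives it was highest without integration, at 83.5%, and it was 74.8% at the 10% Ptprc limit, which was chosen after seeing the values.

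The paper gives cluster 8 more Ccl2 than the other activated OIR clusters. The cluster 8-like cells had less than the others summed, with a ratio of -0.52 (-0.63 to -0.41), while Il1b, Tnf and Ccrl2 were higher there. Of the 2254333 UMIs of all activated-like OIR cells, the cluster 5-like cells held 1118694, so the ratio mainly compares with them. It does not place the cluster 8-like cells below each other class. This comparison was not repeated under the alternatives. The log2 ratio of Ccl2, cluster 8-like over resting-like, within OIR, which was, went from -0.30 to 0.11 at resolution 0.8, 0.060 with a mitochondrial limit of 10% and 1.28 with doublets left out, and to 0.086 in single cells with a Ptprc UMI, a setting chosen after seeing the values.

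The paper reports Ccl2 among 4 genes reduced in activated microglia of both conditions. In the narrower set Ccl2 was higher in activated-like than in resting-like cells. The ratios were 0.36 (0.30 to 0.42) in OIR and 0.39 (0.23 to 0.53) in RA. Il1b, Tnf and Ccrl2 were lower in both. Activated-like there means only the class named by cell cycle genes, whereas the paper's activated microglia include further clusters. As a mean over cells of the value per 10000, the log2 ratio of Ccl2, activated-like over resting-like, within OIR was -0.38. The 10% Ptprc limit, which was chosen after seeing the values, adds the other activated-like classes. With them the ratio of Ccl2 was 0.14 in OIR and -0.51 in RA, so by sign only the OIR value differed from the paper.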

Other observations

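The tests of photoreceptor RNA, lens fragments and short transcripts in this part were chosen only after the result was seen. Those of nuclear RNA, library-wide shares, cluster shares, sex, immediate-early genes and doublets were written down ahead of their values. The limits that separate the outcomes of the tests were mostly fixed when part of the data had been seen.

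The cluster 3-, 9- and 10-like cells held few UMIs and few Ptprc transcripts. In the RA cells of these 3 classes the nuclear RNA Malat1 reached at most 9.10% of its resting-like level, the value of the cluster 3-like cells, and 0.137% and 1.06% in the cluster 9- and 10-like cells. Neat1 had 0 UMIs in the cluster 9-like cells of both libraries. Cells without a nucleus, or cell fragments, are therefore a candidate explanation for these 3 classes. A second small cluster of the cluster 5-like class behaved alike, with Malat1 at 15.1% in OIR. Low Malat1 is not proof of a lost nucleus, because rods, whose own integrity was not tested, had 7.03% in OIR and 5.37% in RA. A state of low nuclear RNA in living cells stays open as the biological reading, and the counts do not separate the 2. Since 3 of the 4 classes that set OIR apart have this feature, their larger OIR share may reflect more fragments in the OIR preparation. The share in OIR and the preparation are confounded, as each condition is 1 library.

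Glycolytic genes were highest in the cluster 9-like cells among microglia and higher still in rods, so RNA of photoreceptors was tested. If the excess of Gapdh came from rods, rods would have to supply 82.4% of the UMIs. Of the Sag level that this would bring, the cluster 9-like OIR cells held 0.299%, which argues against it. No cell type other than rods was tested as a source.

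Lens crystallin genes led the cluster 3-like cluster. Of its 6251 crystallin UMIs, 98.3% lay in 10 of 200 cells, and without these 10 cells the level was 180 CPM, against 71.3 CPM in resting-like cells treated alike. Lens fragments counted as cells and grouped with the cluster are a candidate explanation. No biological explanation was tested. The 15 crystallin genes include Cryab, which is not restricted to lens.

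Ribosomal protein genes were lower in OIR microglia, with 7.46% of UMIs against 13.2% in RA, a ratio of -0.83. The ratio was -0.77 in macrophage-like cells, -0.87 in monocyte-like cells and -1.0 (-1.03 to -0.97) in rods, so a difference between the libraries that holds for every cell type is a candidate explanation. Among microglial genes outside the ribosomal protein and mitochondrial genes, the 44 under 600 bases had a median ratio lower by -1.09 than the 2064 over 2000 bases, and the difference was -2.18 in rods, -1.27 in macrophage-like and -1.78 in monocyte-like cells. A weaker yield of short transcripts in the OIR library is thus a candidate explanation too. Lengths come from an annotation whose build may not be that of the authors, and 98.3% of the microglial genes compared had one. By the same limits on UMIs and CPM as for the other named genes, those lowest in OIR microglia were Gm2000 (-3.13), Rps28 (-2.95), Rps27 (-2.78), Gm11808 (-2.67) and Rps21 (-2.57), and Gm2000 and Gm11808 may be copies that share reads with ribosomal protein genes. A change of translation with the oxygen treatment stays open, untested.

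Glycolytic genes were higher in OIR microglia by a median ratio of 1.77. A difference between the libraries for every cell type would bring the same ratio to rods, where it was 0.70 (0.62 to 0.82), so it falls short as the whole explanation, though a part of that size is not excluded. With the clusters of both libraries weighted by their RA shares the median was 1.53, which argues against cluster shares as the explanation. Within cells holding a Xist UMI it was 1.32 (1.21 to 1.39) and within cells holding a Y-linked UMI 1.88 (1.79 to 1.93), which argues against the share of male and female cells. From RA to OIR microglia the share with Xist alone fell from 34.6% to 25.4% and the share with Y-linked genes alone from 49.7% to 42.2%, so both kinds fell together. In macrophage-like cells the first fell from 43.5% to 18.7% while the second rose from 42.0% to 59.3%, and in monocyte-like cells they went from 50.0% to 11.4% and from 34.6% to 54.5%. Without ribosomal protein and mitochondrial genes, the median log2 ratio of 8 glycolytic genes, OIR over RA microglia was 1.68. A response of myeloid cells to the oxygen treatment may account for the difference beyond that in rods, as may a difference in handling that acts on myeloid cells, and with 1 library per condition these were not tested apart.

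Inflammatory genes were lower in activated-like than in resting-like microglia. If a weaker response to the handling of the tissue were behind this, immediate-early genes outside the list would fall as well, and in the wider set 10 of them had a median ratio of -0.90 (-0.93 to -0.84) in OIR, against -0.44 for the 4 inflammatory genes. In the cluster 8-like cells they moved apart, at -0.17 and 0.37. A response to handling and a response in the eye cannot be told apart, because both would induce the same genes and no undissociated sample is among the libraries. Loss of the nucleus stays open for the cluster 3-, 9- and 10-like cells, where both lists fell by the most.

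One microglial cluster of 61 cells was led by rod genes. Above other microglia, its cells held a mean of 16.6% of the rod-gene UMIs of 1 rod, and 8.20% of the cells held over 50% of those of a rod. Their median depth was 13241 UMIs, against 9720 UMIs in other microglia and 1259 UMIs in rods. Free rod RNA would reach other microglia too, yet these held a mean of 0.785 rod-gene UMIs per cell against 33.2 in this cluster, which argues against it. Doublets of a rod and a microglia and uptake of rod material by microglia cannot be told apart, since the mean is below 1 rod while the depth is above it. Leaving this cluster out turned the log2 ratio of H2-Aa, OIR over RA microglia from -0.47 to 0.97.

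On simulated counts with known ratios, 94.5% to 95.4% of the counting intervals held the true value in 3 comparisons, and all 200 changed genes had the right direction in each. The simulation held counting error alone and drew from the same model as the intervals, so its coverage was built in. It does not speak to differences between cells or between mice.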
